# Artery formation in the intestinal wall and mesentery by intestine-derived Esm1+ endothelial cells

**DOI:** 10.1038/s41467-025-64047-0

**Published:** 2025-09-25

**Authors:** Esther Bovay, Kai Kruse, Emma C. Watson, Vishal Mohanakrishnan, Martin Stehling, Frank Berkenfeld, Mara E. Pitulescu, Mark L. Kahn, Ralf H. Adams

**Keywords:** Angiogenesis, Model vertebrates, Embryogenesis

## Abstract

Arterial blood transport into peripheral organs is indispensable for developmental growth, homeostasis and tissue repair. While it is appreciated that defective formation or compromised function of arteries is associated with a range of human diseases, the cellular and molecular mechanisms mediating arterial development remain little understood for most organs. Here, we show with genetic approaches that a small subpopulation of endothelial cells inside the intestinal villi of the embryonic mouse, characterized by the expression of endothelial cell-specific molecule 1 (Esm1/endocan), gives rise to arterial endothelium in the intestinal wall but also in the distant mesenteric vasculature. This involves cell migration but also substantial changes in morphology and gene expression. Immunohistochemistry and single cell RNA-sequencing confirm that intestinal Esm1^+^ cells have a distinct molecular profile and the capacity to undergo arterial differentiation. Genetic approaches establish that artery formation by the progeny of Esm1^+^ cells requires integrin β1 and signaling by the growth factor VEGF-C and its receptor VEGFR3. The sum of these findings demonstrates that Esm1^+^ cells inside the villus capillary network contribute to the formation of intestinal and mesenteric arteries during development.

## Abstract (web summary)

Arterial development is critical for proper blood flow, but the mechanisms mediating this process at the organ level remain unclear. Here, they show that a subpopulation of endothelial cells is important for formation of arterial endothelium in the intestine.

## Introduction

Arteries are the conduit for blood transport into peripheral organs and thereby are crucial for the supply of essential nutrients and oxygen. Research in early mouse, zebrafish and avian embryos have provided a good understanding of the processes mediating the vasculogenic formation of the dorsal aorta and the cardinal vein, the two large axial vessels^1–3^. However, comparably little is known about the formation of the majority of arteries during the angiogenic expansion of the vasculature in the embryonic and postnatal organism. In the developing heart, it was shown that coronary artery growth involves the reprogramming of venous (sinus venosus-derived) endothelial cells (ECs) to an arterial fate^4^. However, endocardial cells, which form the innermost lining of the heart and share many features with arterial ECs, have been also shown to contribute to coronary artery development^5–8^. Genetic fate tracking has established that venous ECs, which exhibit comparably high rates of proliferation, give rise to arterial endothelium in retina and brain^9,10^. In the developing and regenerating zebrafish tail fin, dynamic live imaging has shown that vein-derived endothelial tip cells give rise to arterial ECs^11^. Strikingly, genetic alterations affecting guided EC migration impair normal arterial patterning, suggesting that defects in this process might be a cause of arteriovenous malformations^10,11^.

In the postnatal murine eye, tip cells at the distal end of endothelial sprouts, which express high levels of endothelial cell-specific molecule 1 (Esm1/endocan), are important for the angiogenic expansion of the developing retinal vasculature. Genetic fate tracking with *Esm1-CreERT2* transgenic mice has established that tip cell progeny contributes to the arterial but not the venous branch of the vasculature, which involves signaling interactions via the Notch pathway, the chemokine receptor CXCR4 and its ligand CXCL12, and interactions between ephrin-B2 and its receptor EphB4^11–13^. Arterial differentiation involves arrested proliferation and endothelial cell cycle state has been shown to generate a fate bias during arterial-venous specification^14,15^. Apart from molecular regulators, blood flow and fluid shear stress are important factors controlling cell cycle status and the migration of ECs against the direction of blood flow^14,16–19^.

In the developing intestinal system of the mouse, arteriogenesis is initiated during gut rotation, at around embryonic stage E10.0, forming a first arterial connection between the intestinal vascular plexus with the dorsal aorta^20^. Like in other organs, the chemokine receptor CXCR4 and its ligand CXCL12 were shown to be essential in this process^21,22^. It also has been established that high signaling by vascular endothelial growth factor A (VEGF-A) and its receptor VEGFR2 upregulates the expression of Esm1 in the villus apex, which has relevance for nutrient uptake, blood vessel remodeling and normal arteriovenous patterning^19,23,24^. Despite of these insights, our understanding of the heterogeneity and functional specialization of ECs in the gastrointestinal system remains limited and the processes controlling artery formation in the intestine and adjacent mesentery are unknown. Our new findings reveal that a small subpopulation of ECs in the capillary network of the villus gives rise to arterial endothelium in the adjacent intestinal wall but also in the distant mesenteric vasculature. Genetic labeling, immunohistochemistry and single cell RNA-sequencing (scRNA-seq) show that these prearterial cells express Esm1 and other tip cell markers despite being located inside a patent capillary network. Mechanistically, *Esm1-CreERT2*-mediated inactivation of the *Itgb1* gene encoding integrin β1 in the mouse embryo results in the loss of arterial progenitors and a subsequent reduction in the diameter of large mesenteric arteries. Additionally, we show that the VEGF-C/VEGFR3 signaling pathway, which is a primary lymphatic growth factor and tyrosine kinase receptor^25,26^, participates in the migration of Esm1^+^ cells into the mesenteric arterial network and expansion of the arterial tree. Taken together, these findings establish fundamental principles of developmental artery formation in the intestine and mesentery.

## Results

### Identification of arterial progenitors in the embryonic intestine

Stratification of the intestinal epithelium begins around embryonic day (E) 14.0^27–29^. However, the formation of the initial intestinal vascular network occurs earlier, beginning as early as E10.5^20^. We investigated whether the blood capillary network at these early stages already expresses Esm1. We stained E12.5 mesenteries and observed Esm1 protein expression within the capillary network surrounding the epithelium (Supplementary Fig. 1a). We further used *Esm1-CreERT2* transgenic mice in the *Rosa26-mTmG* Cre reporter background^30,31^ to detect Esm1^+^ cells and their progeny. After tamoxifen treatment initiated at E10.5, recombined GFP^+^ ECs appear in the SOX17^+^ intestinal and mesenteric vascular network at E13.5 (Supplementary Fig. 1b).

We further investigated whether the early mesenteric vasculature already shows segregation of arteries and veins. To analyze known arterial and venous markers, respectively, we used *Aplnr-CreERT2* and *Bmx-CreERT2* transgenic mice in combination with the *Rosa26-mTmG* Cre reporter^30,32,33^. After daily tamoxifen administration from E10.5 onward, *Bmx-CreERT2*-controlled GFP expression was observed in the Endomucin-negative arterial network of E13.5 mesenteric tissues including the cranial mesenteric artery (CMA) (Supplementary Fig. 1c). Conversely, 24-h *Aplnr-CreERT2* induction with 4-hydroxytamoxifen (4-OHT) resulted in widespread GFP expression in E12.5 mesenteric and intestinal vessels, whereas SOX17^+^ vessels connected to the CMA remained GFP^low^ (Supplementary Fig. 1d). These findings indicate that Esm1^+^ cell progeny contributes to arteries during an early stage of intestinal and mesenteric development. Furthermore, it is evident that acute *Aplnr-CreERT2*-mediated recombination in the E11.5 embryo is prominent in capillaries but spares BMX^+^ SOX17^+^ mesenteric arteries.

We next examined Esm1 expression at later stages. Whole-mount staining of embryonic tissues at E18.0 revealed strong Esm1 protein expression in the intestinal villi and mesenteric capillary sprouting cells (Fig. 1a). To assess the long-term contribution of Esm1^+^ cells, we treated *Esm1-CreERT2* transgenic mice in the *Rosa26-mTmG* Cre reporter background from E10.5 to E15.5 (Fig. 1b). GFP^+^ ECs were abundant in large mesenteric arteries and smaller arterial branches near the intestinal wall at E16.5 (Fig. 1b) but absent from veins or lymphatic vessels. To gain a better insight into the spatial distribution and dynamic behavior of Esm1^+^ cells, we conducted multiple genetic fate tracking experiments (Fig. 1c). Short-term (24 h) induction with 4-hydroxytamoxifen (4-OHT) leads to robust GFP signal in the embryonic intestine, while the mesentery exhibits minimal presence of GFP^+^ ECs, except for mesenteric capillaries and mesenteric sprouting ECs (Fig. 1d–f, Supplementary Fig. 1e). Analysis of intestinal villi at E18.5 revealed that GFP signal is predominantly localized to the upper SOX17^+^ portion of the villus vascular network, reflecting the previously reported heightened VEGF signaling at the apex of the villus^24^ (Fig. 1g, h). Analysis of embryos at the same stage but after 3 and 5 days post-induction shows lower GFP signal within the intestine but an increased presence of GFP^+^ cells within large mesenteric arteries (Fig. 1d–f). While the extent of arterial labeling is limited in these short-term genetic fate tracking experiments, the results indicate that *Esm1-CreERT2*-labeled cells are incorporated into mesenteric arteries but not into nearby veins or lymphatic vessels (Fig. 1d–f).

**Fig. 1:**
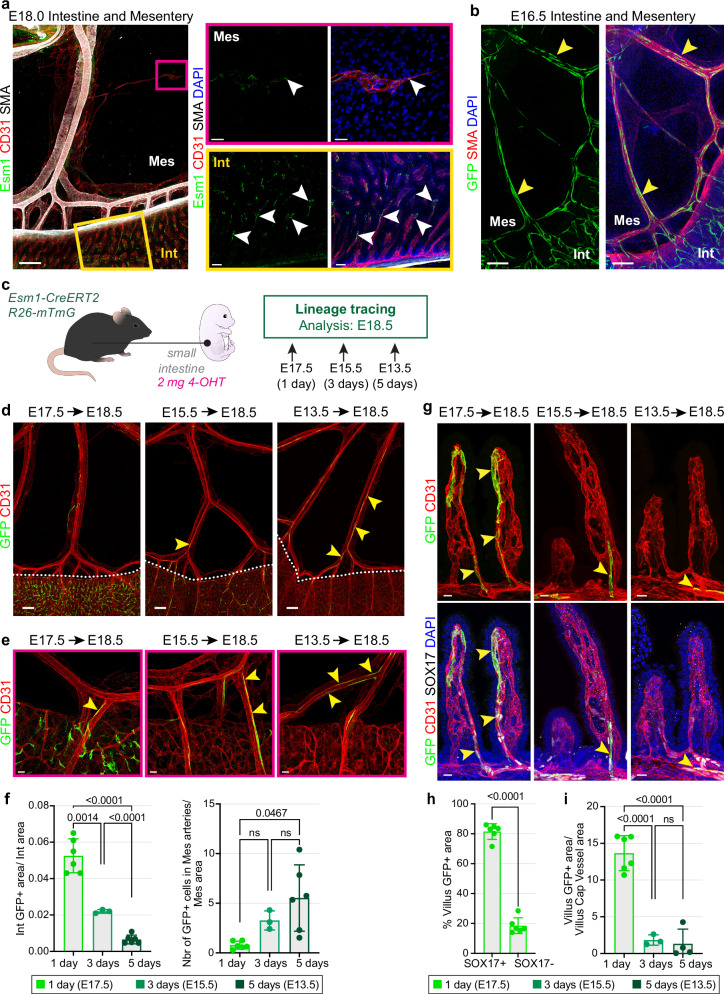
Generation of intestinal arterial progenitors during embryonic development. **a** Whole-mount of E18.0 mesentery and intestine shows that Esm1 is expressed in mesenteric sprouting cells (pink box) and intestine villus capillaries (yellow box). Esm1 (green), CD31 (red), SMA (white) and DAPI (blue). Arrowheads point at Esm1^+^ ECs. Mes: Mesentery, Int: intestine. *n* = 4. Scale bars, 200, 50 and 30 µm. **b** Esm1^+^ cell-derived GFP^+^ (green, arrowheads) ECs contribute to large mesenteric arteries (SMA, red) at E16.5. DAPI (blue). Mesentery (Mes) and intestine (Int) are indicated. *n* = 3. Scale bar, 150 µm. **c** Experimental design of Esm1^+^ cell lineage tracing. **d** Whole-mount of E18.5 mesentery and intestine at 1 day, 3 days and 5 days of lineage tracing. GFP (green) and CD31 (red). Arrowheads mark GFP^+^ arterial ECs. 1 day *n* = 6; 3 days *n* = 3; 5 days *n* = 6. Scale bar, 200 µm. **e** High-magnification images of E18.5 mesentery and intestine after lineage tracing; GFP (green) and CD31 (red). Arrowheads, GFP^+^ cells in mesenteric arteries. Scale bar, 30 µm. **f** Quantification of GFP^+^ area in the intestinal tissue (µm^2^, normalized to tissue area) and number of arterial GFP^+^ ECs in mesenteric tissue (normalized to tissue area). P values, Brown-Forsythe and Welch ANOVA with Dunnett post-hoc test; Error bars, Mean ± SD. **g** Whole-mount of E18.5 intestinal villi at 1 day, 3 days and 5 days of lineage tracing. GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Arrowheads mark GFP^+^ cells descending into the SOX17^+^ intestinal arterioles. Scale bar, 15 µm. **h** Proportion of GFP^+^ area in SOX17^+^ or SOX17^−^ villus capillaries (µm^2^). 1 day *n* = 6. P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. (**i**) GFP^+^ area in the villus capillary network (µm^2^, norm by vessel area). 1 day *n* = 6; 3 days *n* = 3; 5 days *n* = 4. P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean ± SD.

Careful analysis of GFP^+^ cells over time indicates morphological changes during the transition from the intestine into the mesentery. Whereas GFP^+^ ECs in the intestine display irregular shapes with numerous protrusions, cells in the mesentery exhibit the typical slender and elongated morphology of arterial ECs (Fig. 1e, g). With increasing time between 4-OHT administration and analysis, more elongated arterial GFP^+^ cells are observed, and these cells are found deeper inside the mesenteric arterial tree (Fig. 1d, e). Further analysis of intestines and quantitation confirm the progressive decline of GFP^+^ Esm1^+^ EC progeny in the distal villus area along with an increasing contribution to the SOX17^+^ villus capillaries, submucosal arteries and mesenteric arteries over time (Fig. 1d–i).

As these short-term cell tracing experiments label a limited number of Esm1^+^ cell progeny within the arterial network, we validated that GFP^+^ ECs do not enter apoptosis (Supplementary Fig. 2a, b). Few cells labeled for activated caspase-3 are present in the E14.5 intestine, but the marker of apoptosis is not found inside the vasculature or in GFP^+^ cells (Supplementary Fig. 2a, b). Short-time (10 h) lineage tracing comparing GFP^+^ cells and endogenous Esm1 protein expression shows that the latter is more widespread, indicating incomplete *Esm1-CreERT2* expression or 4-OHT-induced activation (Supplementary Fig. 2c–e). Taken together, the sum of our genetic tracking data indicates that Esm1^+^ cells continue to be induced throughout development of the embryonic intestinal vasculature from midgestation to birth. A single pulse of tamoxifen/4-OHT will lead to *Esm1-CreERT2*-mediated recombination only in a fraction of these cells.

### Venous origin of intestinal arterial progenitors in the embryonic intestine

In the mouse retina and embryonic heart, venous cells actively divide and give rise to all other EC subpopulations including tip cells and committed arterial ECs that exhibit cell cycle arrest^4,14,15,34,35^. Following this logic, we hypothesized that venous ECs contribute to the Esm1^+^ cell population, which subsequently gives rise to the Bmx^+^ arterial network. Conversely, fully differentiated Bmx^+^ cells are unlikely to revert to Esm1^+^ cells or generate new Esm1-derived arterial endothelial cells. To test this hypothesis, we used the tamoxifen-inducible *Bmx-CreERT2* mouse line^33^ in combination with the *R26-mTmG* reporter. In lineage tracing experiments with the common end point at E18.5, GFP signal labels large mesenteric arteries and intestinal submucosal SOX17^+^ arteries (Supplementary Fig. 3a–d). Over longer time periods, namely after 4-OHT induction at E13.5 or E15.5, GFP-negative ECs replace the *Bmx-CreERT2*-labeled GFP^+^ cells in submucosal and smaller (distal) mesenteric arteries so that recombined ECs reside only in the larger caliber arteries (Supplementary Fig. 3b). These results strongly support the notion that the continuous migration of Bmx-negative arterial progenitors from the intestine contributes to the expansion of embryonic mesenteric arteries.

To investigate the origin of Esm1^+^ cells and the cells generating upstream arteries, we performed lineage-tracing of Aplnr^+^ ECs (Supplementary Fig. 4). To validate the expression of *Aplnr* as a marker of the venous domain, we used the *Aplnr-CreERT2* line in combination with the *Rosa26-mTmG* Cre reporter^30,32^. At 24 h after 4-OHT administration, *Aplnr-CreERT2*-controlled GFP expression is detected in the mesenteric veins and capillaries but is excluded from SOX17^+^ arteries and lymphatic vessels (Supplementary Fig. 4a–d). Inside the intestine, GFP signal is found throughout the majority of the villus capillary network but is excluded from the SOX17^+^ branch connecting to the submucosal arteries (Supplementary Fig. 4k). At 4–6 days after 4-OHT treatment, Aplnr^+^ EC-derived cells contribute strongly to the villus capillary network, the SOX17^+^ submucosal arteries, and large upstream mesenteric arteries (Supplementary Fig. 4e–k). Notably, lineage tracing from E13.5 leads to labeling of large veins, capillaries, and arteries closer to the intestine, while the majority of lymphatic vessels lacks GFP expression. However, when 4-OHT treatment is initiated at E11.5, nearly all vessels, including lymphatic vessels, are GFP^+^ (Supplementary Fig. 4e–k). These findings are consistent with previous research indicating that Etv2^+^ mesenchymal cell-derived angioblasts and venous ECs give rise to mesenteric lymphatic vessels in the mouse^36–38^. The results also support that Esm1^+^ cells and arterial ECs are derived from Aplnr^+^ ECs.

To further validate our intestinal and mesenteric artery model, we examined Esm1^+^, Bmx^+^, and Aplnr^+^ cell*-*derived progeny, respectively, following 4-OHT induction at E13.5. After 24 h, *Esm1-CreERT2-*labeled cells are rarely present in mesenteric tissue and localize mainly to the intestine (Supplementary Fig. 5a). By day 5, however, GFP^+^ Esm1^+^ cell progeny is notably enriched in the mesenteric arteries (Supplementary Fig. 5a, b). Using a similar strategy, *Bmx-CreERT2-*controlled GFP expression at E14.5 decorates mesenteric arteries at 24 h after 4-OHT administration (Supplementary Fig. 5c). By day 5, at E18.5, GFP*-*negative arterial domains can be seen in the submucosa and mesentery near the intestine, consistent with the incorporation of unlabeled prearterial ECs (Supplementary Fig. 5c, d). *Aplnr-CreERT2* short-term tracking leads to labeling of mesenteric capillaries and veins at E14.5 (Supplementary Fig. 5e), whereas GFP^+^ progeny is present in submucosal and mesenteric arteries adjacent to the intestine at E18.0 (Supplementary Fig. 5e, f). Together, these results support a model in which venous-derived (Aplnr^+^) ECs give rise to Esm1^+^ cells, which, in turn, differentiate into Bmx+ arterial ECs and thereby progressively contribute to the mesenteric arterial network (Supplementary Fig. 5g).

### Intestinal arterial progenitors contribute to the villus capillary expansion after birth

To investigate whether progeny from Esm1^+^ ECs continues to contribute to arteries after birth, lineage tracing experiments were initiated from postnatal day (P) 1 (Supplementary Fig. 6a). Analysis at P8 reveals an abundance of GFP^+^ ECs within the intestine, whereas the mesentery lacks GFP-expressing cells in large arteries. GFP^+^ cells are located in the expanding capillary network surrounding mesenteric arteries and veins but lack a direct connection to these large vessels (Supplementary Fig. 6b). Further examination of intestines at P8 and P21 confirms the presence of GFP^+^ cells in the SOX17^+^ region of the villus capillary network (Supplementary Fig. 6c, d). These results indicate the continued presence of Esm1^+^ cells in the intestinal vasculature after birth, but these cells no longer contribute to large mesenteric arteries.

Previous work has shown that high VEGF signaling at the villus apex, indicated by elevated expression of the VEGF-responsive genes *Flt4* (encoding VEGFR3) and *Esm1*, facilitates the reorganization of EC junctions to enhance nutrient uptake in the adult mouse intestine^24^. Consistent with these findings, whole-mount analysis of the adult mouse intestine shows Esm1 immunostaining in the peri-arterial domain of the villus capillary network, which is characterized by pronounced anti-Caveolin 1 signal and absent Endomucin expression (Supplementary Fig. 7a, b). Lineage tracing experiments conducted over 24 h and 2 weeks in 20 to 24-week-old male mice reveal only minimal presence of GFP^+^ ECs in the retina of these animals (Supplementary Fig. 7c–e). In contrast, robust GFP signal is seen inside the capillary network of intestinal villi, with a significant enrichment in Endomucin-negative areas (Supplementary Fig. 7f–h). Altogether, these findings show that the expression of Esm1 in the intestinal vascular network commences during embryogenesis and persists into postnatal and adult stages. However, the contribution of Esm1^+^ EC-derived arterial progenitors to the formation of mesenteric arteries is confined to embryonic development.

### Fate and properties of intestinal arterial progenitors at single cell resolution

To validate the developmental fate of intestinal Esm1^+^ ECs and gain deeper insight into their molecular properties, we isolated cells from E18.0 embryos 24 h after genetic lineage tracing with *Esm1-CreERT2* (Fig. 2a, Supplementary Fig. 8). We first isolated all cells separately from the intestine and mesentery, followed by single-cell RNA sequencing (scRNA-seq) using the BD Rhapsody system. 

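Embryos carried the *Esm1-CreERT2* transgene and the *R26-mTmG* reporter and were exposed to 2 mg of 4-OHT at E17.0, 24 h before collection. *Esm1-CreERT2* is a Cre recombinase made under the control of *Esm1* and active only in the presence of 4-OHT. The reporter switches from membrane tdTomato to membrane GFP in a recombined cell and in its progeny. Each of the 2 unsorted suspensions came from 3 pooled embryos. BD Rhapsody places single cells in microwells with barcoded beads, so that each sequenced fragment carries a cell barcode and a unique molecular identifier (UMI), by which each captured mRNA molecule is counted once. The authors trimmed the reads with TrimGalore and aligned them with STARsolo to GRCm38 plus the transgene and reporter sequences, keeping uniquely mapped reads only. They deposited the raw UMI counts per gene (Gencode vM22) for all barcodes, without a cell filter or normalization. The count tables list 55487 genes and 6 construct sequences. The intestine library held 76851727 UMIs and the mesentery library 69107238.
Cells were called here after the paper's methods, which name the knee plot. The knee was taken as the point of the curve of log10 UMIs against log10 barcode rank that lies farthest from the chord joining its ends, over barcodes with more than 100 UMIs. It fell at 10474 UMIs in the intestine and 3547 in the mesentery and left 1490 and 6658 barcodes. A limit of 20% mitochondrial UMIs removed 4 intestinal barcodes and none from the mesentery. Removal of barcodes with a doublet score above 0.1 took out 32.3% of the intestinal and 18.7% of the mesenteric barcodes. The expected doublet rate behind that score is not in the paper's text, and the tool's default of 0.1 was used. This left 1006 intestinal cells with a median of 14638 UMIs and 4348 genes, and 5415 mesenteric cells with a median of 4729 UMIs and 2381 genes. With a fixed minimum of 1000 UMIs in place of the knee, 13188 intestinal and 11662 mesenteric cells passed. Expression is given as UMIs of a gene summed over the cells of a group, per 1000000 UMIs of those cells (CPM). With 1 library per condition there is no replicate check and no test. The 95% intervals given with CPM ratios (exact Poisson) and with shares of cells (Clopper-Pearson) cover counting error only.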

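A separate pool of 13 embryos gave the FACS-sorted intestinal library. Its cells passed a gate for CD45-negative, EpCAM-negative, Podoplanin-negative and CD31-positive cells, which selects blood ECs and leaves out immune, epithelial and lymphatic cells. About 9000 GFP+ ECs were complemented with GFP- ECs to 40000 cells, so the share of GFP+ cells in this library was set by the sort. The library held 70706813 UMIs. Its knee fell at 6464 UMIs and left 3724 barcodes, of which the doublet score removed 33.2%. The 2486 cells that remained had a median of 8717 UMIs and held 34.7% of the UMIs of the library, against 20.6% in the unsorted intestine and 44.0% in the mesentery.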

To augment our population of blood vessel ECs, we conducted an additional 24 h lineage tracing experiment with ECs enriched in GFP^+^ cells by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 8a, b). 

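At the knee of each library, 8907 cells were kept over the 3 libraries. A fixed minimum of 500 UMIs, the alternative that moved this count most, kept 32830. Clusters named as blood ECs from marker genes held 2721 cells once a subcluster of 54 red blood cells was left out, of which 2296 (84.4%) came from the FACS-sorted library and 425 from the mesentery. None came from the unsorted intestine, because its knee at 10474 UMIs kept 975 epithelial cells and few others. Values for ECs of the unsorted intestine come from a setting chosen after the data were examined. There, a minimum of 1000 UMIs replaced the knee, followed by the same mitochondrial and doublet limits. The cell types were then clustered without integration over libraries. This gave 6645 blood ECs, 324 of them from the unsorted intestine, 590 from the mesentery and 5731 from the sorted library.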

In total, we acquired 34518 cells, among which 7122 were blood vessel ECs (Supplementary Fig. 8b). These datasets were combined and visualized as Uniform Manifold Approximation and Projection (UMAP) plots (Fig. 2b, c).

**Fig. 2:**
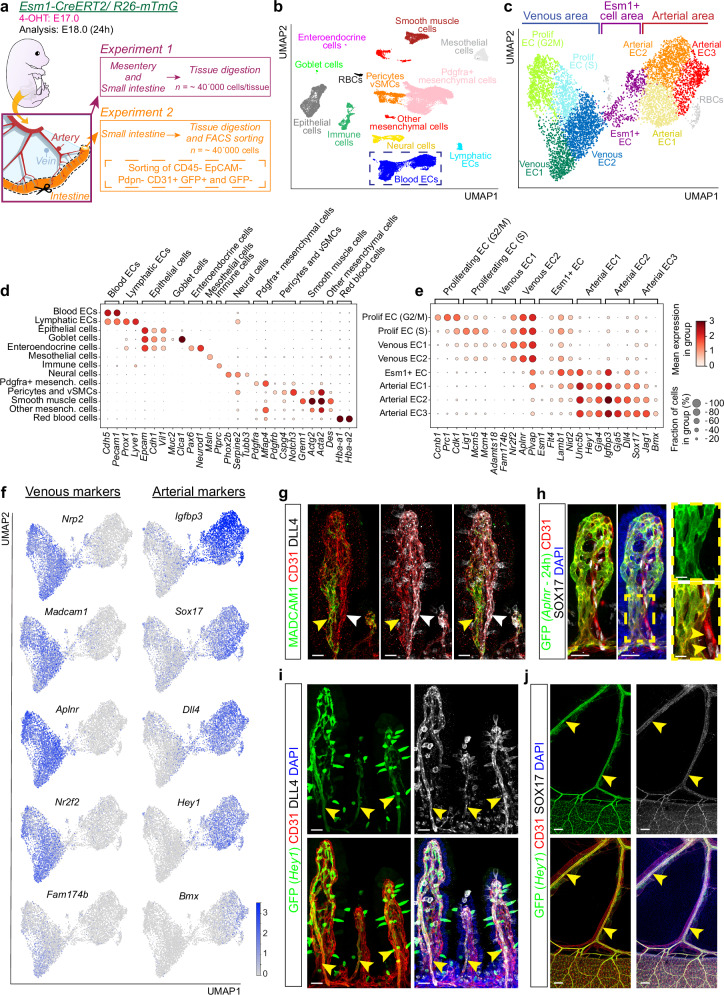
Endothelial cell zonation in the embryonic intestine and mesentery. **a** Experimental design of the scRNA-seq experiments. Unsorted total intestinal cells, unsorted total mesenteric cells and FACS-sorted intestinal blood ECs were individually sequenced and the resulting datasets were integrated (unsorted samples, *n* = 3 pooled embryos; FACS-sorted sample, *n* = 13 pooled embryos). UMAP plot of the 3 combined datasets with all identified intestinal and mesenteric cell types (**b**) or blood vessel ECs only (**c**). **d**, **e** Dot plots of known marker genes for each cell population. Color code indicates average expression level in each group, and the dot size indicates the percentage of cells in each group expressing the given gene. **f** UMAP plots showing the expression of venous and arterial markers in the blood vessel EC populations. **g** Whole-mount of E18.5 intestine showing that MADCAM1 (green, yellow arrowheads) and DLL4 (white, white arrowheads) immunostaining marks the venous and arterial side of the villus capillary network (CD31, red), respectively. *n* = 4. Scale bar, 20 µm. **h** Whole-mount of E17.0 villus at 24 h of *Aplnr* lineage tracing; GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Arrowheads mark SOX17^+^ GFP^−^ ECs. *n* = 4. Scale bars, 30 and 10 µm. **i** Whole-mount of E18.5 *Hey1-eGFP* intestines. GFP (green), CD31 (red), DLL4 (white) and DAPI (blue). Arrowheads, GFP^+^ DLL4^+^ vessels. *n* = 6. Scale bar, 30 µm. **j** Whole-mount of E18.5 *Hey1-eGFP* embryonic mesenteries. GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Arrowheads indicate GFP^+^ SOX17^+^ arteries. *n* = 6. Scale bar, 200 µm.

Based on established markers from the literature, we identified most of the known intestinal and mesenteric cell types, including ECs from blood and lymphatic vessels, epithelial, mesothelial, immune, neural and various mesenchymal cells (Fig. 2d, e). 

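Cells were clustered with the settings of the paper's methods (2000 variable genes, 50 principal components, Harmony integration over libraries, 30 nearest neighbours and Leiden resolution 0.1), with an implementation of Harmony written for this purpose. This gave 10 clusters, which were named from marker sets chosen before the data were examined. A pair of blood EC clusters of 1594 and 1181 cells had all 5 blood EC markers (*Cdh5*, *Pecam1*, *Kdr*, *Emcn* and *Egfl7*) at least 2-fold above the median cluster. The erythroid gene *Alas2* was among the 10 leading genes of the second of these. The lymphatic EC cluster (473 cells) had 4 of 5 markers at that level and *Mmrn1*, *Prox1* and *Lyve1* among its leading genes. It took 302 cells from the mesentery, 25 from the unsorted intestine and 146 from the sorted library, and the sorted cells held *Prox1* at 52.3 CPM against 1648 CPM in the mesenteric cells. The other clusters were *Pdgfra*+ mesenchymal (2563 cells), mesothelial (1039), epithelial (982), smooth muscle (455 and 237), neural (271) and immune (112). Of the epithelial cells 975 came from the unsorted intestine, and 2562 of the *Pdgfra*+ mesenchymal cells came from the mesentery. A cluster drawn from 1 library may reflect that library as well as a cell type.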

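Blood ECs were clustered again at Leiden resolution 0.9, and 38 genes whose values are reported were left out of this step so that they could not define the clusters. The subcluster left out as red blood cells had haemoglobin genes at 11.9% of UMIs. The remaining cells formed 7 subclusters, against 5 at resolution 0.6 and 9 at resolution 1.2. The cluster with the highest *Esm1* CPM (252 cells, here Esm1-high) was led by *Pgf*, *Sez6l2* and *Tnfrsf11b* and took 98.8% of its cells from the sorted library. The arterial-like cells formed a cluster with the highest *Bmx* CPM (455 cells, Bmx-high) and another arterial-like cluster of 415 cells. The venous-like cells formed a cluster with the highest *Adamts18* CPM (282 cells, Adamts18-high) and another venous-like cluster of 507 cells. A cluster led by G2/M genes such as *Hmmr* and *Ccnb1* held 500 cells, and one led by S phase genes such as *Ccne2* and *Rrm2* held 310. All 11 arterial naming markers were at least 2-fold above the other blood ECs in the Bmx-high cluster, and 5 of 9 venous ones in the Adamts18-high cluster. None of the 9 was at that level in the other venous-like cluster. Its mean log2 ratio over the venous set was −0.07, slightly below the other blood ECs. It was placed on the venous side because its mean over the arterial set was not higher than that. Once the clusters were named, 8 of the 9 venous markers were higher in it than in the arterial-like clusters.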

We then focused on blood vessel ECs, which segregate into 8 subgroups (after exclusion of contaminating red blood cells) (Fig. 2c, e). ECs expressing higher levels of venous markers, such as *Nrp2, Madcam1, Aplnr* and *Nr2f2 (Coup-TFII)*, can be seen on the left side of the UMAP plot, subdivided into proliferative (G2/M and S phase) and two non-proliferative groups (Venous EC1 and Venous EC2). 

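The venous markers were compared between the 789 venous-like cells, without the proliferating clusters, and the 870 arterial-like cells. *Nrp2* reached 589 and 13.2 CPM in these groups, a log2 ratio of 5.48 (95% interval 5.20 to 5.78). *Madcam1* reached 535 and 12.8 CPM (5.39, 5.10 to 5.68) and *Aplnr* 981 and 8.04 CPM (6.93, 6.58 to 7.31). *Nr2f2*, which lies on the minus strand of chromosome 7 from 70351944 to 70366735 (GRCm38, Gencode vM21), reached 703 and 12.3 CPM (5.83, 5.55 to 6.14). The median over the 4 genes was 5.66. It was 7.72 within the mesentery, where 3 of the genes had 1 UMI each in the 86 arterial-like cells, and 5.62 within the sorted library. The proliferating clusters lay on the venous side, with *Aplnr* at 1020 CPM in the G2/M cluster and 944 CPM in the S phase cluster. The fixed minimum of 1000 UMIs moved the median most, to 0.25, and there *Madcam1* was slightly lower in the venous-like cells (−0.043). With 1000 UMIs and cell types clustered without integration, a setting chosen after the data were examined, the median was 5.41.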

ECs with higher levels of arterial markers, namely *Unc5b*, *Hey1, Gja4*, *Igfbp3*, *Gja5*, *Dll4* and *Sox17*, cluster on the right (Arterial EC1, Arterial EC2, and Arterial EC3). 

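Over the same groups in the opposite direction, the median log2 ratio of the 7 arterial markers was 5.46. *Gja5* was the most different, with 1204 CPM in arterial-like and 1.58 CPM in venous-like cells (log2 ratio 9.58, 95% interval 8.74 to 10.58). *Gja4* followed with 820 against 2.87 CPM (8.16), then *Hey1* with 445 against 8.75 CPM (5.67), *Igfbp3* with 4297 against 97.7 CPM (5.46) and *Unc5b* with 1323 against 39.0 CPM (5.08). *Dll4* (565 and 42.2 CPM, 3.74) and *Sox17* (609 and 111 CPM, 2.46, interval 2.35 to 2.57) differed least and were still well above counting error. The median was 5.49 within the mesentery and 5.53 within the sorted library. Among Notch pathway genes, the log2 ratio was 3.63 for *Jag1*, 2.94 for *Jag2*, 2.38 for *Notch4* and 1.64 for *Notch1*. It was 3.37 for *Efnb2*, which encodes ephrin-B2. With the fixed minimum of 1000 UMIs the median of the 7 markers was 1.196, and *Jag1* (−1.68), *Jag2* (−0.0092) and *Notch1* (−0.059) were lower in the arterial-like cells.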

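Of the mesenteric blood ECs, 27.8% (118 of 425, 95% interval 23.6 to 32.3) fell in the Adamts18-high cluster. The share was 7.14% (6.12 to 8.27) in the sorted intestinal library, where shares are shaped by the sort. The Bmx-high cluster took 15.5% (12.2 to 19.3) of the mesenteric and 16.9% (15.4 to 18.5) of the sorted ECs, intervals that overlap. In the setting with at least 1000 UMIs and cell types clustered without integration, the Adamts18-high cluster held 26.8% (23.2 to 30.5) of the mesenteric and 7.41% (4.80 to 10.8) of the unsorted intestinal ECs, and the Bmx-high cluster 17.6% (14.6 to 20.9) and 13.0% (9.50 to 17.1). There, 3 haemoglobin genes and none of the 11 arterial naming markers were among the 10 leading genes of the Bmx-high cluster, although 10 of these markers were at least 2-fold above the other blood ECs. Without any integration the Adamts18-high share of the mesentery was 79.2%, and without doublet removal the Bmx-high share was 2.24%. *Adamts18* (chromosome 8, 113697126 to 113848738, minus strand, GRCm38, Gencode vM21) and *Bmx* (chromosome X, 164192842 to 164258193, minus strand) pick these clusters and are not results there. *Fam174b* (chromosome 7, 73740302 to 73776919, plus strand) was not used to pick them. It reached 228 CPM in the Adamts18-high cluster and 43.3 CPM in all other blood ECs, a log2 ratio of 2.39 (2.24 to 2.54), with 1.35 (1.08 to 1.61) within the mesentery and 2.46 (2.27 to 2.65) within the sorted library.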

Venous EC1 and Arterial EC3 cells are enriched in ECs from larger veins and arteries from the intestinal submucosa and mesentery, expressing markers such as *Adamts18*, *Fam174b* and *Bmx*, respectively (Fig. 2e, f, Supplementary Fig. 8b, c). Moreover, these two populations lack capillary markers, such as *Pcdh12*, *Gpihbp1* and *Prdm1* (Supplementary Fig. 8c), which indicates that they are most mature with respect to arteriovenous specification. 

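The 3 capillary genes were compared between the Adamts18-high and Bmx-high clusters together (737 cells) and the other 1984 blood ECs. *Pcdh12* was at 32.2 against 72.6 CPM (log2 ratio −1.17, 95% interval −1.39 to −0.96), *Gpihbp1* at 37.4 against 82.4 CPM (−1.14, −1.34 to −0.95) and *Prdm1* at 26.2 against 51.6 CPM (−0.98, −1.22 to −0.74). Within the mesentery and the sorted library the ratios were −3.79 (−4.72 to −2.99) and −0.80 (−1.01 to −0.60) for *Gpihbp1*, the median gene in each, −4.04 (−7.13 to −2.10, from 2 UMIs in these clusters) and −0.76 (−1.005 to −0.52) for *Prdm1*, and −1.35 (−2.25 to −0.53) and −1.06 (−1.29 to −0.84) for *Pcdh12*. Only the intervals of *Pcdh12* overlap. The clusters differed by gene. In the Adamts18-high cluster *Prdm1* was at 4.48 CPM (−3.46 against all other blood ECs) and *Gpihbp1* at 17.5 CPM (−2.13), while *Pcdh12* was at 49.7 CPM (−0.35) and within counting error of the other ECs in the sorted library (−0.05, −0.35 to 0.24). In the Bmx-high cluster *Pcdh12* was at 21.7 CPM (−1.69), *Gpihbp1* at 49.2 CPM (−0.61) and *Prdm1* at 39.2 CPM (−0.24). In the 66 mesenteric Bmx-high cells, *Pcdh12* and *Prdm1* had 1 UMI each and *Gpihbp1* none. The median stayed below 0 under each of 24 alternatives, from −3.79 to −0.80.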

Interestingly, an intermediate subgroup of ECs is located in the center between the areas expressing venous or arterial markers. This population shows high levels of markers characteristic for endothelial tip and capillary cells (*Esm1*, *Flt4*, *Lamb1*, *Nid2, Pcdh12*, *Gpihbp1* and *Prdm1*) and represents Esm1^+^ ECs (Fig. 2c, e; Supplementary Fig. 8b, c).

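*Esm1* (chromosome 13, 113209659 to 113218098, plus strand, GRCm38, Gencode vM21) picks the Esm1-high cluster and is not a result there. The other 6 genes had a median log2 ratio of 1.21 between its 252 cells and the other 2469 blood ECs. *Prdm1* reached 180 against 31.8 CPM (2.50, 95% interval 2.33 to 2.68), *Gpihbp1* 253 against 52.9 CPM (2.26, 2.11 to 2.40), *Nid2* 359 against 132 CPM (1.45, 1.34 to 1.56), *Pcdh12* 113 against 57.2 CPM (0.98, 0.78 to 1.17) and *Lamb1* 370 against 215 CPM (0.78, 0.68 to 0.89). *Flt4* was within counting error, at 92.1 against 86.5 CPM (0.09, −0.12 to 0.29). The median was positive under each of 23 alternatives, from 0.36 at resolution 0.6, where *Lamb1* (−0.23) and *Pcdh12* (−0.034) were lower in the Esm1-high cluster, to 1.96. Only 3 of its cells came from the mesentery. The cluster did not hold all *Esm1*-expressing cells: the 146 sorted cells that clustered with lymphatic ECs had *Esm1* at 148 CPM (129 lower limit), against 84.1 CPM in the sorted cells of the Esm1-high cluster.
Outside the named markers, the genes with the largest ratio in the Esm1-high cluster were *Pgf* (63.4 against 1.76 CPM, 5.17), *Sez6l2* (3.20), *Tnfrsf11b* (2.98), *Clca2* (2.66), *Slc12a5* (2.55), *Kcnip3* (2.53), *Btnl9* (2.45) and *Ildr2* (2.41). They were ranked among the 3342 genes with at least 50 UMIs and 20 CPM in the cluster, and helped to define it.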

We further corroborated the distribution of venous and arterial markers at the protein level by immunohistochemistry (Fig. 2g–j). Staining of E17.0-E19.0 embryonic intestines confirms the expression of MADCAM1 and DLL4 by the peri-venous and peri-arterial side of the villus capillary network, respectively (Fig. 2g). As already shown (Supplementary Fig. 4k), 24 h lineage tracing for the venous marker Aplnr yields no GFP signal in the SOX17^+^ villus capillary branch (Fig. 2h). On the other hand, analysis of a *Hey1-eGFP* transgenic reporter mouse line shows more prominent GFP signal in the peri-arterial, SOX17^+^ side of the villus capillary network and in large mesenteric arteries, reflecting the known role of Notch signaling in arterial specification (Fig. 2i, j). Consistent with previous reports, *Hey1-eGFP* expression is also detected in some epithelial cells and DLL4^+^ ECs^39–42^. Taken together, these findings validate our scRNA-seq data and confirm arteriovenous zonation within the developing villus vasculature, which gradually extends into the large veins and arteries of the mesenteric vascular network.

### Transient cell cycle arrest and arterial differentiation of vein-derived Esm1^+^ cells

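Each EC was assigned to G1, S or G2/M from its scores for 43 S and 54 G2/M genes, after all cells were thinned to 1000 UMIs because such calls depend on depth. Every EC was deep enough to be thinned. Of the venous-like cells outside the proliferating clusters, 55.9% (95% interval 52.3 to 59.4) were called S or G2/M, against 13.1% (10.9 to 15.5) of the arterial-like cells, a difference in the cycling share of 42.8 percentage points. Without thinning the shares were 62.1% and 10.3%. The share was 61.1% in the other venous-like, 46.5% in the Adamts18-high, 17.8% in the Bmx-high, 7.95% in the other arterial-like and 5.16% in the Esm1-high cluster. In the proliferating clusters it was 100% (G2/M) and 99.7% (S), as their leading genes are cell cycle genes. The difference came from the sorted library (47.4 points). Within the mesentery, with the proliferating clusters again left out, 54.9% of venous-like and 52.3% of arterial-like cells were called S or G2/M. The difference there was 2.55 points (−10.1 to 14.9), within counting error and below that of the sorted library. The fixed minimum of 1000 UMIs reversed the difference over all libraries, to −10.0 points. There the venous markers differed little between these groups (median log2 ratio 0.25, against 5.66 at the knee). With 1000 UMIs and cell types clustered without integration, a setting chosen after the data were examined, the shares were 48.0% and 11.6%. Among the transcripts themselves, at the knee, *Mcm5* was at 213 CPM in venous-like and 14.0 CPM in other arterial-like cells, and *Lig1* at 179 and 21.5 CPM.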

Consistent with this and previous studies, the venous EC subclusters in our scRNA-seq analysis predominantly harbor proliferative cells in the G2/M or S phase (Fig. 3a). 

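The same comparison was made with the S and G2/M scores regressed out before the ECs were clustered. Proliferating cells were then spread over the other clusters, and 2698 blood ECs formed 7 subclusters. The difference in the share of S and G2/M calls between venous-like and arterial-like cells was 17.6 percentage points. The venous markers had a median log2 ratio of 3.65 and the arterial markers of 5.35 in this setting. With 1000 UMIs, cell types clustered without integration and the scores regressed out, a combination chosen after the data were examined, the difference was 15.8 points.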

To exclude clustering effects due to dominant cell cycle expression patterns, we regressed out the expression of known G2/M and S phase genes, re-clustered the cells, and annotated the new clusters to match the original EC type annotation as closely as possible (Supplementary Fig. 9a). We then again predicted the proportion of cycling cells in each EC population, by using Tricycle (version 1.16.0)^43^ (Supplementary Fig. 9b, c), which confirmed the high proliferation of venous ECs.

**Fig. 3:**
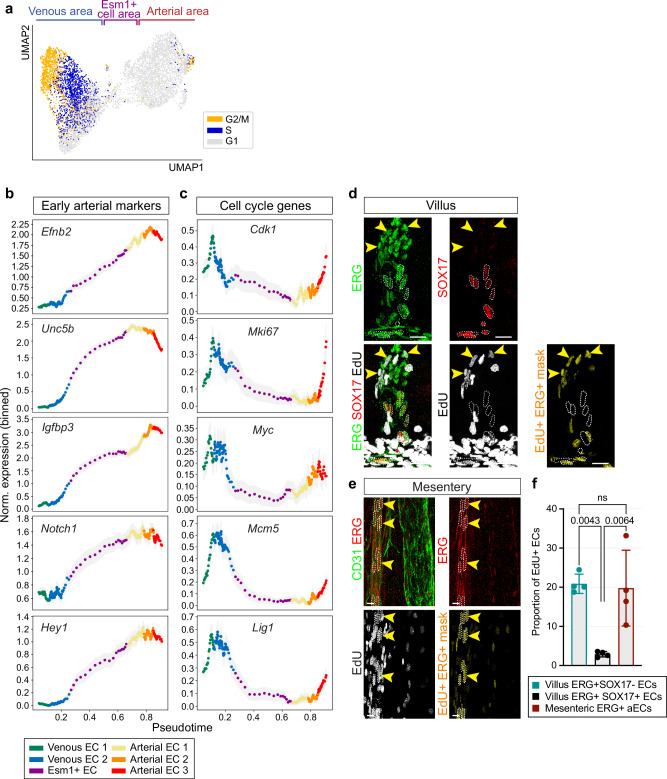
EC proliferation during and after arterial specification. **a** UMAP plot of ECs determined to be in G2/M, S and G1 phase. **b** Increase of early arterial gene expression along the vein-to-artery pseudotime axis. **c** Downregulation of cell cycle genes in the Esm1^+^ EC, Arterial EC1 and Arterial EC2 subgroups. **d** SOX17^+^ villus capillary ECs have lower proliferation compared to SOX17^−^ ECs. Whole-mount of E18.5 intestine with ERG (green), SOX17 (red) and EdU (white) staining. A mask was applied to identify EdU^+^ ERG^+^ cells (yellow). Arrowheads indicate EdU^+^ ERG^+^ cells. *n* = 4. Scale bar, 20 µm. **e** Proliferation of large mesenteric arterial ERG^+^ ECs. Whole-mount of E18.5 mesentery with CD31 (green), ERG (red) and EdU (white) staining. A mask was applied to identify EdU^+^ ERG^+^ cells (yellow). Arrowheads mark EdU^+^ ERG^+^ cells. *n* = 4. Scale bar, 15 µm. **f** Proportion of EdU^+^ ERG^+^ SOX17^+^ and EdU^+^ ERG^+^ SOX17^−^ ECs in the intestine and EdU^+^ ERG^+^ ECs in the mesenteric artery. *n* = 4 for each tissue. P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean ± SD.

To validate these observations, we conducted a Partition-based Graph Abstraction (PAGA) Trajectory analysis, facilitating diffusion pseudotime calculation^44^ (Supplementary Fig. 9d). For this analysis, the two proliferative subgroups, i.e. Prolif EC (G2/M phase) and Prolif EC (S phase), were excluded. Pseudotime results are consistent with a trajectory along the vein-to-artery axis, extending from the venous side through the Esm1^+^ population into the arterial domain (Supplementary Fig. 9e). 

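PAGA measures how much more the nearest-neighbour graph links a pair of clusters than chance would. Over the 1911 ECs outside the proliferating clusters, the Adamts18-high and other venous-like clusters were linked with a connectivity of 0.666. Between the venous and the arterial side, the only non-zero link ran from the other venous-like to the Esm1-high cluster, and at 0.0153 it was weak. The Esm1-high cluster was linked to the other arterial-like cluster with 0.393 and to the Bmx-high cluster with 0.357, and these last clusters to each other with 0.542. The same single link between the sides remained with 15 neighbours (0.0127) and within the sorted library (0.0125). Diffusion pseudotime from a root in the Adamts18-high cluster had a median of 0.0318 in that cluster and 0.0277 in the other venous-like cluster. It jumped to 0.900 in the Esm1-high cluster, with 0.931 in the Bmx-high and 0.933 in the other arterial-like cluster. The 146 sorted cells placed with lymphatic ECs, which as a group were high in *Esm1*, were in neither the graph nor the pseudotime. Whether they lie between the sides was not examined. Pseudotime orders cells by similarity and is not a measured time.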

As expected, the Venous EC1 and Venous EC2 subgroups show low expression of arterial markers but high levels of cell cycle genes relative to other EC subpopulations (Fig. 3b, c). Conversely, Esm1^+^ ECs, Arterial EC1 and Arterial EC2 exhibit higher expression of arterial markers but low transcript levels for cell cycle genes, confirming previous observations^4,14,15,34,35,45^. 

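Transcript levels of the cell cycle genes were higher in the 789 venous-like than in the 415 other arterial-like cells. The proliferating clusters were in neither group. The log2 ratio was 3.93 for *Mcm5*, 3.06 for *Lig1*, 2.46 for *Mki67* (chromosome 7, 135689784 to 135716361, minus strand, GRCm38, Gencode vM21), 1.37 for *Cdk1* (95% interval 1.12 to 1.62) and 0.99 for *Myc*. Within the mesentery, where the other arterial-like cluster had only 20 cells, *Cdk1* (−0.63, −1.13 to −0.10) and *Mki67* (−0.97, −1.62 to −0.27) were lower in the venous-like cells, at 205 against 318 CPM and 98.1 against 193 CPM, while *Mcm5* was higher (1.56, 0.31 to 3.20) and *Lig1* (0.64) and *Myc* (0.58) were within counting error.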

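In the Esm1-high cluster the cell cycle genes were below the venous-like clusters, with log2 ratios of −3.58 (95% interval −4.07 to −3.14) for *Mcm5*, −3.17 for *Lig1*, −2.18 for *Mki67*, −1.86 for *Cdk1* and −1.52 (−1.92 to −1.14) for *Myc*. *Mcm5*, for example, was at 17.8 CPM against 213 CPM. Arterial genes were already high there: *Gja4* at 782 CPM (log2 ratio over venous-like 8.09), *Gja5* at 408 CPM (8.01), *Hey1* at 425 CPM (5.60), *Unc5b* at 1511 CPM (5.27), *Dll4* at 420 CPM (3.32) and *Sox17* at 341 CPM (1.62). The 146 sorted cells that clustered with lymphatic ECs, which held more *Esm1* RNA, had *Gja5* at 8.50 CPM and *Aplnr* at 320 CPM, against 411 and 14.0 CPM in the sorted cells of the Esm1-high cluster.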

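Between the Bmx-high and the other arterial-like cluster, the median log2 ratio of the 5 cell cycle genes was 1.21. *Mki67* was at 58.5 against 14.3 CPM (2.04, 95% interval 1.61 to 2.49), *Mcm5* at 40.9 against 14.0 CPM (1.55, 1.10 to 2.02), *Lig1* at 49.9 against 21.5 CPM (1.21, 0.84 to 1.60) and *Cdk1* at 59.5 against 42.3 CPM (0.49, 0.20 to 0.79). *Myc* did not differ beyond counting error (0.08, −0.24 to 0.41). The median was 1.15 within the sorted library (389 and 395 cells) and 0.40 (−0.03 to 1.15) within the mesentery (66 and 20 cells). *Cdk1* was not higher within either library, at −0.13 (−0.51 to 0.25) and −0.06 (−0.59 to 0.50), so its pooled difference came from the unequal shares of mesenteric cells. The median reversed to −0.36 with the fixed minimum of 1000 UMIs and to −0.87 with the cell cycle scores regressed out. Other genes that set the Bmx-high cluster apart were *Mgp* (log2 ratio 5.25), *Ckb* (4.08) and, with 3 to 5 UMIs in the other arterial-like cluster, *Lox* (5.92, 4.35 to 8.21), *Fgfr3* (4.81) and *Eps8l2* (4.73, 3.14 to 7.04). These genes were not left out of the clustering and helped to define the cluster.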

The Arterial EC3 subgroup, which is enriched in the mesenteric sample and therefore represents ECs from larger arteries, surprisingly shows higher levels of cell cycle genes compared to other arterial subpopulations (Fig. 3b, c, Supplementary Fig. 9b). We validated these findings with EdU staining to assess EC proliferation in the intestine and mesentery. The majority of EdU^+^ ERG^+^ ECs in villi lack SOX17 expression, reflecting the expected low proliferation of arterial progenitors undergoing differentiation (Fig. 3d–f). In large mesenteric arteries, however, over 10% of ERG^+^ elongated arterial nuclei are EdU^+^. Taken together, these results indicate that Esm1^+^ cells are derived from venous ECs in the developing intestine. Esm1^+^ cell progeny shows the expected downregulation of cell cycle genes during arterial specification. In contrast, a fraction of fully differentiated mesenteric arterial ECs re-express cell cycle genes, suggesting that local proliferation of these cells contributes to the size increase of larger arteries during development.

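By library, 52.3% (45 of 86, 95% interval 41.3 to 63.2) of the mesenteric arterial-like ECs and 8.80% (6.91 to 11.0) of the 784 sorted intestinal ones were called S or G2/M after thinning. In the Bmx-high cluster the shares were 57.6% (44.8 to 69.7) and 11.1% (8.12 to 14.6). Transcripts pointed the same way, with *Cdk1* at 306 CPM in mesenteric and 30.5 CPM in sorted Bmx-high cells and *Mki67* at 255 and 35.4 CPM. In the setting that keeps ECs of the unsorted intestine, 13.0% (6.41 to 22.6) of their 77 arterial-like cells were called S or G2/M, against 45.4% (36.2 to 54.8) of 119 mesenteric ones. *Cdk1*, *Mki67*, *Mcm5* and *Lig1* together were at 759 CPM in the mesenteric arterial-like ECs and 797 CPM in barcodes with up to 50 UMIs, while the 6 mesenchymal naming markers were at 465 and 18194 CPM, too low for RNA free in the suspension to be the source of these levels. The mesentery is 1 library, so a trait of that tissue cannot be separated from one of that library. From the higher cell cycle expression of the arterial subgroup enriched in the mesentery, and from EdU staining of large mesenteric arteries, the paper proposes that local proliferation adds to the growth of larger arteries.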

### Comparison of Esm1^+^ ECs in the embryonic villus and postnatal retina

As previous work has shown that Esm1^+^ ECs in the postnatal retina contribute to the expanding arterial network^12,13^, we compared the molecular properties of these cells to the Esm1^+^ population from embryonic intestine. To this end, we reanalyzed a previously published scRNA-seq dataset of wildtype P6 retinal endothelial tip cells^46^ and compared the Esm1^+^ population to the Esm1^+^ cluster in our study using pseudobulk differential expression analysis (DEA) (Supplementary Fig. 10a). While Esm1^+^ cells from the retina and embryonic intestine share expression of signature genes such as *Esm1*, *Flt4* (encoding the receptor tyrosine kinase VEGFR3) or *Lama4* (laminin α4), the two populations show substantial differences in gene expression. One example is the *Fabp4* gene and its product fatty acid binding protein 4, which are highly expressed by Esm1^+^ ECs in the distal villus but absent in retinal tip cells^47,48^ (Supplementary Fig. 10b–d). 

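*Fabp4* (chromosome 3, 10204088 to 10208576, minus strand, GRCm38, Gencode vM21) reached 1079 CPM (1037 to 1122) in the Esm1-high cluster, against 1.23 CPM in epithelial cells. It was lower there than in the other blood ECs, at 2142 CPM (log2 ratio −0.99, 95% interval −1.05 to −0.93), and highest in the Adamts18-high cluster, at 3848 CPM. The 146 sorted cells placed with lymphatic ECs, which as a group held more *Esm1* RNA than the Esm1-high cluster, had *Fabp4* at 2481 CPM. *Fabp4* was higher in the Esm1-high cluster without integration (0.40), with an expected doublet rate of 0.05 (0.47), with Harmony seed 3 (0.29), with 500 UMIs and cell types clustered without integration (0.15) and with 1000 UMIs, cell types clustered without integration and scores regressed out (0.045). All but the first of these settings were chosen after the data were examined. The retinal data set was not analysed here.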

Whole-mount immunostaining shows substantial morphological differences between Esm1^+^ cells in the retina and intestine (Supplementary Fig. 10c–f). While intestinal Esm1^+^ cells are an integral part of the villus capillary network, Esm1^+^ cells in the retina are sprouting tip cells that extend filopodia into the avascular tissue (Supplementary Fig. 10c–f). Furthermore, Caveolin-1 (encoded by the *Cav1* gene), is differentially expressed between the intestinal and retinal Esm1^+^ populations by scRNA-seq (Supplementary Fig. 10b). Immunostaining confirms low expression of Caveolin-1 in sprouting retinal tip cells, whereas Esm1^+^ cells in the capillary network of intestinal villi are prominently labeled (Supplementary Fig. 10e, f).

Whole-mount immunostaining of the embryonic intestine at E18.0/E18.5 confirms that endogenous Esm1 protein expression is enriched in the upper portion of the villus, in contrast to ubiquitous CD31 expression by all ECs (Fig. 4a, b). *Esm1-CreERT2*-mediated lineage tracing for 24 h in combination with immunostaining shows that *Esm1* expression precedes the upregulation of SOX17, thus affirming the role of Esm1^+^ ECs as arterial progenitors (Fig. 4c). 

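The *GFP* construct (eGFP in the construct sequences) is compared between clusters of the sorted library, where most of its UMIs in cells were counted and where the sort set the share of GFP+ cells. It reached 775 CPM (95% interval 740 to 812) in the Esm1-high cluster, 400.5 CPM in the other arterial-like and 398 CPM in the Bmx-high cluster. The venous side held 61.7 CPM in the other venous-like and 40.2 CPM in the Adamts18-high cluster, and the proliferating clusters held 51.3 CPM (G2/M) and 40.8 CPM (S). The log2 ratio over the venous-like clusters was 3.81 (3.63 to 3.99) for the Esm1-high and 2.85 for the arterial-like clusters. The 146 sorted cells placed with lymphatic ECs held 540 CPM. With the fixed minimum of 1000 UMIs the ratios were 0.44 and 0.89, the largest shift of any alternative. In the unsorted mesentery the arterial-like and venous-like clusters did not differ beyond counting error (0.20, −0.50 to 0.87). All mesenteric blood ECs held 51.0 CPM, below the 70.3 CPM of mesenteric barcodes with up to 50 UMIs. In the sorted library such barcodes held 266 CPM, above the venous-like clusters. Whether RNA free in the suspension adds to these low values was not tested.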

Analysis of genetic lineage tracing over 24 h by scRNA-seq provides further proof of the contribution of *Esm1-CreERT2*-labeled (GFP^*+*^) progeny from the central Esm1^+^ population to the arterial branch of the intestinal vasculature (Fig. 4d). We then performed immunostaining for the markers laminin α4, collagen IV and VEGFR3 (Fig. 4e–g). Indeed, all three gene products were found to decorate the capillaries in the distal villus, confirming that the microenvironment at the apex of the embryonic villus facilitates the emergence of Esm1^+^ ECs with a role in artery formation (Supplementary Fig. 10g).

**Fig. 4:**
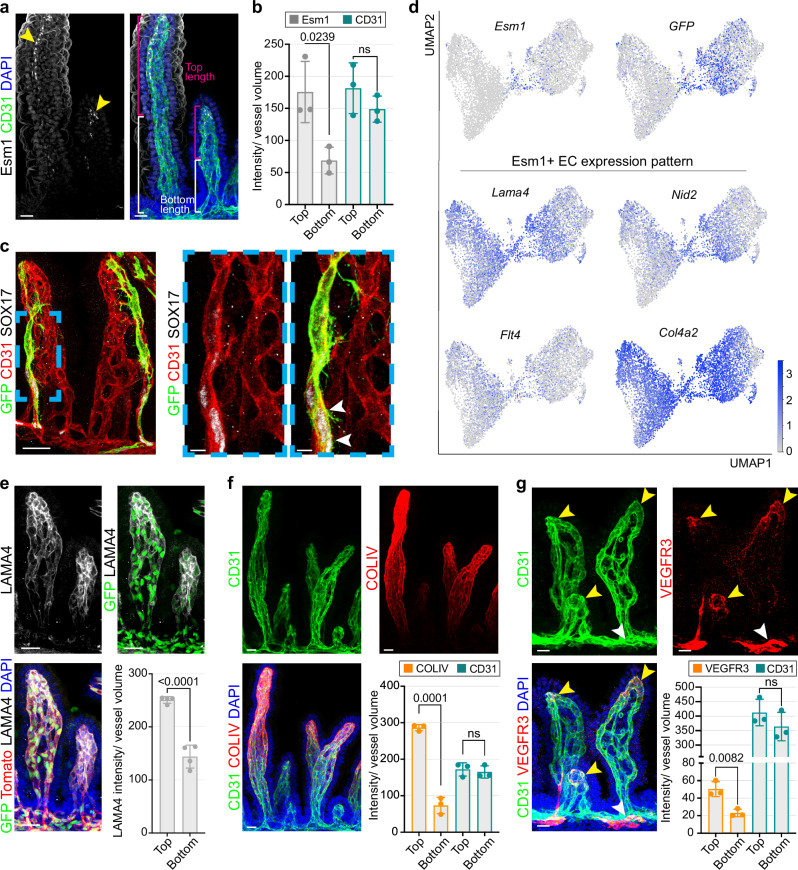
Intestinal arterial progenitor cells express tip cell-like markers. **a** Whole-mount of E18.0 intestine shows expression of Esm1 (arrowheads) in the apical part of the villus capillary network. Esm1 (white), CD31 (green) and DAPI (blue). *n* = 3. Scale bar, 20 µm. **b** Quantification of Esm1 and CD31 intensity (A.U.) inside villi normalized to blood vessel volume (µm^3^). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **c** Genetic lineage tracing with *Esm1-CreERT2* (24 h) shows recombined GFP^+^ cells in the arterial side of the villus vasculature in the E18.5 intestine. GFP (green), CD31 (red) and SOX17 (white). White arrowheads mark GFP^+^ SOX17^+^ ECs. *n* = 6. Scale bars, 30 and 7 µm. **d** UMAP plots showing the expression levels of *Esm1, GFP*, *Lama4, Col4a2, Flt4* and *Nid2*. *Esm1-CreERT2*-induced *GFP* expression (24 h after 4-OHT treatment) is highest in the Esm1^+^ population and the arterial cell area. **e** Whole-mount *Cdh5-mTnG* intestines at E18.0 (GFP marks EC nuclei in green and mTomato EC surface in red) shows Laminin α4 (LAMA4) immunostaining (white) in the upper part of the villus vasculature. Nuclei, DAPI (blue). *n* = 4. Scale bar, 30 µm. Graph shows quantification of LAMA4 intensity (A.U.) in villi normalized to vascular volume (µm^3^). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **f**, **g** Increased Collagen type IV (COLIV) and VEGFR3 expression in the upper part of the villus vasculature in the E18.0-E18.5 intestine. CD31 (green), COLIV or VEGFR3 (red) and DAPI (blue). Yellow arrowheads mark VEGFR3^high^ blood vessels, white arrowhead indicates VEGFR3^high^ lymphatic vessel. *n* = 3. Scale bars, 20 µm. Graphs show quantification of COLIV and VEGFR3 intensity (A.U.) in villi normalized to vascular volume (µm^3^). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD.

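The other genes of Fig. 4d were higher in the Esm1-high cluster than in the other blood ECs, apart from *Flt4*. *Col4a2* (chromosome 8, 11312805 to 11449287, plus strand, GRCm38, Gencode vM21) reached 1822 against 860 CPM (log2 ratio 1.08, 95% interval 1.03 to 1.13). *Lama4* (chromosome 10, 38965515 to 39110188, plus strand) reached 509 against 260 CPM (0.97, 0.88 to 1.06). Within the sorted library the ratios were 0.98 for *Col4a2*, 0.92 for *Lama4* and 1.32 for *Nid2*. In the sorted cells placed with lymphatic ECs, *Col4a2* was at 1828 CPM, *Lama4* at 694 CPM and *Nid2* at 437 CPM. The paper takes the *GFP* level in Esm1+ and arterial cells as further proof that labeled Esm1+ progeny contribute to arteries. Its other evidence is lineage tracing by imaging.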

### Integrin β1 in Esm1^+^ ECs controls cell shape and mesenteric artery diameter

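Genes were ranked here by the correlation of their profiles along pseudotime with that of *Esm1*, over 200 bins of cells. The paper's methods group profiles of genes with mean normalized expression above 0.3, and *Esm1* itself was at 0.109 in these cells, below that limit, so it fell in no group and the ranking was made over all 3649 genes tested. The largest correlations were 0.70 for *Ptp4a3* down to 0.64 for *Arl4c*, with *Rftn2*, *Rasgrp3*, *Sox11*, *Lxn*, *Glul*, *Gnai2*, *Pik3cg* and *Alox12* between them. All but *Glul* belonged to a single expression pattern, whose mean was highest in bin 155 of 200. *Esm1* was highest earlier, in bin 11 of 20, and the pattern of *Lama4*, *Col4a2* and *Nid2* in bin 112 of 200. A high correlation here is therefore not a shared maximum. These correlations run across bins of pooled cells, which are not independent. GO enrichment was not analysed here.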

Gene Ontology (GO) enrichment analysis of genes exhibiting a similar expression pattern as *Esm1* revealed a significant enrichment of genes involved in the biological processes “angiogenesis” and “cell migration”. Likewise, “Focal adhesion” and “Actin filament” were among the top hits for cellular components (Supplementary Fig. 11a). To address a potential role of cell migration and cell-matrix interactions, we used the *Esm1-CreERT2* line to inactivate the *Itgb1* gene, which encodes the integrin β1 subunit (Fig. 5a). Integrins are heterodimeric transmembrane receptors composed of an α and β subunit^49–52^. Integrin β1 plays a crucial role in the development and maintenance of the blood vascular network. Pan-endothelial deletion of *Itgb1* was shown to result in vascular leakage and the disruption of arterial EC polarity^53–55^. *Esm1-CreERT2*-mediated loss of *Itgb1* has no impact on embryonic weight, mesenteric artery density, or organization of the intestinal villus vasculature, despite the confirmed loss of integrin β1 protein in GFP^+^ cells (Fig. 5b, c; Supplementary Fig. 11b–d). However, *Itgb1*^i*Esm1*KO^ embryos show a reduction of mesenteric artery diameter relative to control or heterozygous mutant (*Itgb1*^i*Esm1*HET^) littermates (Fig. 5b, c). High-magnification analysis of the large mesenteric arteries reveals no change in the density of EC nuclei but confirms the decrease in vascular diameter (Fig. 5d–f). The inclusion of a *R26-mTmG* reporter allele shows that GFP^+^ ECs in *Itgb1*^i*Esm1*KO^ mesenteric arteries acquire a rounded shape, which is distinct from the strongly elongated appearance of control arterial ECs (Fig. 5d–f). Similar alterations in GFP^+^ cell morphology are evident in arteries of the intestinal submucosa (Fig. 5g).

**Fig. 5:**
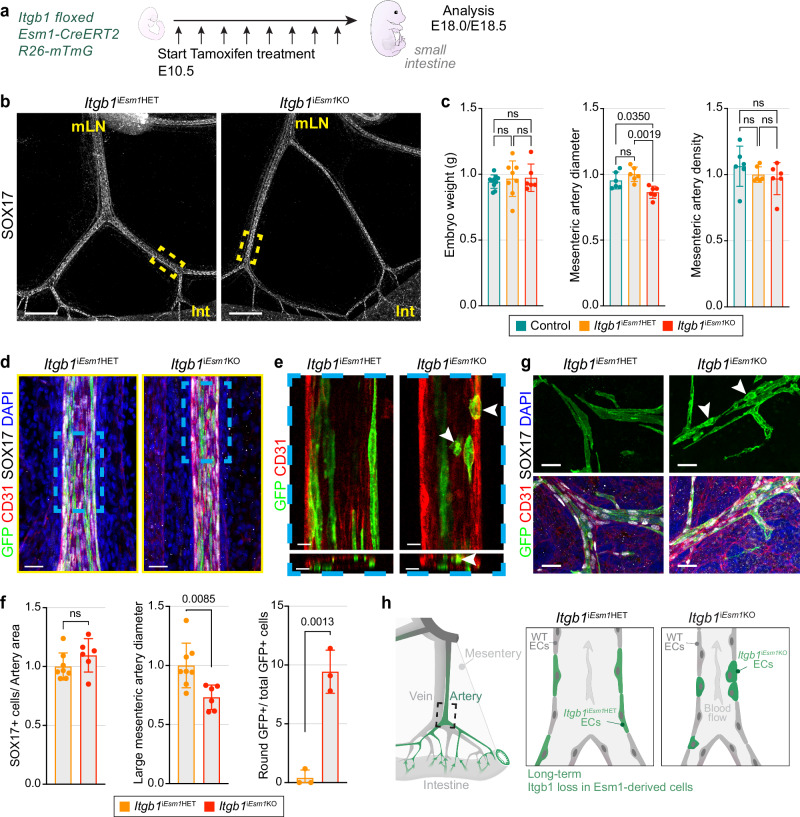
Loss of integrin β1 in Esm1^+^ ECs leads to thinning of mesenteric arteries. **a** Experimental design of *Esm1-CreERT2-*mediated *Itgb1* inactivation. **b** Whole-mount SOX17 (white) staining of E18.5 mesenteries shows that *Itgb1* deficiency in Esm1^+^ cells (*Itgb1*^i*Esm1*KO^) reduces average mesenteric artery diameter. Mesenteric lymph node (mLN) and intestine (Int) are indicated. *Itgb1*^i*Esm1*HET^ *n* = 3 and *Itgb1*^i*Esm1*KO^ *n* = 3. Scale bar, 400 µm. **c** Graphs show quantification of embryonic weight, mesenteric artery diameter (in µm, artery area normalized to artery length) and mesenteric artery density (in µm, artery length normalized to tissue area) in control, *Itgb1*^i*Esm1*KO^ mutants and *Itgb1*^i*Esm1*HET^ heterozygous littermates. *Itgb1*^i*Esm1*HET^ group set to 1. Data from 3 experiments were pooled. P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean ± SD. Whole-mount staining of mesenteric artery image (**d**) and high magnification longitudinal and transverse single confocal planes (**e**). GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). White arrowheads indicate rounded GFP^+^ cells in *Itgb1*^i*Esm1*KO^ mutant. *Itgb1*^i*Esm1*HET^ *n* = 3; *Itgb1*^i*Esm1*KO^ *n* = 3. Scale bars, 30 and 20 µm. **f** Graphs show quantification of SOX17^+^ cells in large mesenteric arteries (normalized to artery area), average diameter of large mesenteric arteries (in µm, artery area normalized to artery length) and number of round GFP^+^ cells in large mesenteric arteries (normalized to total number of GFP^+^ cells). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **g** Whole-mount staining of E18.5 intestine shows that *Itgb1* inactivation in Esm1^*+*^ ECs alters the shape of GFP^+^ cells (green) in intestinal submucosal arteries. CD31 (red), SOX17 (white) and DAPI (blue). White arrowheads indicate rounded GFP^+^ cells. *Itgb1*^i*Esm1*HET^ *n* = 3; *Itgb1*^i*Esm1*KO^ *n* = 3. Scale bar, 30 µm. **h** Long-term tamoxifen treatment using *Esm1*-*CreERT2* mouse line generates mosaic mesenteric arteries composed of intestinal Esm1-derived ECs (Green cells). Long-term *Itgb1* deletion in Esm1-derived cells (*Itgb1*^i*Esm1*KO^) leads to cell rounding and reduced mesenteric artery diameter.

We then asked if these observations could be recapitulated in the retinal sprouting angiogenesis model (Supplementary Fig. 12). *Esm1-CreERT2*-mediated loss of *Itgb1* at P6 results in defective extension of tip cells in the *Itgb1*^i*Esm1*KO^ mutants compaired to *Itgb1*^i*Esm1*HET^ control littermates, resulting in blunt areas in the vascular plexus growing front (Supplementary Fig. 12a, b). Loss of *Itgb1* results in reduced Esm1^+^ cell-derived contribution to the retinal vasculature, affecting overal vascular growth (Supplementary Fig. 12a, b). These results show that despite similar genotypes, the loss of *Itgb1* in Esm1^+^ cells lead to the different outcomes, due to varying mechanisms and microenvironments, which generates different phenotypic manifestations and defects. Within the retina, Esm1^+^ cells support sprouting angiogenesis, whereas the arterial progenitor cells in the embryonic gut can enter large mesenteric arteries but require the integrin subunit for their proper integration into the endothelial monolayer (Fig. 5h).

### Artery-derived VEGF-C promotes artery development

In the adult intestine, the VEGFR3 ligand VEGF-C is expressed by vascular and intestinal smooth muscle cells (SMCs), macrophages, and a subset of villus fibroblasts^56–58^. Recent work, supported by scRNA-seq analysis, has identified mesenteric arteries as a major source of VEGF-C with a crucial role in the development of a secondary postnatal lymphatic capillary network^59,60^. 

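*Flt4* (chromosome 11, 49609263 to 49652739, plus strand, GRCm38, Gencode vM21) was at 605 CPM in the 302 lymphatic ECs of the mesentery and 922 CPM in the 25 of the unsorted intestine. The sorted cells of that cluster, which were lower in lymphatic markers than its mesenteric cells and high in *Esm1*, held 221 CPM. Within blood ECs *Flt4* was at 140.5 CPM in the S phase, 125 CPM in the other venous-like, 92.1 CPM in the Esm1-high, 87.5 CPM in the G2/M, 67.7 CPM in the other arterial-like, 52.6 CPM in the Adamts18-high and 40.2 CPM in the Bmx-high cluster. The Esm1-high cluster was above the arterial-like clusters (log2 ratio 0.78, 95% interval 0.54 to 1.02) and, within the sorted library, below the venous-like ones (92.9 against 115 CPM, −0.31, −0.54 to −0.08). Pooled over libraries the latter ratio was −0.11 (−0.34 to 0.11). Against all other blood ECs its ratio ranged from −0.46 at resolution 0.6 to 0.98 with an expected doublet rate of 0.05, and it was 0.90 without integration and 0.72 with the fixed minimum of 1000 UMIs.
*Vegfc* (chromosome 8, 54077606 to 54187096, plus strand) was highest in the Bmx-high (602 CPM) and other arterial-like (400 CPM) clusters, followed by the Esm1-high (196 CPM) and Adamts18-high (143 CPM) clusters. The G2/M (65.6 CPM), other venous-like (42.1 CPM) and S phase (39.1 CPM) clusters were lowest. The log2 ratio of the arterial-like clusters over all other blood ECs was 2.61 (2.52 to 2.70), with 3.31 within the mesentery and 2.53 within the sorted library. It reversed to −0.42 with the fixed minimum of 1000 UMIs, where the venous markers differed little between venous-like and arterial-like cells (median log2 ratio 0.25). With 1000 UMIs and cell types clustered without integration it was 2.84.

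**Figure D1:**
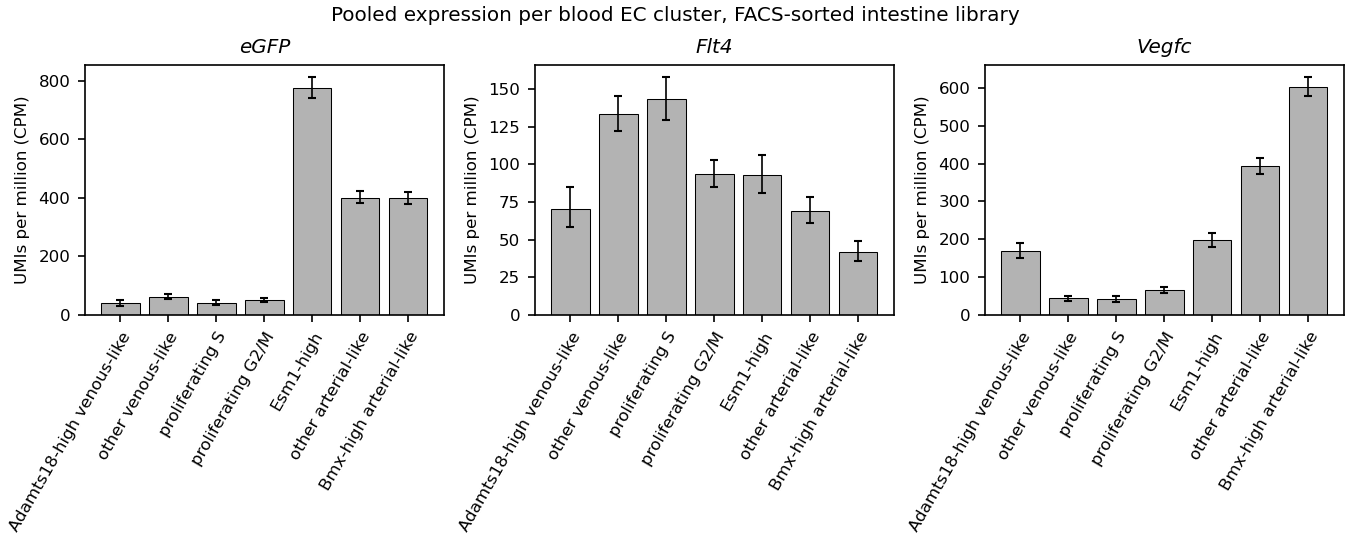
CPM of the *GFP* construct, *Flt4* and *Vegfc* in each blood EC cluster of the FACS-sorted library. Bars are pooled CPM and error bars exact Poisson 95% intervals, which cover counting error only. Among these clusters *Vegfc* is highest in the Bmx-high and other arterial-like ones, *GFP* in the Esm1-high one, and *Flt4* in the S phase and other venous-like ones.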

In our scRNA-seq data, *Flt4/Vegfr3* is enriched in lymphatic ECs but also in Esm1^+^ capillary ECs, whereas *Vegfc* is strongly expressed in the arterial endothelium, which is supported by pseudotime analysis (Fig. 6a, b). RNAscope analysis on mesenteric and intestinal cryosections confirms the pattern of *Vegfc* mRNA expression. Despite strong autofluorescence from red blood cells (RBCs), *Vegfc* transcripts are predominantly detected in the mesenteric and submucosal arteries as well as in SOX17^+^ villus capillaries (Fig. 6c, d). In the intestine, *Vegfc* mRNA is detected throughout the mucosal tissue, suggesting that various embryonic intestinal cell types express this growth factor (Fig. 6d).

**Fig. 6:**
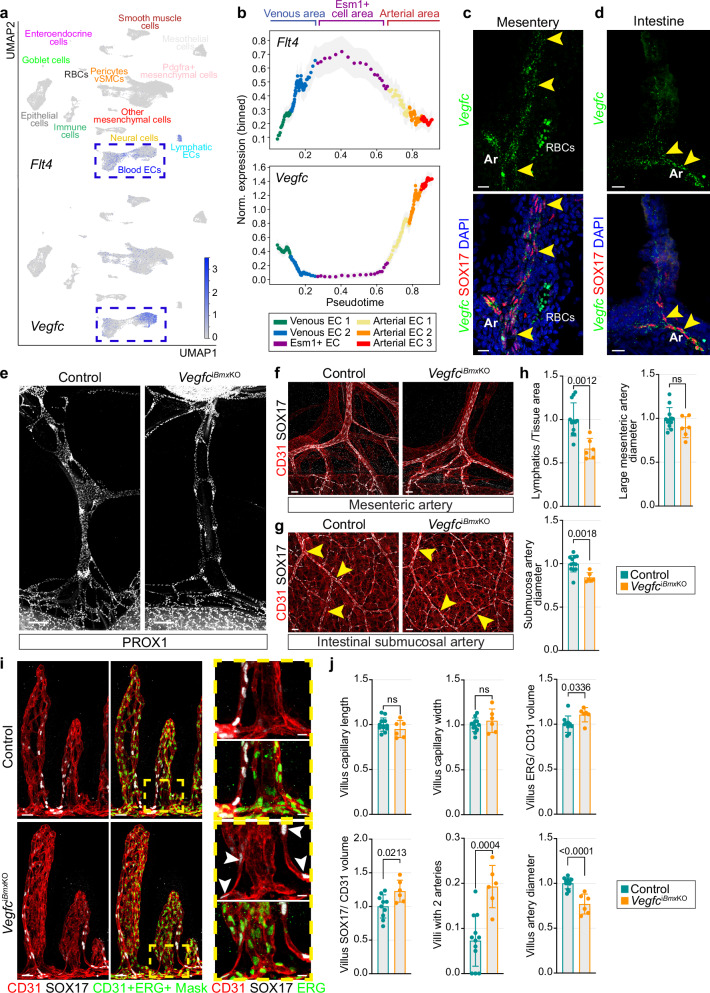
Loss of arterial *Vegfc* impairs arterial and lymphatic vessel development. **a** UMAP plots showing the expression of *Flt4* and *Vegfc* in all cells isolated from intestine and mesentery. (**b**) Pseudotime plots showing increased *Flt4* expression level in the Esm1^+^ EC area, whereas *Vegfc* decreases relative to the artery area. RNAscope detects *Vegfc* mRNAs (green, arrowheads) in SOX17^+^ (red) mesenteric arteries (**c**) and in SOX17^+^ intestinal arteries (**d**) at E19.0. Nuclei, DAPI (blue). Arteries (Ar) and red blood cells (RBCs), a source of background signal, are indicated. *n* = 5 each. Scale bar, 15 µm. **e** Loss of *Vegfc* from E14.5 in Bmx^+^ arteries impairs mesenteric lymphatic vessel (PROX1, white) development at E19.0. Control *n* = 12; *Vegfc*^i*Bmx*KO^ *n* = 6. Scale bar, 250 µm. Loss of *Vegfc* from E14.5 in BMX^+^ arteries does not affect large SOX17^+^ (white) mesenteric arteries (**f**) but leads to thinning of arteries (arrowheads) in the intestinal mucosa (**g**) at E19.0. CD31 (red). Control *n* = 12; *Vegfc*^i*Bmx*KO^ *n* = 6. Scale bars, 50 µm. **h** Quantification of mesenteric lymphatic vessel area (µm^2^, normalized to tissue area), large mesenteric artery (close to the intestine) and intestinal submucosal artery diameter (in µm, artery area normalized to artery length) in *Vegfc*^i*Bmx*KO^ E19.0 embryos and control littermates. P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **i** Whole-mount staining showing ERG (green), CD31 (red) and SOX17 (white) staining of control and *Vegfc*^i*Bmx*KO^ E19.0 intestinal villi. Panels on right show higher magnifcations of boxed areas. A mask was applied to identify CD31^+^ ERG^+^ cells (green, left panels). Arrowheads indicate ERG^+^ SOX17^+^ villus arteries. Control *n* = 12; *Vegfc*^i*Bmx*KO^ *n* = 6. Scale bars, 30 and 10 µm. **j** Quantification of villus blood capillary network length and width (µm), total villus vessel nuclear density (µm^3^, total ERG^+^ volume normalized to CD31^+^ volume), SOX17^+^ nuclear density (µm^3^, total SOX17^+^ volume normalized to CD31^+^ volume), number of villi with more than one main CD31^+^ SOX17^+^ vessel branch, and average villus SOX17^+^ vessel diameter (µm). For all analysis, P values were determined by 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD.

To address whether arterial VEGF-C might facilitate the recruitment of Esm1^+^ cell progeny into the mesenteric vasculature, we introduced the *Bmx-CreERT2* line into a background of mice carrying conditional *Vegfc*^*lox/lox*^ alleles^61^ (Supplementary Fig. 13a). We performed short-term 4-OHT-induced *Vegfc* inactivation starting from E14.5. After 4 days of *Vegfc* deletion from arteries, the lymphatic vessel area is significantly reduced in *Vegfc*^i*Bmx*KO^ mutants compared to control littermate embryos (Fig. 6e, h). These results confirm prior studies indicating that arteries are a key source of *Vegfc* for mesenteric lymphangiogenesis^60^. While large mesenteric arteries remain unaffected by the loss of VEGF-C, *Vegfc*^i*Bmx*KO^ arteries in the intestinal mucosa are significantly thinner (Fig. 6f–h), indicating that arteries closest to the intestine are most affected.

RNAscope analysis confirms the loss of *Vegfc* mRNA expression in large *Vegfc*^i*Bmx*KO^ mesenteric and submucosal arteries (Supplementary Fig. 13a–c). However, residual *Vegfc* mRNA is still detected in the intestinal mucosa and SOX17^+^ ECs in *Vegfc*^i*Bmx*KO^ intestinal villi, which may reflect incomplete *Bmx-CreERT2*-mediated recombination or *Vegfc* expression prior to upregulation of *Bmx*. 

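The order of *Vegfc* and *Bmx* was read from 20 bins of equal cell number along pseudotime. *Esm1* was highest in bin 11, at 68.9 CPM. After that bin, *Vegfc* first reached 50% of its maximum in bin 12 and *Bmx* in bin 14, a difference of 2 bins. *Vegfc* had already reached that level in bin 10, where 50.0% of the cells belonged to the Esm1-high cluster and *Vegfc* was at 355 CPM. *Bmx* was present in the same bin at 68.7 CPM and rose to 175 CPM in bin 19. The difference remained 2 bins with 10 diffusion components and with another root cell, and was 3 bins within the sorted library. It was 0 at 25% of the maximum, with 10 bins and with 15 neighbours. Because the search starts after the *Esm1* maximum, *Vegfc* fell in the first bin searched in all 7 settings, and the values of 0 follow from that start. Without it *Vegfc* came first in every setting, in bins 9 and 10 at 25% of the maximum, 5 and 7 with 10 bins, 9 and 11 with 15 neighbours, 9 and 14 within the sorted library, and 10 and 14 in the other 3.

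**Figure D2:**
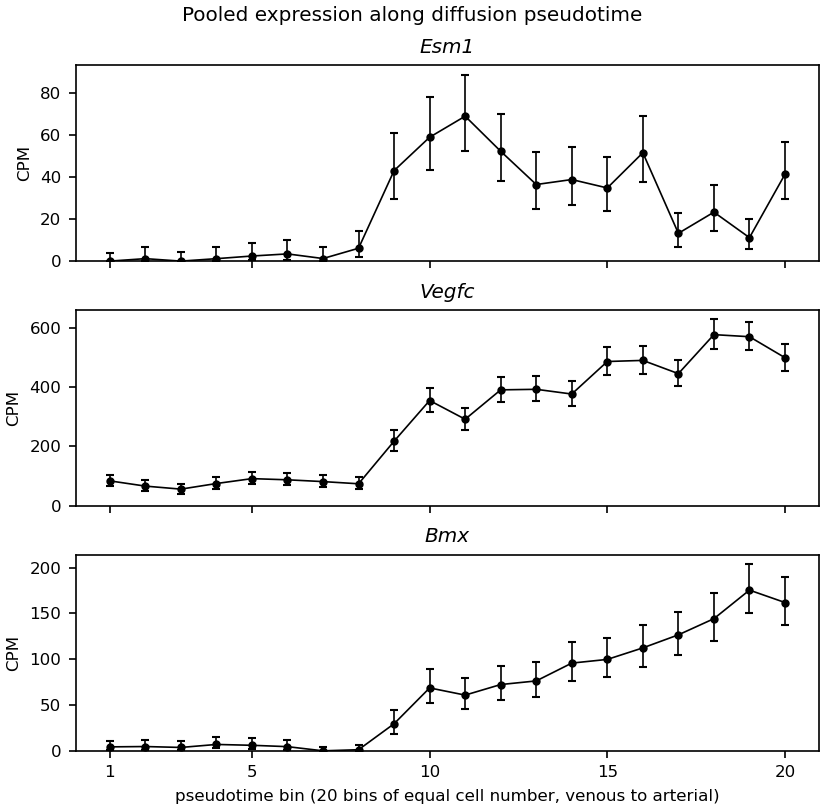
Pooled CPM of *Esm1*, *Vegfc* and *Bmx* in each of 20 bins of equal cell number along diffusion pseudotime, from the venous-like root to the arterial-like end. Bars are exact Poisson 95% intervals. *Vegfc* passes 50% of its maximum in bin 10 and *Bmx* in bin 14.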

The latter is consistent with the pseudotime analysis of our scRNA-seq data, showing that *Vegfc* expression is initiated in Esm1^+^ ECs during early steps of arterial specification and prior to *Bmx* expression (Supplementary Fig. 13d). Nevertheless, analysis of intestines shows that *Vegfc*^i*Bmx*KO^ villus capillaries show an increase in CD31^+^ ERG^+^ ECs area but significantly thinner SOX17^+^ arterial branches (Fig. 6i, j). These results suggest that arterial *Vegfc* expression promotes the translocation of arterial progenitor cells from intestinal villi into the adjacent submucosal arteries. Accordingly, EC density is increased in *Vegfc*^i*Bmx*KO^ villi, whereas the diameter of the submucosal arterial network is decreased (Fig. 6g–j).

### VEGFR3 signaling promotes the translocation of Esm1^+^ cell progeny into arteries

Based on the results above, we hypothesized that signaling by VEGF-C and VEGFR3 enhances the efficient translocation of intestinal arterial progenitor cells into the large mesenteric arteries. To examine the role of the VEGFR3 tyrosine kinase receptor, we inhibited its activity by administering MAZ51 to pregnant females during a short lineage tracing experiment of Esm1^+^ cell progeny (Fig. 7a). MAZ51 is a potent inhibitor of VEGFR3 kinase activity, which only weakly affects the related receptor tyrosine kinase VEGFR2^62,63^. After MAZ51 treatment, growing LYVE1^+^ lymphatic capillaries in the intestine are significantly reduced compared to vehicle controls (Fig. 7b–d), indicating efficient inhibition of VEGFR3 activity (Fig. 7d). In contrast, MAZ51 treatment does not affect the villus capillary network, *Esm1-CreERT2*-controlled GFP expression, or SOX17 signal (Fig. 7e, f). Strikingly, the contribution of GFP^+^ Esm1^+^ cell progeny to the submucosal and large mesenteric arteries is significantly reduced by MAZ51 relative to vehicle controls (Fig. 7g–i), which is not a result of increased cell apoptosis induced by the MAZ51 treatment (Supplementary Fig. 14a, b). These findings support that inhibiting VEGFR3 activity in arterial progenitor cells impairs their translocation into submucosal and mesenteric arteries.

**Fig. 7:**
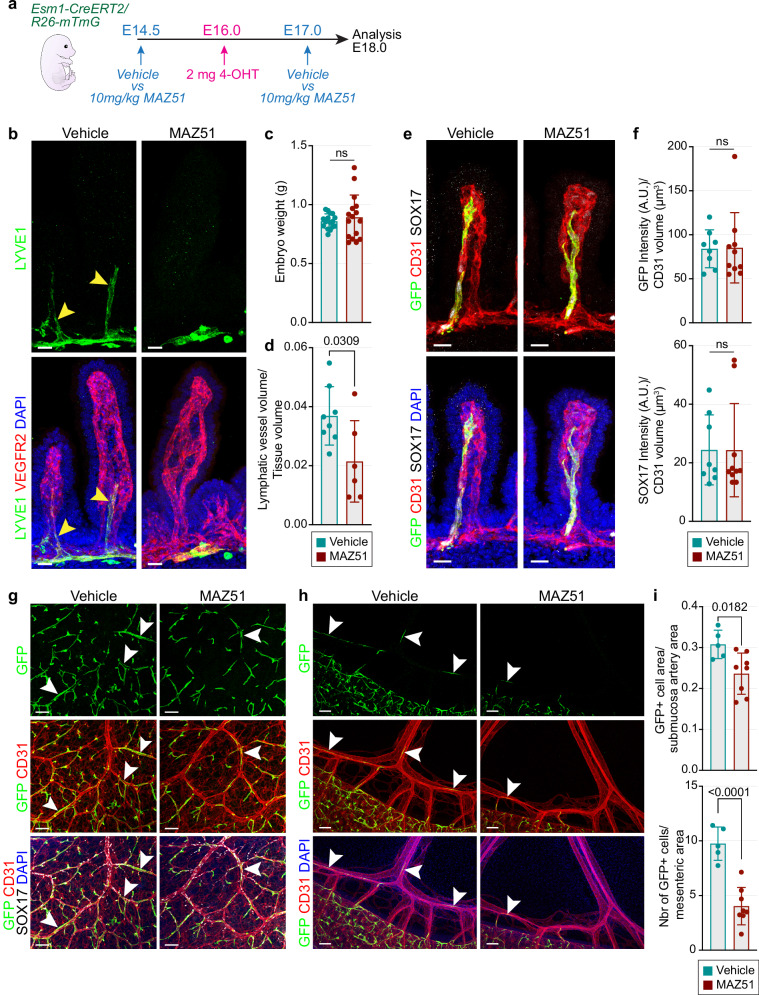
VEGFR3 inhibition reduces Esm1^+^ cell contribution to mesenteric arteries. **a** Experimental design of short-term 48 h lineage tracing experiment with MAZ51 or vehicle treatment. **b** Whole-mount images of E18.0 intestine shows regression of LYVE1^+^ (green) lymphatic vessels after MAZ51 treatment. VEGFR2 (red) and DAPI (blue). Arrowheads mark LYVE1^+^ lacteals. Vehicle *n* = 8; MAZ51 *n* = 6. Scale bar, 20 µm. **c** Embryonic weight is comparable between vehicle and MAZ51 groups. P value, Welch’s *t* test; Error bars, Mean ± SD. **d** Quantification of LYVE1^+^ lymphatic capillaries in E18.0 intestine (µm^3^, normalized to tissue volume). P value, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **e** Whole-mount of E18.0 intestine at 48 h after *Esm1-CreERT2-*mediated reporter activation. GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Vehicle *n* = 8; MAZ51 *n* = 10. Scale bar, 20 µm. **f** Quantification of average GFP and SOX17 intensity in villus capillaries (per µm^3^). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. Whole-mount of E18.0 intestines (**g**) and mesenteries (**h**) showing decreased GFP^+^ cell contribution (arrowheads) to arteries after MAZ51 treatment. GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Vehicle *n* = 5; MAZ51 *n* = 8. Scale bar, 80 µm and 100 µm. **i** Quantification of GFP^+^ area in submucosal arteries (µm^2^, normalized to total arterial area) and number of GFP^+^ cells found in mesenteric tissue (normalized to total tissue area). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD.

To test this hypothesis further, we generated mutant embryos carrying loxP-flanked versions of *Flt4* (*Flt4*^*lox/lox*^)^64^ together with *Esm1*-*CreERT2* and *Rosa26-mTmG* alleles. Following tamoxifen administration from E10.5 onward, the appearances of control, *Flt4*^i*Esm1*HET^, and *Flt4*^i*Esm1*KO^ embryos are indistinguishable at E18.0 (Supplementary Fig. 15a, data not shown). Immunostaining confirms the expected reduction of VEGFR3 expression in the *Flt4*^i*Esm1*HET^ and, more completely, in the *Flt4*^i*Esm1*KO^ capillary network at the villus apex compared to control littermates (Supplementary Fig. 15b). Quantification of VEGFR3 shows substantial residual VEGFR3 signal in the *Flt4*^i*Esm1*HET^ and *Flt4*^i*Esm1*KO^ villus capillary networks, but with significant loss in GFP^+^ areas (Supplementary Fig. 15b, c). Despite the deletion of VEGFR3 in the GFP^+^ ECs in *Flt4*^i*Esm1*KO^ samples, these results reflect that the villus apex is not entirely composed of *Esm1-CreERT2*-targeted ECs, so that only a subset of ECs in the villus apex loses VEGFR3 (Supplementary Fig. 15b, c).

Unlike MAZ51 treatment, targeted *Flt4* deletion in Esm1-derived cells does not impact lacteal length, suggesting that this approach does not interfere with lymphatic growth (Supplementary Fig. 15b, d). *Flt4*^i*Esm1*KO^ mutants exhibit a slight increase in blood vessel width relative to control littermates (Supplementary Fig. 15b, d). Despite the incomplete deletion of VEGFR3 in the villus vasculature, *Flt4*^i*Esm1*KO^ mesenteric samples relative to *Flt4*^i*Esm1*HET^ littermates show reduced incorporation of GFP^+^ cells into submucosal arteries and large mesenteric arteries, whereas control (*Flt4*^i*Esm1*WT^) samples show significantly higher incorporation of GFP^+^ cells (Supplementary Fig. 15e, f).

To inactivate *Flt4* more efficiently in villus ECs, we made use of the finding that *Aplnr-CreERT2*-labeled cells give rise to Esm1^+^ ECs and, subsequently, arterial endothelium. We therefore introduced the *Aplnr-CreERT2* line into the *Flt4*^*lox/lox*^ background. To avoid lymphatic involvement (Supplementary Fig. 4h–j), treatment was initiated at E13.5 (Fig. 8a). By E18.0, we observed significant loss of VEGFR3 specifically in *Flt4*^i*Aplnr*KO^ blood vessels without affecting the intestinal (lymphatic) lacteals (Fig. 8b, c). Interestingly, the *Flt4*^i*Aplnr*KO^ villus blood vessel network is reduced, whereas VEGFR3^high^ lacteals grow longer, which may reflect higher availability of VEGF-C due to the lack of VEGFR3 in blood vessel ECs. Upstream of the villus, submucosal arteries are notably thinner than in control littermates (Fig. 8d, e), mirroring the phenotype observed in *Vegfc*^i*Bmx*KO^ mutants (Fig. 6g, h). Together with the effects seen following MAZ51 treatment and *Vegfc* and *Flt4* inactivation, these results indicate that VEGFR3 promotes the recruitment of Esm1^+^ ECs from villus capillaries into upstream arteries.

**Fig. 8:**
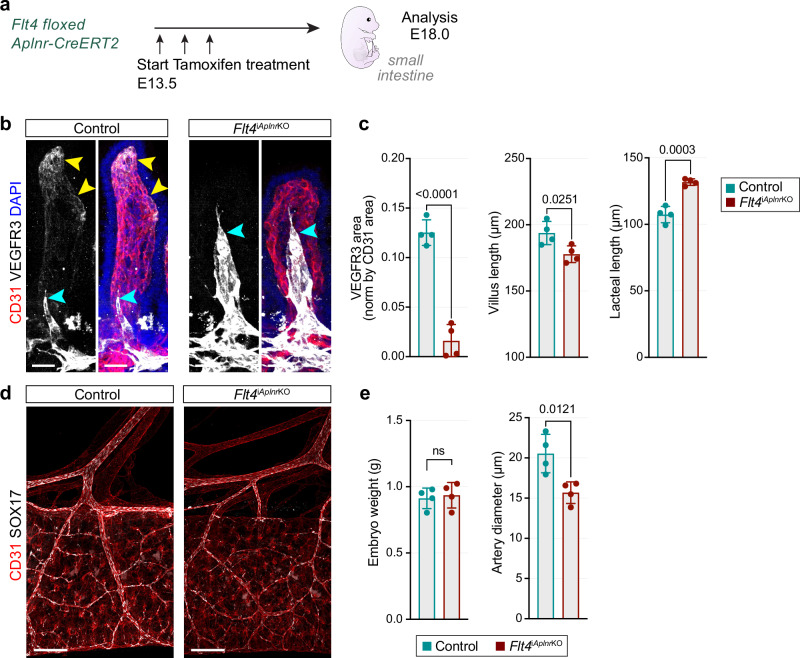
Loss of *Flt4* in Aplnr^+^ ECs impairs artery development. **a** Experimental design for Aplnr^+^ cell-specific *Flt4* inactivation from E13.5. **b** Loss of VEGFR3 (white) expression, reduced villus blood capillary length and increase lacteal length in *Flt4*^i*Aplnr*KO^ mutant villi compared to control littermates at E18.0. VEGFR3 (white), CD31 (red) and DAPI (blue). Yellow arrowheads mark VEGFR3^+^ capillaries in villus apex. Blue arrowheads mark VEGFR3^+^ lacteals. Control *n* = 4; *Flt4*^i*Aplnr*KO^ *n* = 4. Scale bar, 30 µm. **c** Quantification of VEGFR3^+^ area in villus blood vessels (µm^2^, normalized to vessel area), villus capillary network length (µm) and villus lacteal length (µm). P values, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD. **d** Whole-mount of E18.0 intestine and mesentery showing thinner SOX17^+^ arteries in *Flt4*^i*Aplnr*KO^ mutants compared to control littermates. CD31 (red) and SOX17 (white). Control *n* = 4; *Flt4*^i*Aplnr*KO^ *n* = 4. Scale bar, 200 µm. **e** Embryonic weight is comparable between control and *Flt4*^i*Aplnr*KO^ littermates. Average artery diameter leaving the intestine in *Flt4*^i*Aplnr*KO^ littermates is reduced compared to controls. P value, 2-tailed unpaired Student’s *t* test; Error bars, Mean ± SD.

## Discussion

Arteries are an essential part of the vascular tree and arterial malfunction is causally linked to detrimental, sometimes life-threatening human diseases. Mesenteric arteries carry blood from the abdominal aorta to the gastrointestinal tract and are thereby indispensable for the function of this organ. Accordingly, the blockade or narrowing of mesenteric arteries, which occurs in human patients due to the build-up of atherosclerotic plaques or other reasons, can lead to severe abdominal pain, intestinal damage and the need for surgical intervention^65^. Our study provides fundamental insights into the development of arteries of the mesentery and intestinal wall. In particular, we show that a small population of Esm1^+^ cells, located inside intestinal villi, gives rise to arterial ECs both in the intestine and mesentery. Accordingly, the formation of these arteries requires EC migration over substantial distances in addition to arterial specification. Previous work has established that Esm1^+^ tip cells in the postnatal retina, which are located at the distal end of endothelial sprouts and thereby at the border to avascular tissue, generate arterial but also capillary ECs^12,13^. Remarkably, Esm1^+^ cells in the embryonic intestine express typical tip cell markers even though they are part of patent capillary tubes and do not show sprouting behavior. Thus, Esm1/endocan expression in this setting is likely to reflect elevated levels of growth factor signaling, especially of VEGF-A and VEGF-C, as has been shown previously^66,67^. Mechanistically, Esm1 has been shown to bind to fibronectin and displace fibronectin-bound VEGF-A, thereby increasing the bioavailability and signaling capacity of the growth factor^31^. As a result, Esm1 enhances endothelial sprouting activity as well as vascular permeability^31,68^. This role of Esm1 might be also relevant in the apex of the villus vasculature where VEGF-A modulates EC junctions to enhance nutrient uptake in the adult murine intestine^24^. In the context of arterial development, Esm1 might facilitate the migration of prearterial ECs into the arterial walls and further into mesenteric arteries. Apart from VEGF-A, which is highly expressed in the distal villus, the related ligand VEGF-C is also relevant. As previously described for the murine postnatal and adult intestine^24,59,60^, VEGFR3 expression marks Esm1^+^ cells in the embryonic intestine, whereas its ligand, VEGF-C, is provided by submucosal and mesenteric arteries. Functionally, the migration and arterial incorporation of Esm1^+^ (and VEGFR3^+^) ECs is compromised after genetic or pharmacological disruption of signaling by VEGF-C and its receptor VEGFR3. The function of VEGFR3 and VEGF-C is known to be crucial for the lymphatic vessel development and maintenance, but also modulates sprouting angiogenesis and blood vessel growth in mouse and zebrafish models^69–74^. Our new findings reveal an additional and unexpected function of this ligand-receptor pair, namely the guidance of Esm1^+^ ECs into the growing arterial vasculature.

Our genetic fate tracking experiments show that Esm1^+^ cell progeny inside arteries acquires the typical elongated shape characteristic of arterial ECs^75^. *Esm1-CreERT2*-mediated inactivation of integrin β1, an important subunit of many integrin receptor heterodimers, leads to the rounding of Esm1^+^ cell progeny and reduces the diameter of embryonic mesenteric arteries. This rounding phenotype is reminiscent of previous findings showing that pan-endothelial (but incomplete and therefore mosaic) inactivation of the *Itgb1* gene impairs arteriolar lumen formation due to defective EC polarization^55^. Other studies showed that integrin β1 is also required for endothelial sprouting in the postnatal retina, arteriole formation in the ischemic heart but also for the barrier function of the endothelium and the prevention of vascular leakage^54,76,77^. All these aspects might be of relevance for the formation and function of the arterial network in the intestine and mesentery.

Our findings also raise the question whether the recruitment of Esm1^+^ cell progeny is the predominant or even sole process responsible for mesenteric artery development in the embryo. The existence of alternative, redundantly acting mechanisms might contribute to biological robustness and resilience. In the developing heart, ECs derived both from the sinus venosus and the endocardium contribute to coronary blood vessel formation, and both pools of arterial progenitors can compensate for each other^6,78–80^. Similarly, multiple non-venous sources of lymphatic ECs have been identified in various organs, including the mesentery^36,81^. Our own findings show that fully differentiated mesenteric arterial ECs overcome the cell cycle arrest that is characteristic for ECs undergoing arterial differentiation^13–15^ and exhibit some level of proliferation. Similarly, EC proliferation in situ contributes to the regeneration of damaged aortic endothelium in the adult mouse^82^. Thus, it is feasible that the expansion of mature arterial ECs in the mesentery and intestinal wall might be able to compensate for insufficient specification of prearterial cells. Alternatively, processes such as vessel remodeling and pruning^18,83^, which play important roles during the angiogenic expansion of the vasculature, might help to ensure or restore sufficient arterial blood flow. Taken together, our findings establish a fundamental framework for artery development in the intestine and mesentery. We propose that intestinal villi represent a niche microenvironment for the induction of Esm1^+^ arterial progenitors, which will integrate into growing arteries, but not into veins or lymphatic vessels, and thereby contribute to the expansion of the arterial network.

## Methods

### Mouse models

All animal experiments were performed according to the institutional guidelines and laws, approved by local animal ethical committee and were conducted at the Max Planck Institute for Molecular Biomedicine with necessary permissions (Az 81-02.04.2019.A114) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

*Esm1-CreERT2*^31^, *Bmx-CreERT2*^33^, *Aplnr-CreERT2*^32^, *Itgb1*^*lox/lox*^^84^, *Flt4*^*lox/lox*^^64^, *Vegfc*^*lox/lox*^^61^, *R26-mTmG*^30^, *Ai14*^85^, *Cdh5-mTnG*^86^ and *Hey1-eGFP (Tg(Hey1-EGFP)ID40Gsat;* http://www.gensat.org) were previously described.

### Embryonic, postnatal and adult mouse treatments

For embryo experiments, vaginal plugs were verified in the morning. Embryonic age (E) was determined according to the day of the vaginal plug (E0.5). For lineage tracing embryo experiments, one injection of 2 mg total 4-hydroxytamoxifen (4-OHT; Sigma, #H7904) in oil was injected intraperitoneally (i.p.) in pregnant mice. For lineage tracing experiments with VEGFR3 tyrosine kinase inhibition, MAZ51 (2% DMSO in PBS, #HY-116624) was injected subcutaneously (s.c.) at E14.5 and E17.0. One dose of 2 mg of 4-OHT in oil was injected i.p. in pregnant mice at E16.0. Embryos were collected 48 h later at E18.0. Click-it EdU cell proliferation Alexa Fluor 647 kit (Life Technologies, #C10340) was used for EdU detection. When indicated, 5 µg/g EdU was injected i.p. 1 h before sacrifice.

For continuous Esm1^+^ cell tracking, pregnant females were injected with 2.5 mg tamoxifen (Sigma, #T5648) and progesterone (Sigma, #P3972) mixed in oil s.c. starting from E10.5 every day until the day before embryo collection. *Esm1-CreERT2*^tg/+^ *R26-mTmG*^tg/+^ embryos were analyzed at E13.5 and E16.5.

In loss-of-function experiments, *Itgb1*^i*Esm1*KO^ embryos (*Itgb1*^*lox/lox*^ *Esm1-CreERT2*^tg/+^) were compared to *Itgb1*^i*Esm1*HET^ (*Itgb1*^*lox/+*^ *Esm1-CreERT2*^tg/+^) or control littermates (*Itgb1*^*+/+*^; *Esm1-CreERT2*^tg/+^ or mice without the *Esm1-CreERT2* transgene). All embryos carried the reporter transgene *R26-mTmG* (*R26-mTmG*^*tg/+*^*)*. In *Esm1-CreERTR2*-controlled *Flt4* loss-of-function experiments, *Flt4*^i*Esm1*KO^ embryos (*Flt4*^*lox/lox*^ *Esm1-CreERT2*^tg/+^) were compared to *Flt4*^i*Esm1*HET^ (*Flt4*^*lox/+*^ *Esm1-CreERT2*^tg/+^), *Flt4*^i*Esm1*WT^ (*Flt4*^*+/+*^ *Esm1-CreERT2*^tg/+^), or control littermates without the *Esm1-CreERT2* transgene. All embryos carried the reporter transgene *R26-mTmG* (*R26-mTmG*^*tg/+*^*)* and some carried the *Ai14* transgene*. Itgb1* and *Flt4* long-term deletion experiments were induced with 2.5 mg tamoxifen and progesterone mixed in oil s.c. starting from E10.5 every day until the day before embryo collection. For *Aplnr-CreERT2*-controlled *Flt4* loss-of-function experiments, *Flt4*^i*Aplnr*KO^ (*Flt4*^*lox/lox*^ *Aplnr-CreERT2*^tg/+^) embryos were compared with control littermates (*Flt4*^*lox/lox*^ *Aplnr-CreERT2*^+/+^). Long-term deletion experiments were induced with 2.5 mg tamoxifen and progesterone mixed in oil s.c. at E13.5, E14.5 and E15.5. For *Bmx-CreERT2*-controlled *Vegfc* loss-of-function experiments, *Vegfc*^i*Bmx*KO^ (*Vegfc*^*lox/lox*^ *Bmx-CreERT2*^tg/+^) embryos were compared with control littermates (*Vegfc*^*lox/lox*^ *Bmx-CreERT2*^+/+^). Short-term deletion experiments were induced with 2 mg of 4-OHT in oil injected s.c. starting from E14.5 every day until the day before embryo collection.

For postnatal lineage tracing experiments, *Esm1-CreERT2*^tg/+^ *R26-mTmG*^tg/+^ pups were injected once at P1 with 50 µg 4-OHT in oil s.c. and analyzed at P8 or P21. *Itgb1* deletion experiments were induced with 50 µg tamoxifen mixed in oil at P1, P2 and P3.

For lineage tracing in adult mice, 20-24 week-old *Esm1-CreERT2*^tg/+^ *R26-mTmG*^tg/+^ males were injected once with 2 mg 4-OHT in oil i.p. and analyzed 24 h or 2 weeks later.

### Mouse embryonic mesenteric and intestinal tissue collection and staining procedures

Embryonic gastro-intestinal tracts were collected in ice-cold PBS. Duodenum (around 1 cm at E18.0) and first part of jejunum (next 1 cm) were collected, cut open and pinned in a 12-well elastomer-coated dish and thoroughly washed with ice-cold PBS. From the remaining tissue, intestine was pinned in a circle to visualize the mesentery. Clean duodenum, jejunum and mesentery were fixed with ice-cold 4% paraformaldehyde (PFA) in PBS (Sigma, #P6148) overnight on a rotating platform at 4 °C. Samples were then washed with ice-cold PBS and incubated overnight with 10% sucrose in PBS followed by 20% sucrose and 10% glycerol in PBS. For staining, 0.5 cm-long intestine pieces or mesenteric tissues were washed with PBS, permeabilized with 0.5% Triton X-100 and blocked with 5% donkey serum overnight. Tissues were incubated with primary, followed by secondary antibodies overnight on a rotating platform at 4 °C. Intestine samples were incubated overnight with Histodenz (Sigma, #D2158) at room temperature (RT). All samples were mounted in Histodenz with DAPI (Sigma, #D9542). A list of antibodies used in this study is provided in Supplementary Table 1.

### Mouse postnatal mesentery, postnatal and adult intestine collection and staining

The protocol was adapted from previous publications^87,88^. Pups and adult mice were perfused with PBS then 4% PFA in PBS after anesthesia. Isolated tissues were washed in ice-cold PBS and duodenum and first jejunum parts were collected, cut open and pinned in a 6-well or 10 cm elastomer-coated dish and thoroughly washed with ice-cold PBS. The remaining postnatal jejunum and ileum were pinned down in a circle to visualize the mesentery. Clean duodenum and jejunum samples and mesenteries were fixed with ice-cold 4% PFA in PBS overnight on a rotating platform at 4 °C. Samples were then washed with ice-cold PBS and incubated overnight with 10% sucrose in PBS, followed by 20% sucrose and 10% glycerol in PBS. For staining, 1 cm-long intestinal pieces and mesenteries were washed with PBS, permeabilized with 0.5% Triton X-100 and blocked with 5% donkey serum overnight. Tissues were incubated with primary, followed by secondary antibodies overnight on a rotating platform at 4 °C. Intestine samples were incubated overnight with Histodenz at RT. All samples were mounted in Histodenz with DAPI. A list of antibodies used in this study is provided in Supplementary Table 1.

### Adult mouse retina collection and staining

Tissues were fixed with 4% PFA for 1 h at RT, washed with ice-cold PBS and permeabilized with 0.5% Triton X-100 and blocked with 5% donkey serum overnight on a rotating platform at 4 °C. Tissues were incubated with primary antibodies followed by secondary antibodies overnight on a rotating platform at 4 °C. Retinas were mounted in Fluoromount-G (Southern Biotech, #0100-01) with DAPI.

### Postnatal P5 mouse retina collection and staining

Retina immunostaining was performed as previously described with minor modifications^89^. Tissues were collected and fixed in 4% PFA in PBS. Dissected retinas were incubated in blocking buffer (1% BSA, 0.3% Triton X-100 in PBS) for 2 h at 4 °C, rinsed with modified Pblec buffer (1 mM CaCl2, 1 mM MgCl2, 0.1 mM MnCl2, 0.1% Triton X-100 in PBS), and incubated with primary antibodies diluted in modified Pblec buffer overnight at 4 °C. After washing in blocking buffer diluted 1:1 with PBS and 3 washes in PBS, retinas were incubated for 1 h at RT with secondary antibodies diluted in blocking buffer. Retinas were then washed, refixed with 4% PFA for 20 min at RT and washed twice with PBS prior to mounting with Fluoromount-G (Southern Biotech, #0100-01).

### Staining of intestine cryosections

Tissues were fixed with 4% PFA in PBS overnight, washed with ice-cold PBS and incubated overnight with 30% sucrose in PBS. Intestines were embedded in OCT (Leica Biosystems, #14020108926) and kept at −80 °C until sectioning. 60 µm cryosections were thawed, fixed with 4% PFA in PBS for 5 min, washed in PBS, permeabilized with 0.5% Triton X-100 in PBS and blocked with 5% donkey serum for 30 min. Samples were incubated with primary antibodies in blocking buffer overnight at 4 °C. Slides were then washed and incubated with secondary antibodies for 1 h at RT. Slides were washed and mounted in Fluoromount-G (Southern Biotech, #0100-01) with DAPI.

### RNAscope analysis of tissue cryosections

Tissues were fixed with 10% Neutral-Buffered Formalin (NBF) for 24 h at RT, washed with ice-cold PBS and incubated overnight with 30% sucrose in PBS. Mesenteries and intestines were embedded in OCT (Leica Biosystems, #14020108926) and kept at −80 °C until sectioning. For *Vegfc* mRNA detection, samples were processed according to the protocol provided by Advanced Cell Diagnostics (ACD, RNAscope Multiplex Fluorescent v2 Assay combined with Immunofluorescence). Briefly, 22 µm cryosections were thawed, fixed with 10% NBF and dehydrated with 50%, 70% and 100% EtOH in distilled water. Samples were then treated with RNAscope hydrogen peroxide and transferred in antigen retrieval buffer before the incubation with primary antibodies overnight at 4 °C. The next day, RNAscope Multiplex fluorescent v2 assay was performed using *Vegfc* and control probes (see Supplementary Table 2). To detect primary antibodies, Alexa-fluor secondary antibodies diluted in co-detection antibody diluent were added for 40 min at RT. Slides were incubated with DAPI and mounted in Fluoromount-G.

### Image acquisition and analysis

All images were captured using Leica SP8 or Zeiss LSM 980 confocal microscopes, and analyzed using Imaris, ImageJ and Photoshop softwares. All images of whole-mount mesenteric staining are shown in the same orientation, i.e. intestine at the bottom of the image.

### Cell isolation and scRNA-seq experiments

For all scRNA-seq experiments, *Esm1-CreERT2*^tg/+^ and *R26-mTmG*^tg/+^ E18.0 embryos (injected with 2 mg 4-OHT at E17.0) were dissected in ice-cold PBS. The small intestines and mesenteries were separated, and the pancreas and mesenteric lymph node were removed. The small intestines were cut open, and both tissues were thoroughly washed in ice-cold PBS. Mesenteries and intestines were then transferred in FACS complete medium (Phenol red-free DMEM with 5% FBS). Digestion was performed in PBS 0.1% BSA comprising 0.25 mg/ml Liberase DH (Roche, #05401054001) and 0.08 mg/ml DNaseI (Sigma, #DN25) at 37 °C for 30 min for mesenteries and 1 h for intestines. Digestion was completely stopped by adding FACS complete medium to the cell suspensions. Cells were subsequently filtered through a 40 µm cell strainer (Falcon, #352340) in FACS complete medium and centrifuged for 3 min at 4 °C.

For total mesenteric and small intestine cells, pellets were resuspended in red blood cell (RBC) lysis buffer (Sigma, #R7757) for 3 min at RT, and washed with FACS complete medium. Each cell suspension was directly loaded onto a microwell cartridge of the BD Rhapsody Express system (BD Biosciences, #400000847) and libraries were prepared using the BD Rhapsody WTA Reagent kit (BD Biosciences, #633802) following the manufacturer’s instructions. scRNA-seq libraries were evaluated and quantified by Agilent Bioanalyzer using High sensitivity DNA kit (#5067-4626) and Qubit (ThermoFisher Scientific, #Q32851). Individual libraries were pooled, diluted to 4 nM and sequenced by using NextSeq 500/550 High Output kit (150 cycle, Illumina) with a NextSeq500 sequencer (Illumina).

For fluorescence-activated cell sorting (FACS) of intestinal ECs, cell pellets were incubated with Fc block (antibody to CD16/32; BD Biosciences, #553142) for 10 min on ice and stained with conjugated antibodies in FACS buffer for 30 min (see Supplementary Table 3). All GFP^+^ and GFP^−^ ECs were individually sorted using a FACSAria Fusion (BD Biosciences). GFP^+^ ECs (around 9000 cells) were complemented with GFP^−^ ECs to reach a total of 40,000 cells and further processed for scRNA-seq library preparation and sequencing as described for total intestinal and mesenteric cells.

### scRNA-seq preprocessing

Raw FASTQ reads were quality and adapter trimmed using TrimGalore! (version 0.6.4 length cutoff 66, quality cutoff 20). The UMI, complex barcode, and sample tags were extracted and demultiplexed using custom scripts (rhapsody-extract-barcode and rhapsody-demultiplex).

Reads were mapped to the GRCm38 reference genome, *Esm1-CreERT2*^tg/+^, and *R26-mTmG*^tg/+^ construct sequences with Gencode annotations vM22, using STAR version 2.7.3a^90^ (–soloType CB_UMI_Simple –soloCellFilter None –soloFeatures Gene –soloCBstart 1 –soloCBlen 27 –soloUMIstart 28 –soloUMIlen 8 –outFilterMultimapNmax 1 –soloCBwhitelist rhapsody_whitelist.txt).

Raw counts were imported as AnnData^91^ objects. We removed low complexity barcodes with the knee plot method, and further filtered out cells with a total contribution above 20% of reads belonging to mitochondrial mRNA. Doublets were predicted with scrublet^92^ and cells with a doublet score above 0.1 have been removed. Finally, each sample’s gene expression matrix was normalized using scran (1.22.1)^93^ with Leiden clustering^94^ input at resolution 0.5.

G2/M and S phase scores were assigned to each cell using gene lists from ref.^95^ and the scanpy (1.8.2)^96^ sc.tl.score_genes_cell_cycle function. In some analyses, the Scanpy sc.pp.regress_out was used to regress out these scores in UMAP and clustering.

Additionally, we used Tricycle (version 1.16.0)^43^ to predict cell-cycle phase using “project_cycle_space” with “species = mouse”, followed by “estimate_cycle_position”. Cells were assigned a cell-cycle phase by Tricycle score: 0.5π − π = S-phase; π − 1.75π = G2M-phase; other: G1-phase.

### scRNA-seq embedding, clustering and annotation

At this stage, samples were merged. For 2D embedding, the expression matrix was subset to the 2000 most highly variable genes (sc.pp.highly_variable_genes, flavor “seurat”). The top 50 principal components (PCs) were calculated and batch-corrected using Harmony (0.0.5)^97^. The PCs served as basis for k-nearest neighbor calculation (sc.pp.neighbors, n_neighbors=30), which were used as input for UMAP^98^ layout (sc.tl.umap, min_dist=0.3).

Known marker genes were plotted using Scanpy (1.7.1) scanpy.pl.dotplot, cell populations were clustered using scanpy.tl.leiden at resolution 0.1 for annotation. The endothelial cell population was subclustered separately at Leiden resolution 0.9, and annoated using known marker genes.

### scRNA-seq trajectory and pseudotime analyses

PAGA^44^ from the Scanpy package was used to calculate non-mitotic EC population connectivities and determine trajectories. Based on PAGA and Esm1 lineage tracing information, we calculated diffusion pseudotime^44,99^ using scanpy.tl.dpt, choosing the Venous EC1 population as starting cluster.

Expression values for all genes with a minimum average normalised expression larger than 0.3 to reduce noise were binned into 200 bins according to pseudotime. The resulting z-transformed matrix was clustered hierarchically (scipy 1.10.0 scipy.cluster.hierarchical, Ward linkage, Euclidian distance metric) to identify gene expression patterns. Clusters were obtained with a tree distance cutoff of 60 in the dendrogram. Profiles for select clusters were plotted along binned pseudotime, celltype annotations for each bin were determined by majority vote. In profile plots for individual genes, the confidence interval of expression values is plotted as grey background (1.96*SD(expr)/sqrt(n)).

Enrichr^100^ was used to calculate Gene Ontoloy (BP, CC) enrichment on the expression profile cluster containing Esm1.

### Integration with P6 retinal endothelial tip cells

For the comparison of Esm1^+^ cells from the intestinal villus with sprouting retinal tip cells, we reprocessed the publicly available single-cell data from Zarkada et al. 2021^46^. Raw FASTQ files from P6 WT were processed analogously to the intestine and mesentery samples above. Divergent STARsolo options were “–soloType Droplet –soloCBwhitelist 10xv3_whitelist.txt –soloCBlen 16 –soloUMIstart 17 –soloUMIlen 10”. Mitochondrial mRNA content cutoff was set to 10%. AnnData objects were merged (outer join) with intestine and mesentery data using Scanpy concatenate. The merged data was reclustered at Leiden resolution 0.05 to identify ECs; the EC population was then further subclustered at resolution 1.0 to identify and remove contaminants and doublets. ECs from the Zarkada et al. data were subclustered at resolution 0.7, and the Esm1^+^ cluster was identified and annotated accordingly. Differential expression was performed on Esm1^+^ clusters from the original and Zarkada et al. data using a pseudobulk approach based on pyDESeq2^101^.

### Quantifications and statistics

For whole-mount mesenteric artery and lymphatic vessel analysis, mesenteric tissue (DAPI), artery (CD31^+^ SOX17^+^) and lymphatic vessel (PROX1^+^) areas and artery length were quantified using Photoshop and ImageJ softwares. In E18.5 Esm1 lineage tracing experiments, GFP^+^ cells in the mesenteric arteries were manually counted. In other embryonic mesenteric tissue lineage tracing experiments and in long-term loss-of-function experiments, whole mesentery GFP^+^ areas in CD31^+^ SOX17^+^ areas were quantified using Photoshop and ImageJ softwares. For *Aplnr-CreERT2*-controlled GFP expression experiments, high magnification images close to the intestine were analyzed. For whole-mount intestinal tissue analysis, GFP^+^, SOX17^+^ and intestinal tissue area were quantified using Photoshop and ImageJ softwares. For Caspase-3 staining analysis in whole-mount intestinal tissue, Caspase-3 intensity in CD31^+^ and GFP^+^ areas were quantified in 3D using Imaris software. In the 10-h Esm1 lineage tracing experiment using E14.0 embryonic intestine, total ERG^+^, ERG^+^ Esm1^+^, ERG^+^ GFP^+^, and ERG^+^ Esm1^+^ GFP^+^ cells were quantified using Photoshop and ImageJ software. For large mesenteric artery and intestinal submucosal artery analysis, at least 3 high magnification images were taken per sample. CD31^+^ SOX17^+^ artery area, length, GFP^+^ area and nuclear density were quantified using Photoshop and ImageJ softwares. GFP^+^ cells with changes in morphology (elongated *vs* round) were counted using Photoshop and ImageJ softwares.

In the embryonic intestinal villus lineage tracing experiments, GFP^+^ area in CD31^+^ SOX17^+^ and CD31^+^ SOX17^−^ areas were quantified using Photoshop and ImageJ softwares. For villus blood capillary length and width, images were directly quantified in 3D using Imaris software. For villus blood and lymphatic vessels, ERG^+^ nucleus, SOX17^+^ nucleus and GFP^+^ 3D volume and intensity analysis, images were quantified using Imaris software. In *Itgb1*^i*Esm1*KO^, *Itgb1*^i*Esm1*HET^ and control littermates, 6-13 villi per sample were analyzed. In *Vegfc*^i*Bmx*KO^ and control littermates, 12-29 villi per sample were analyzed. Villus SOX17^+^ arterial branch diameter and proportion of villus with more than one SOX17^+^ branch was quantified using Imaris, Photoshop and ImageJ softwares. In MAZ51-treated and DMSO control embryo experiments, 4-5 images comprising around 3 villi each were analyzed. Villus Caspase-3 intensity was directly quantified in 3D using Imaris software. In *Flt4*^i*Aplnr*KO^ and control littermates, 20-26 villi per sample were analyzed. In *Flt4*^i*Esm1*KO^, *Flt4*^i*Esm1*HET^ and control littermates, 16-31 villi per sample were analyzed. Villus VEGFR3 areas were quantified in 3D using Imaris software. For Esm1, LAMA4, COLIV, VEGFR3 and CD31 intensity quantifications, 7-15 villi per sample were analyzed. Each villus was divided into top and bottom villus capillary network area. In both top and bottom areas, vessel volume and staining intensities were quantified using Imaris software. For proliferation analyses, cells were double-stained for ERG and/or SOX17 and EdU. For embryonic intestinal villi, 6-9 high magnification images were analyzed. For embryonic mesenteries, 3 mesenteric artery branches per sample were imaged and analyzed. Double ERG and EdU masks were generated using Imaris software and cells were quantified using Photoshop and ImageJ softwares, counting as positive only cells in which all ERG^+^ area was EdU^+^.

In *Itgb1*^i*Esm1*HET^ and *Itgb1*^i*Esm1*KO^ postnatal experiments, whole retinas were analyzed using Photoshop and ImageJ softwares. For Esm1^+^ area quantification in adult villi, 5 images per animals, comprising around 3 villi each were quantified. CAV1^+^ Esm1^+^ and CAV1^+^ EMCN^+^ Esm1^+^ masks were generated using Imaris software and areas were quantified using Photoshop and ImageJ softwares. For GFP^+^ area quantification in EMCN^+^ and EMCN^−^ of the adult villus, 9-12 images comprising around 3 villi each were analyzed. VEGFR2^+^ GFP^+^ and VEGFR2^+^ EMCN^+^ GFP^+^ masks were generated using Imaris software and areas were quantified using Photoshop and ImageJ softwares.

The number of embryos (*n* = X) analyzed is indicated for each image in the corresponding figure legend. Differences were considered statistically significant at *P* < 0.05. Data are shown as mean ± SD.

Statistical analyses were performed with Graphpad Prism9 v.9.4.0. For groups with equal variance, the unpaired t-test was used, whereas Welch’s t-test was used for groups with unequal variance. Comparisons among multiple groups were done using either one-way ANOVA or Browne-Forsythe and Welch ANOVA with a specific post-hoc test for multiple comparisons. The source data used for quantitative analysis, as well as detailed statistical results are provided in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&amp;acc=GSE275961. Previously published scRNA-seq datasets analysed in conjunction with data from this study can be found at GSE175895 Zarkada et al., P6 WT. All measurements used for quantification are provided in the Source Data file along with the results of the different statistical analysis performed. Source data are provided in this paper. Source data are provided with this paper.

# Supplementary material for: Artery formation in the intestinal wall and mesentery by intestine-derived Esm1+ endothelial cells
**Source:** Nat Commun. 2025 Sep 25;16:8423. doi: 10.1038/s41467-025-64047-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Artery formation in the intestinal wall and mesentery by intestine-derived Esm1+ endothelial cells**

Esther Bovay<sup>1</sup>, Kai Kruse<sup>2</sup>, Emma C. Watson<sup>1</sup>, Vishal Mohanakrishnan<sup>1</sup>, Martin Stehling<sup>3</sup>, Frank Berkenfeld<sup>1</sup>, Mara E. Pitulescu<sup>4</sup>, Mark L. Kahn<sup>5</sup> and Ralf H. Adams<sup>1#</sup>

**Keywords:** Endothelial cells, intestine, mesentery, artery development, single-cell RNA sequencing.

**Conflict of interests:** authors declare no conflict of interests

Ralf H. Adams  
Department of Tissue Morphogenesis  
Max-Planck-Institute for Molecular Biomedicine and University of Münster  
D-48149 Münster, Germany  

# Supplementary Figure 1

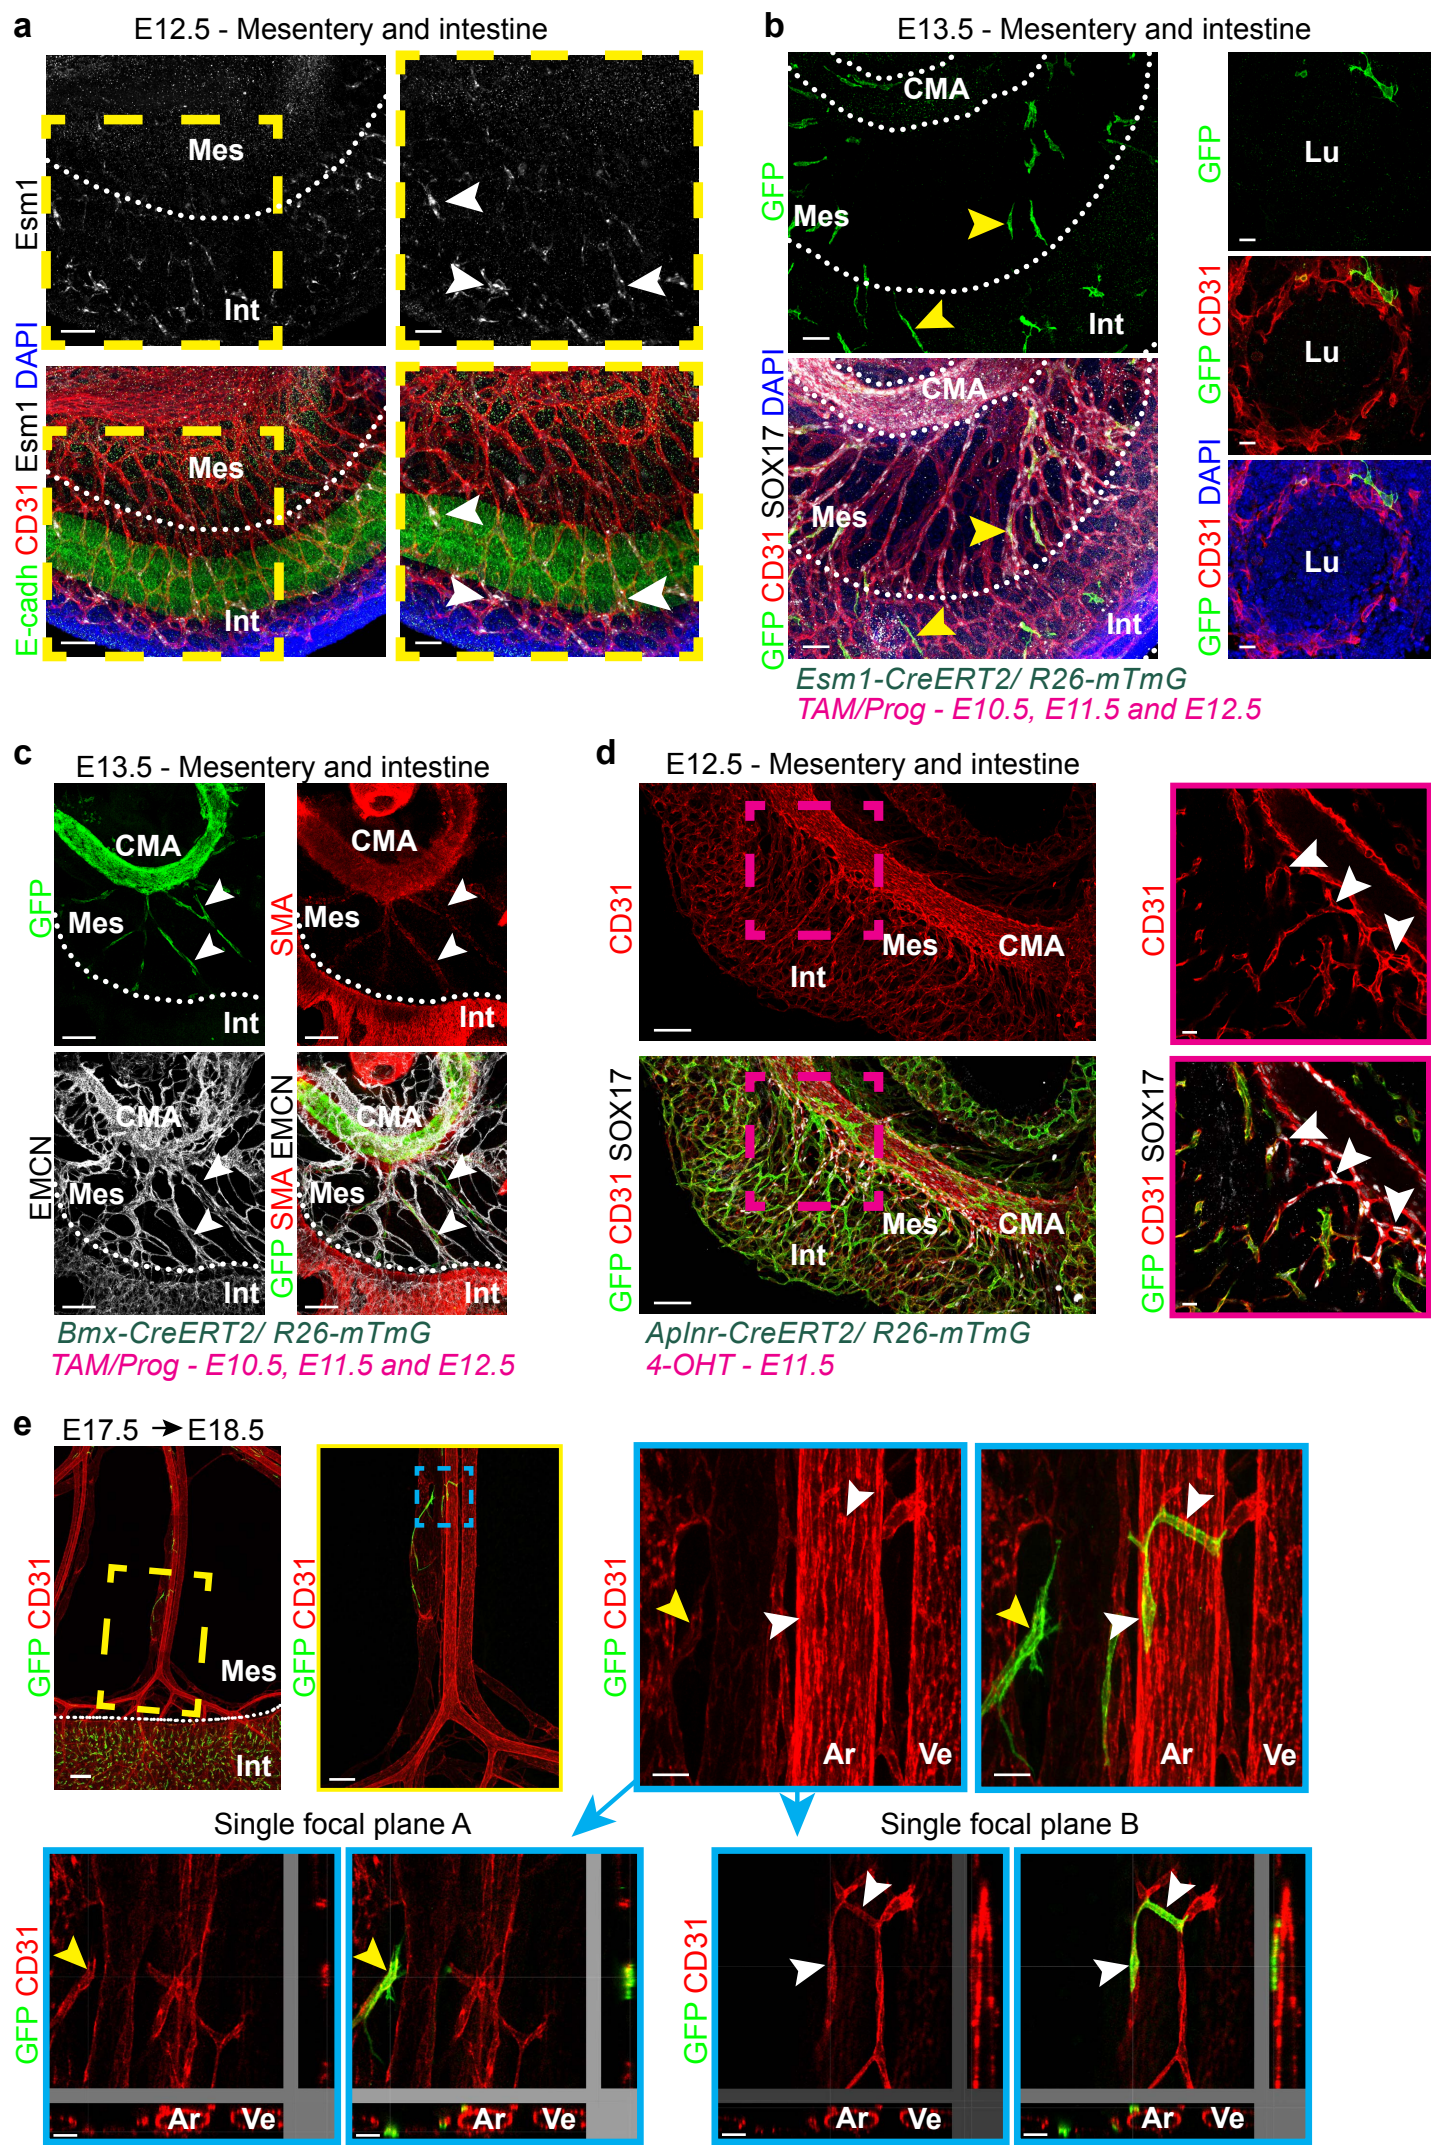

**Supplementary Figure 1. *Esm1*<sup>+</sup> cells contribute to SOX17<sup>+</sup> mesenteric vessels before intestinal stratification.**

(a) Whole-mounts of E12.5 mesentery and intestine stained for *Esm1* (white arrowheads), CD31 (red), E-cadherin (green) and DAPI (blue). Mesentery (Mes) and intestine (Int) are indicated.  $n = 3$ . Scale bars, 50 and 30  $\mu\text{m}$ . (b) Whole-mounts of E13.5 mesentery and intestine after daily tamoxifen treatment from E10.5 showing *Esm1-CreERT2*-labelled GFP<sup>+</sup> ECs (green, arrowheads) in the SOX17<sup>+</sup> mesenteric vasculature. CD31 (red), SOX17 (white) and DAPI (blue). Cranial mesenteric artery (CMA), mesentery (Mes), intestinal lumen (Lu), and intestine (Int) are indicated.  $n = 3$ . Scale bar, 50  $\mu\text{m}$ . (c) Whole-mount of E13.5 mesentery and intestine after daily tamoxifen treatment from E10.5 showing *Bmx-CreERT2*-labelled GFP<sup>+</sup> (green, arrowheads) ECs in the EMCN<sup>+</sup> mesenteric vasculature. SMA (red) and EMCN (white). Cranial mesenteric artery (CMA), mesentery (Mes) and intestine (Int) are indicated.  $n = 4$ . Scale bar, 150  $\mu\text{m}$ . (d) At E12.5, mesenteric SOX17<sup>+</sup> capillaries connected to the CMA are *Aplnr*<sup>low</sup> (arrowheads). *Aplnr-CreERT2* lineage tracing for 24h. GFP (green), SOX17 (white) and CD31 (red). Cranial mesenteric artery (CMA), mesentery (Mes) and intestine (Int) are indicated.  $n = 5$ . Scale bars, 100 and 20  $\mu\text{m}$ . (e) High magnification images and single focal planes of whole-mount of E18.5 mesentery and intestine shown in Fig. 1d (after 1 day of lineage tracing). GFP (green) and CD31 (red). Yellow arrowhead marks CD31<sup>+</sup> GFP<sup>+</sup> sprouting cell and white arrowheads indicate CD31<sup>+</sup> GFP<sup>+</sup> capillaries in the vicinity of the mesenteric artery. Mesentery (Mes), intestine (Int), artery (Ar) and vein (Ve) are indicated.  $n = 6$ . Scale bars, 200, 100 and 20  $\mu\text{m}$ .

# Supplementary Figure 2

**a** E13.5 → E14.5 (24h)

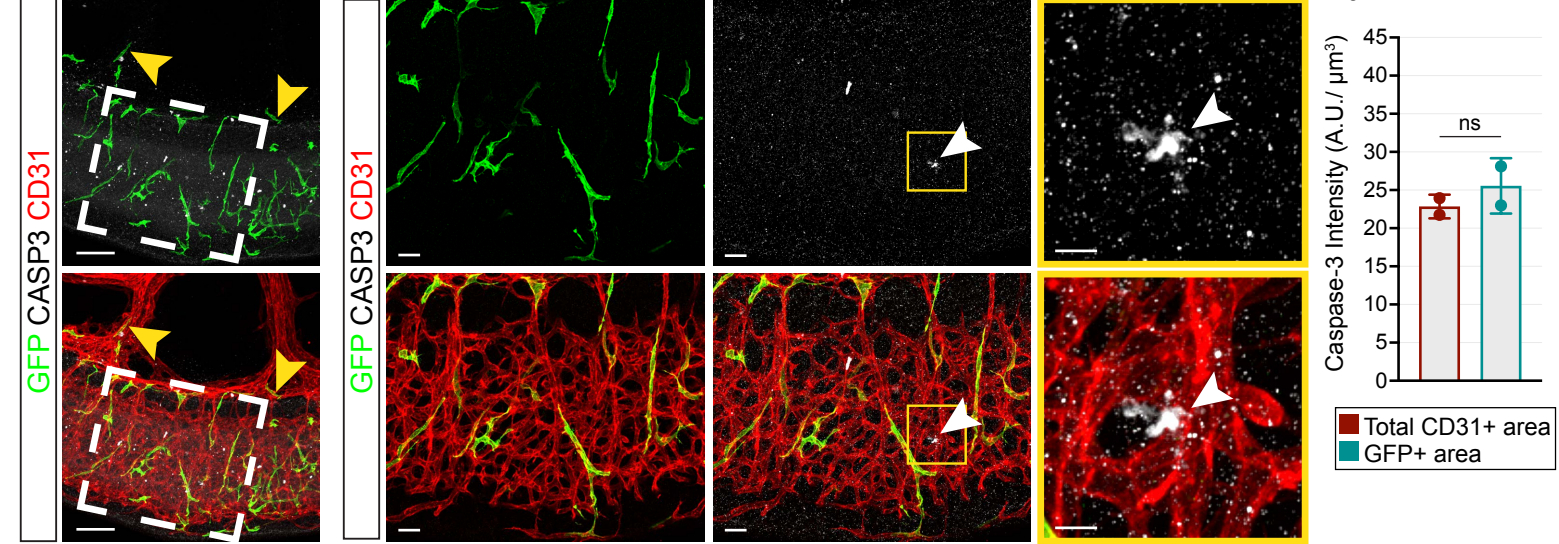

**c** E13.5 → E14.0 (10h)

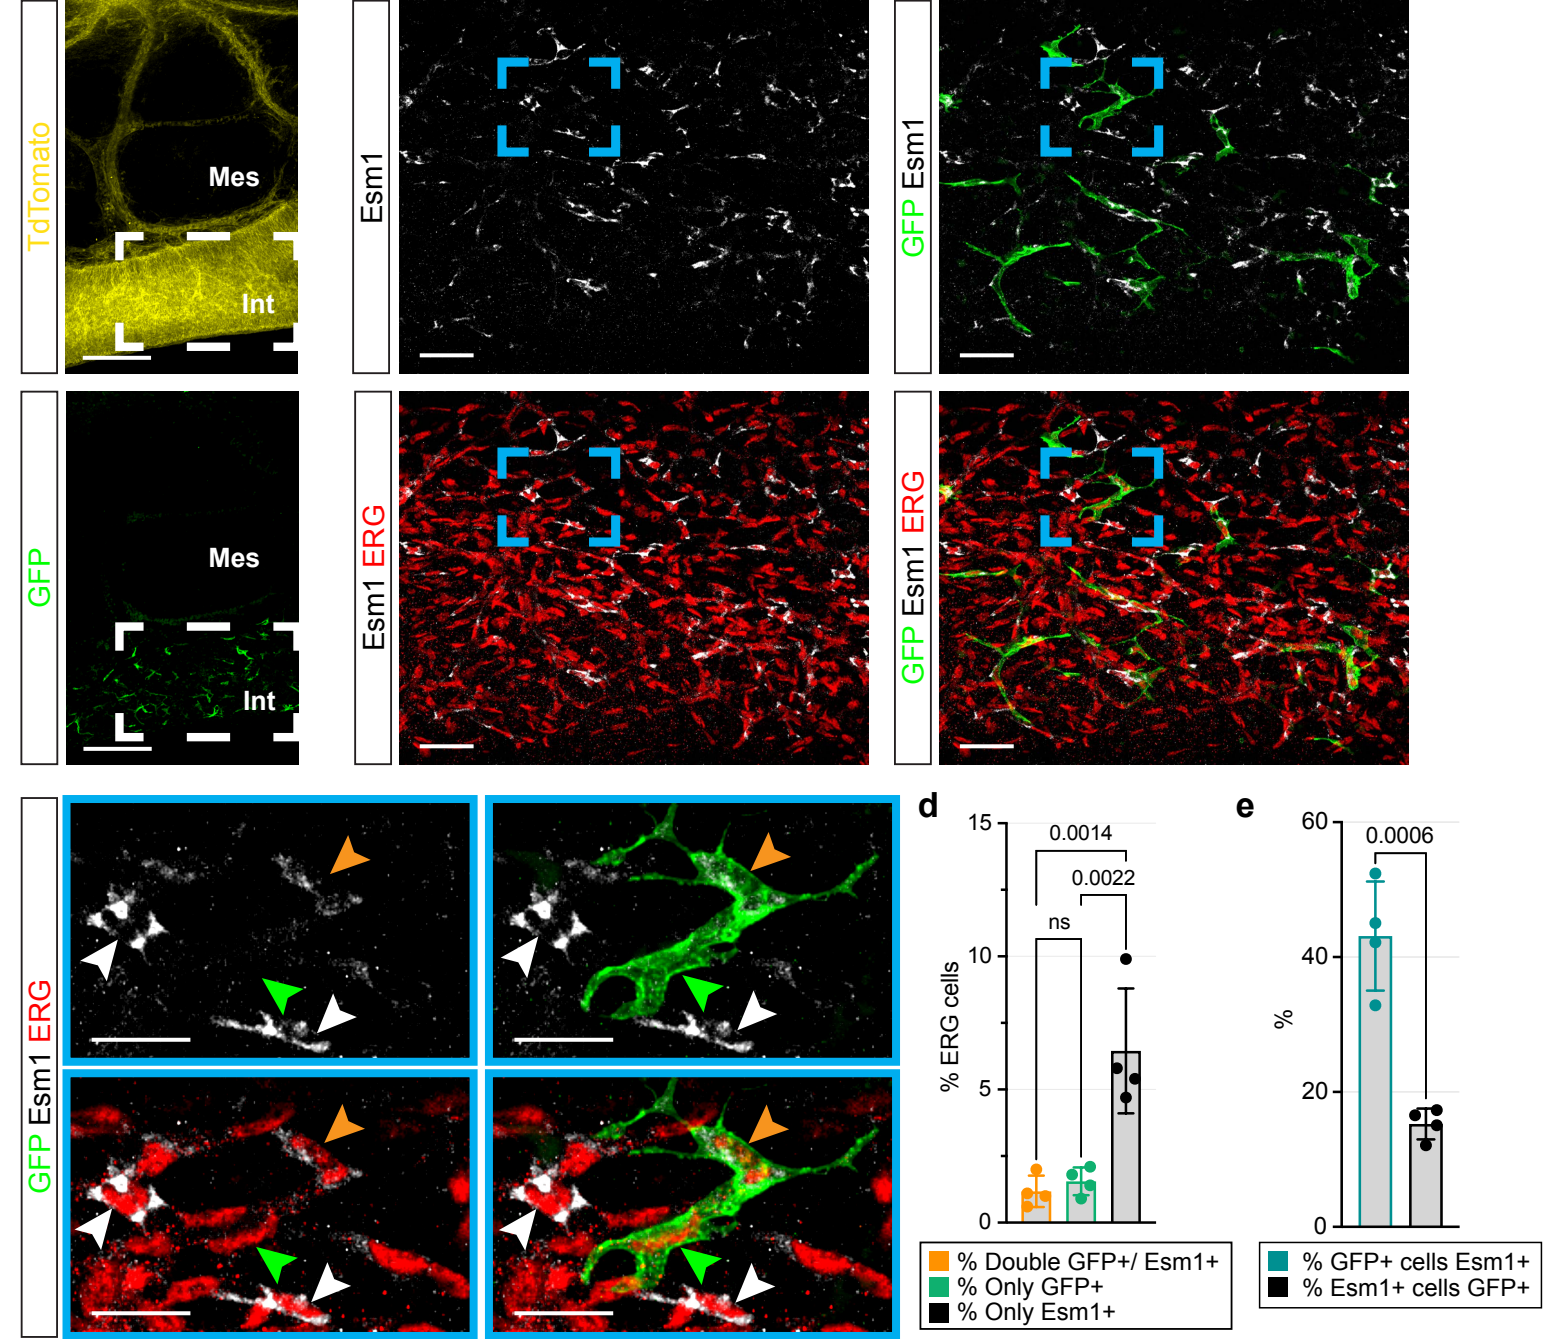

**Supplementary Figure 2. *Esm1-CreERT2* activity does not fully represent total embryonic intestinal *Esm1*<sup>+</sup> ECs.**

**(a)** Whole-mount of E14.5 mesentery and intestine after *Esm1* lineage tracing starting at E13.5. GFP (green), CD31 (red) and CASP3 (white). Yellow arrowheads mark GFP<sup>+</sup> cells in mesenteric arteries, white arrowhead indicates CASP3<sup>+</sup> cell.  $n = 2$ . Scale bars, 100, 30 and 10  $\mu\text{m}$ . **(b)** Quantification of CASP3 intensity (A.U.) normalized to blood vessel (CD31<sup>+</sup>) or GFP<sup>+</sup> volume ( $\mu\text{m}^3$ ). **(c)** Whole-mount of E14.0 mesentery and intestine after *Esm1* lineage tracing for 10h. GFP (green), ERG (red), *Esm1* (white) and Tdtomato (yellow). White arrowheads mark GFP<sup>-</sup> *Esm1*<sup>+</sup> cells, orange arrowhead marks GFP<sup>+</sup> *Esm1*<sup>+</sup> cell and green arrowhead marks GFP<sup>+</sup> *Esm1*<sup>-</sup> cell. Mesentery (Mes) and intestine (Int) are indicated.  $n = 4$ . Scale bars, 300, 50 and 25  $\mu\text{m}$ . **(d)** Proportion of ERG<sup>+</sup> ECs labeled for both GFP<sup>+</sup>/*Esm1*<sup>+</sup>, only GFP<sup>+</sup> or only *Esm1*<sup>+</sup>. P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean  $\pm$  SD. **(e)** Proportion of GFP<sup>+</sup> cells co-staining with *Esm1* and proportion of *Esm1*<sup>+</sup> cells co-staining with GFP<sup>+</sup>. P value, 2-tailed unpaired Student's  $t$  test; Error bars, Mean  $\pm$  SD.

# Supplementary Figure 3

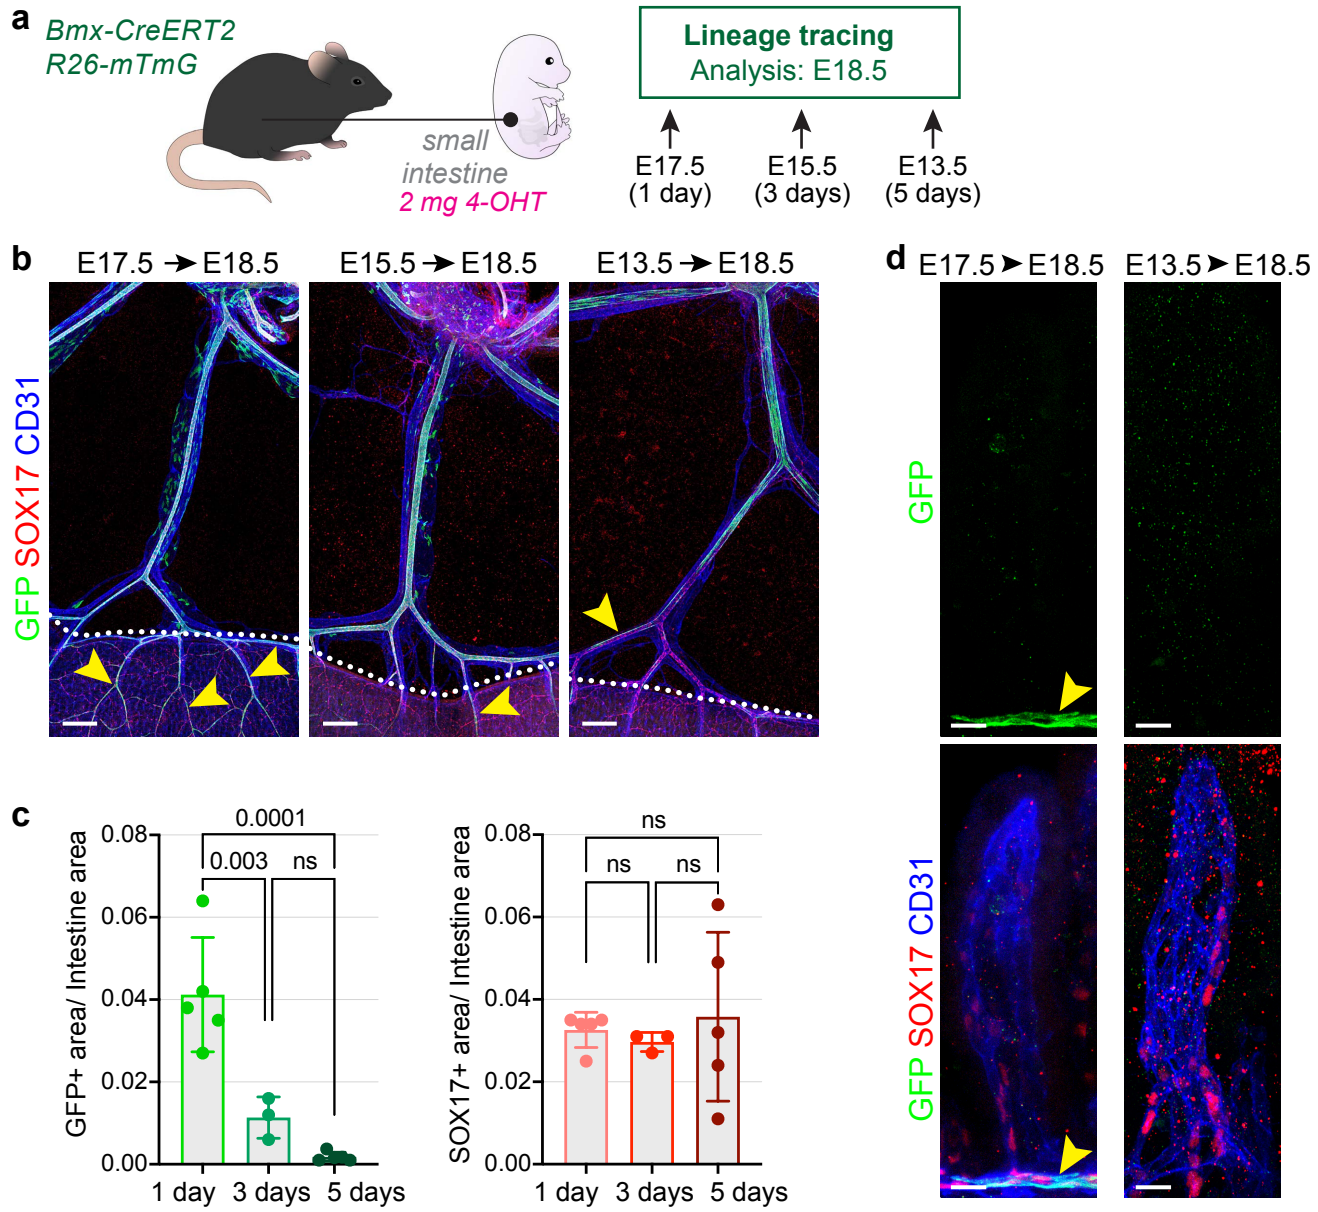

**Supplementary Figure 3. *Bmx*-negative ECs contribute to the expansion of large mesenteric arteries.**

(a) Scheme depicting the experimental design for the tracking of  $BMX^{+}$  cells. (b) *Bmx-CreERT2*-controlled GFP expression (green) predominantly marks large  $SOX17^{+}$  (red) arteries (arrowheads) in E18.5 mesenteries. CD31 (blue). 1 day  $n = 5$ ; 3 days  $n = 3$ ; 5 days  $n = 5$ . Scale bar, 300  $\mu\text{m}$ . (c) Quantification of  $GFP^{+}$  and  $SOX17^{+}$  area in the intestinal tissue ( $\mu\text{m}^2$ , normalized to tissue area). P values, 1-way ANOVA with Tukey post-hoc test ( $GFP^{+}$  area) and Brown-Forsythe and Welch ANOVA with Dunnett post-hoc test ( $SOX17^{+}$  area); Error bars, Mean  $\pm$  SD. (d)  $GFP^{+}$  (green) signal is only found in submucosal arteries (arrowhead) after short-term (24 hours) tracking, whereas  $SOX17^{+}$  (red) villus capillaries are devoid of  $GFP^{+}$  cells in the E18.5 villus. CD31 (blue). 1 day  $n = 5$ ; 5 days  $n = 5$ . Scale bar, 20  $\mu\text{m}$ .

# Supplementary Figure 4

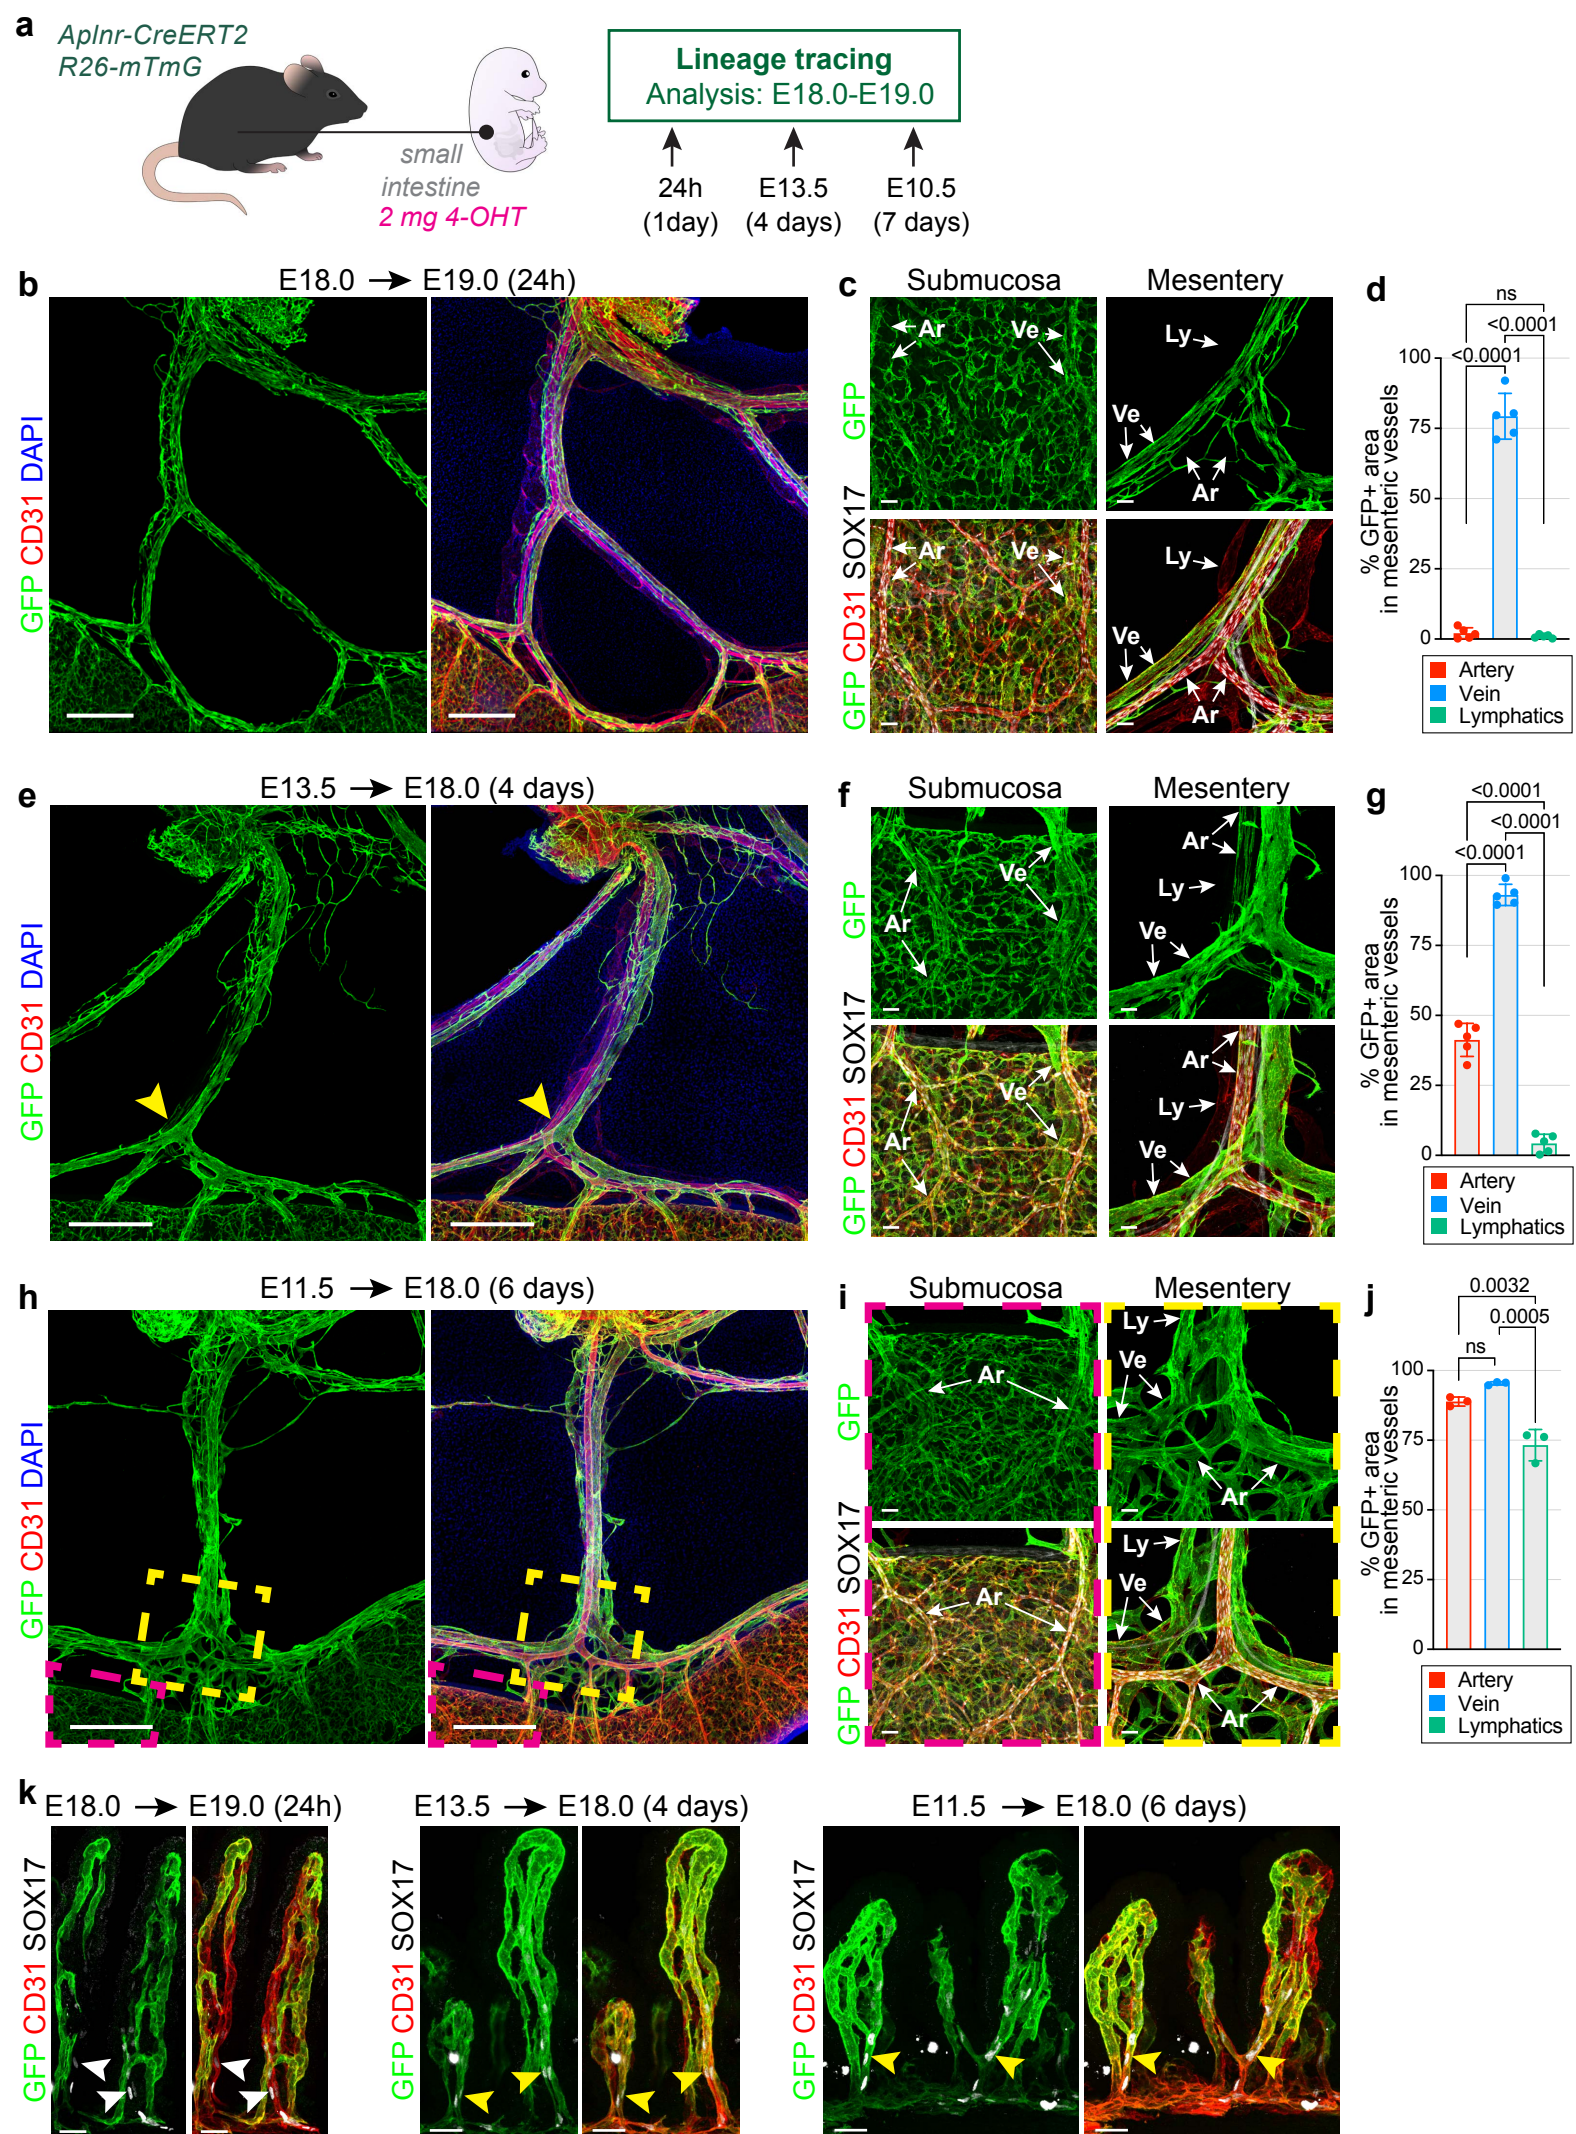

**Supplementary Figure 4. Intestinal *Aplnr*-derived ECs generate the mesenteric artery.**

(a) Scheme depicting the experimental design for the tracking of *Aplnr*<sup>+</sup> cells. (b, e) *Aplnr*-*CreERT2*-controlled GFP expression (green) predominantly marks large veins and capillaries in E18.0/E19.0 mesenteries 24h after 4-OHT. *Aplnr*<sup>+</sup> cell progeny (green) contributes to the large mesenteric arteries close to the intestine 4 days after 4-OHT. GFP (green), CD31 (red) and DAPI (blue). Yellow arrowhead indicates GFP<sup>+</sup> artery. 24h E18.0 *n* = 4; 24h E19.0 *n* = 1; 4 days E18.0 *n* = 5. Scale bar, 500  $\mu$ m. (c, f) High magnification images of the intestinal submucosa and mesentery area with SOX17<sup>+</sup> (white) arteries. Arrows point at Arteries (Ar), veins (Ve) and lymphatics (Ly). Scale bar, 50  $\mu$ m. (d, g) Proportion of GFP<sup>+</sup> arteries, veins and lymphatics 24h and 4 days after 4-OHT ( $\mu$ m<sup>2</sup>, normalized to vessel area). P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean  $\pm$  SD. (h) Whole-mount of E18.0 mesentery and intestine showing that from E11.5, *Aplnr*<sup>+</sup> cell progeny (green) contribute to veins, capillaries and arteries. GFP (green), CD31 (red) and DAPI (blue). E18.0 *n* = 3. Scale bar, 500  $\mu$ m. (i) High magnification images of the intestinal submucosa and mesentery. Arrows point at GFP signal in capillaries, veins (Ve), lymphatics (Ly) and SOX17<sup>+</sup> (white) arteries (Ar). Scale bar, 50  $\mu$ m. (j) Proportion of GFP<sup>+</sup> arteries, veins and lymphatics 6 days after 4-OHT ( $\mu$ m<sup>2</sup>, normalized to vessel area). P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean  $\pm$  SD. (k) In the embryonic intestine, *Aplnr*-*CreERT2*-labeled (GFP<sup>+</sup>, green) villus capillaries (CD31, red) are SOX17<sup>-</sup> (SOX17, white) 24h after 4-OHT. 4 days and 6 days after 4-OHT most of the villus capillaries are GFP<sup>+</sup>. White arrowheads, SOX17<sup>+</sup> GFP<sup>-</sup> villus capillaries. Yellow arrowheads, SOX17<sup>+</sup> GFP<sup>+</sup> villus capillaries. 24h *n* = 5; 4 days *n* = 5; 6 days *n* = 3. Scale bar, 30  $\mu$ m.

Supplementary Figure 5

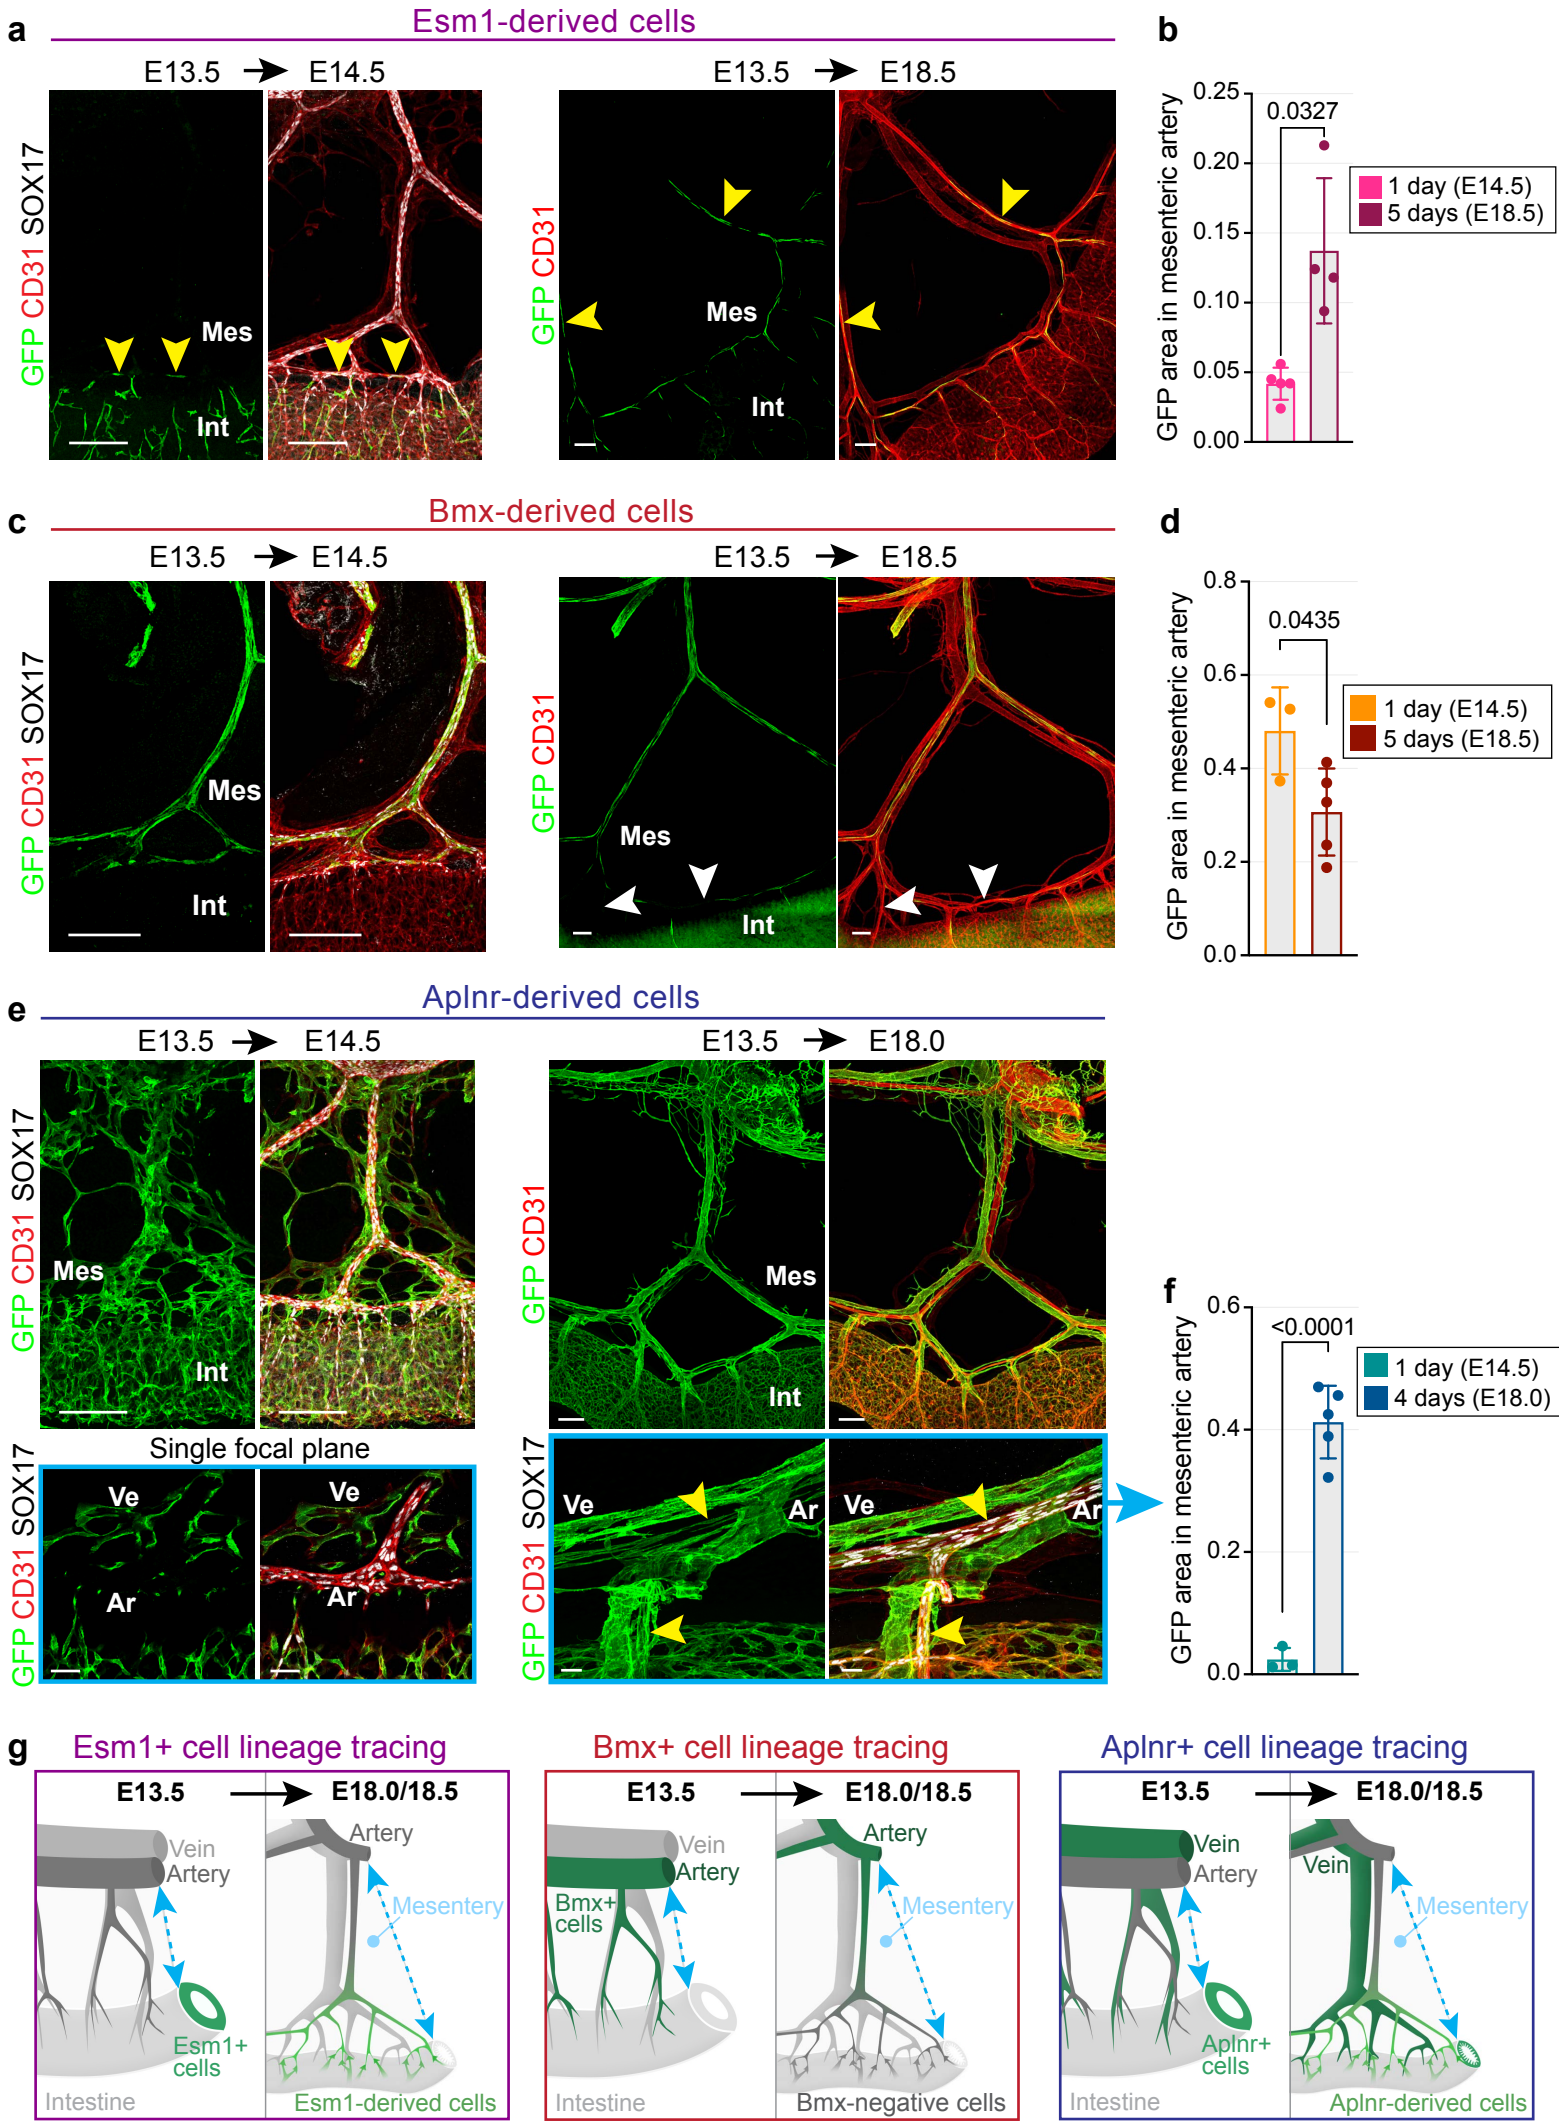

**Supplementary Figure 5. Venous-derived intestinal Esm1<sup>+</sup> cells give rise to Bmx<sup>+</sup> arterial ECs.**

**(a)** Whole-mount of E14.5 and E18.5 mesentery and intestine after Esm1 lineage tracing starting at E13.5. GFP (green), CD31 (red) and SOX17 (white). Yellow arrowheads mark GFP<sup>+</sup> cells in mesenteric arteries. Mesentery (Mes) and Intestine (Int) are indicated. Scale bar, 200  $\mu\text{m}$ . **(b)** Proportion of GFP<sup>+</sup> mesenteric arteries after 4-OHT at E13.5 ( $\mu\text{m}^2$ , normalized to vessel area). P value, Welch's *t* test. Error bars, Mean  $\pm$  SD. **(c)** Whole-mount of E14.5 and E18.5 mesentery and intestine after Bmx lineage tracing starting at E13.5. GFP (green), CD31 (red) and SOX17 (white). White arrowheads mark CD31<sup>+</sup> GFP<sup>-</sup> mesenteric arteries close to the intestine. Mesentery (Mes) and Intestine (Int) are indicated. Scale bar, 200  $\mu\text{m}$ . **(d)** Proportion of GFP<sup>+</sup> mesenteric arteries after 4-OHT at E13.5 ( $\mu\text{m}^2$ , normalized to vessel area). P value, 2-tailed unpaired Student's *t* test. Error bars, Mean  $\pm$  SD. **(e)** Whole-mount of E14.5 and E18.0 mesentery and intestine after Aplnr lineage tracing starting at E13.5. GFP (green), CD31 (red) and SOX17 (white). Yellow arrowheads mark GFP<sup>+</sup> cells in mesenteric arteries. Mesentery (Mes), Intestine (Int), Vein (Ve) and Artery (Ar) are indicated. Scale bar, 200  $\mu\text{m}$ . **(f)** Proportion of GFP<sup>+</sup> cells in mesenteric arteries leaving the intestine after 4-OHT at E13.5 ( $\mu\text{m}^2$ , normalized to vessel area). The E18.0 time point result is also shown in Supplementary Fig. 4g. P value, 2-tailed unpaired Student's *t* test. Error bars, Mean  $\pm$  SD. **(g)** Intestinal Esm1-derived and Aplnr-derived cells give rise to Bmx<sup>+</sup> arterial ECs in the submucosal and mesenteric arterial network.

Supplementary Figure 6

a

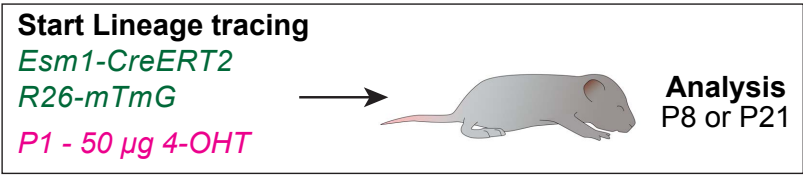

b

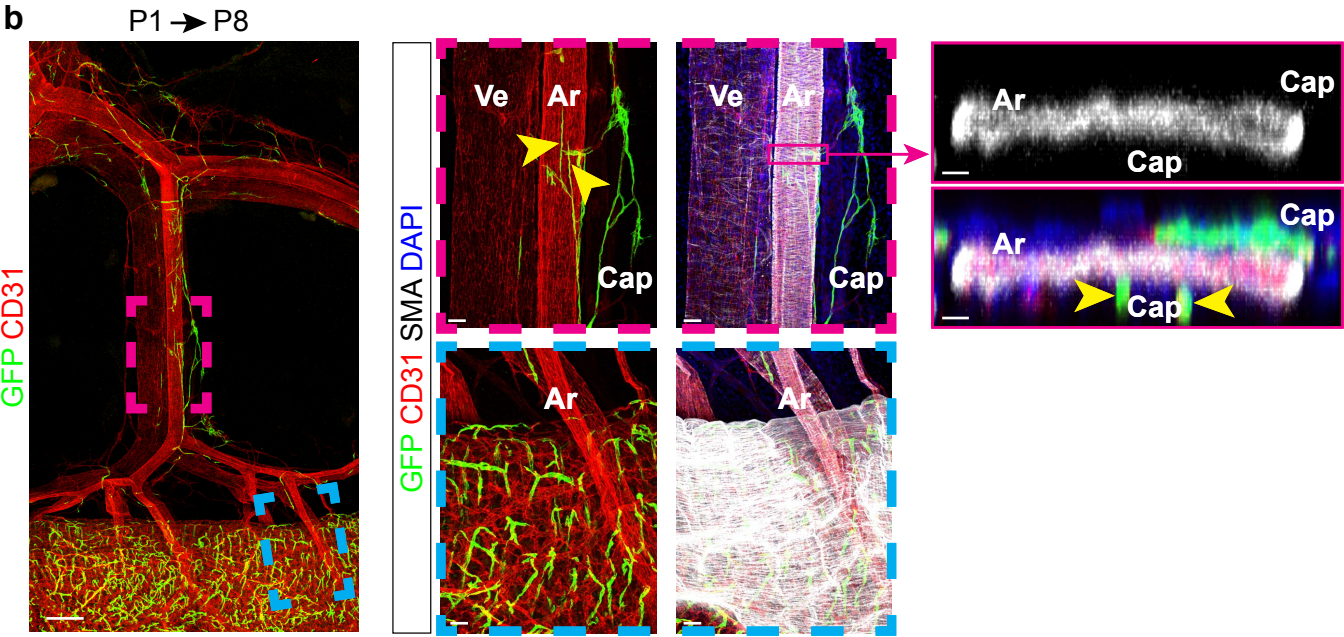

c

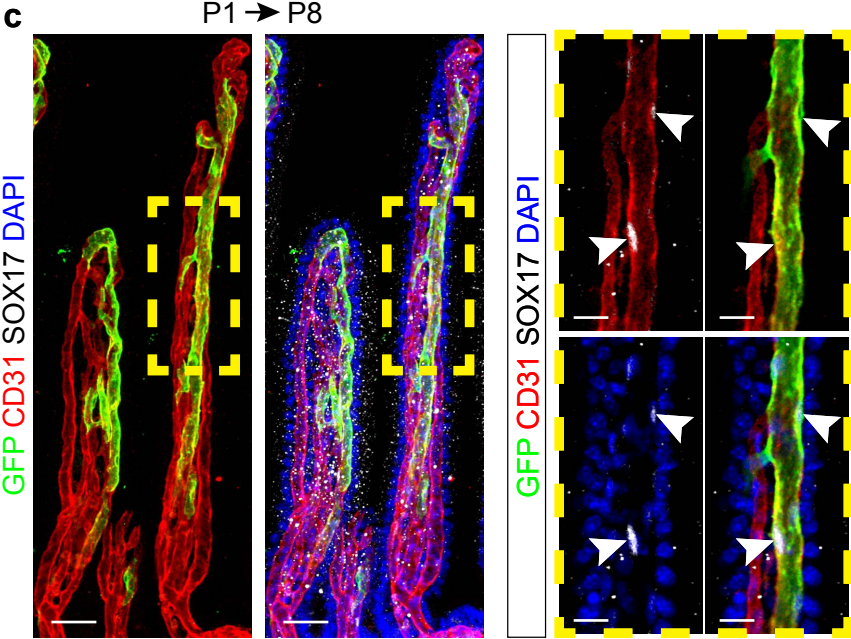

d

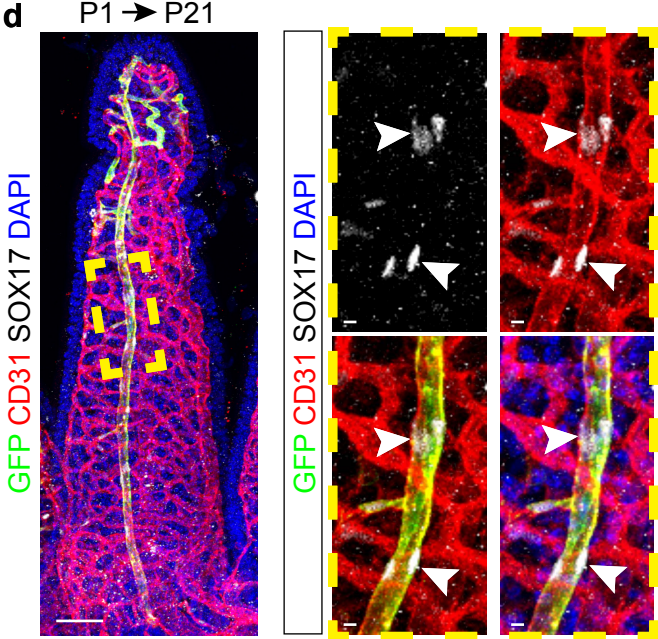

**Supplementary Figure 6. *Esm1*-derived ECs make limited postnatal contribution to mesenteric arteries.**

(a) Experimental design for the tracking of *Esm1*<sup>+</sup> cell progeny after birth. (b) Whole-mount of P8 mesentery and intestine with high magnification and frontal view (20 µm depth) showing that GFP signal (green) remains in the intestine and mesenteric capillaries (arrowheads) at 7 days after 4-OHT administration. CD31 (red), SMA (white) and DAPI (blue). Capillary (Cap), artery (Ar) and vein (Ve) are indicated. *n* = 3. Scale bars, 300, 50 and 10 µm. (c) GFP<sup>+</sup> ECs remain in the postnatal villus after 7 days of lineage tracing (analysis at P8). GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). Arrows point at GFP<sup>+</sup> SOX17<sup>+</sup> ECs. *n* = 4. Scale bars, 40 and 15 µm. (d) Whole-mount of P21 intestine showing that *Esm1-CreERT2*-labeled ECs contribute to the SOX17<sup>+</sup> arterioles (arrowheads) inside villi after 20 days of lineage tracing. GFP (green), CD31 (red), SOX17 (white) and DAPI (blue). *n* = 3. Scale bars, 50 and 5 µm.

Supplementary Figure 7

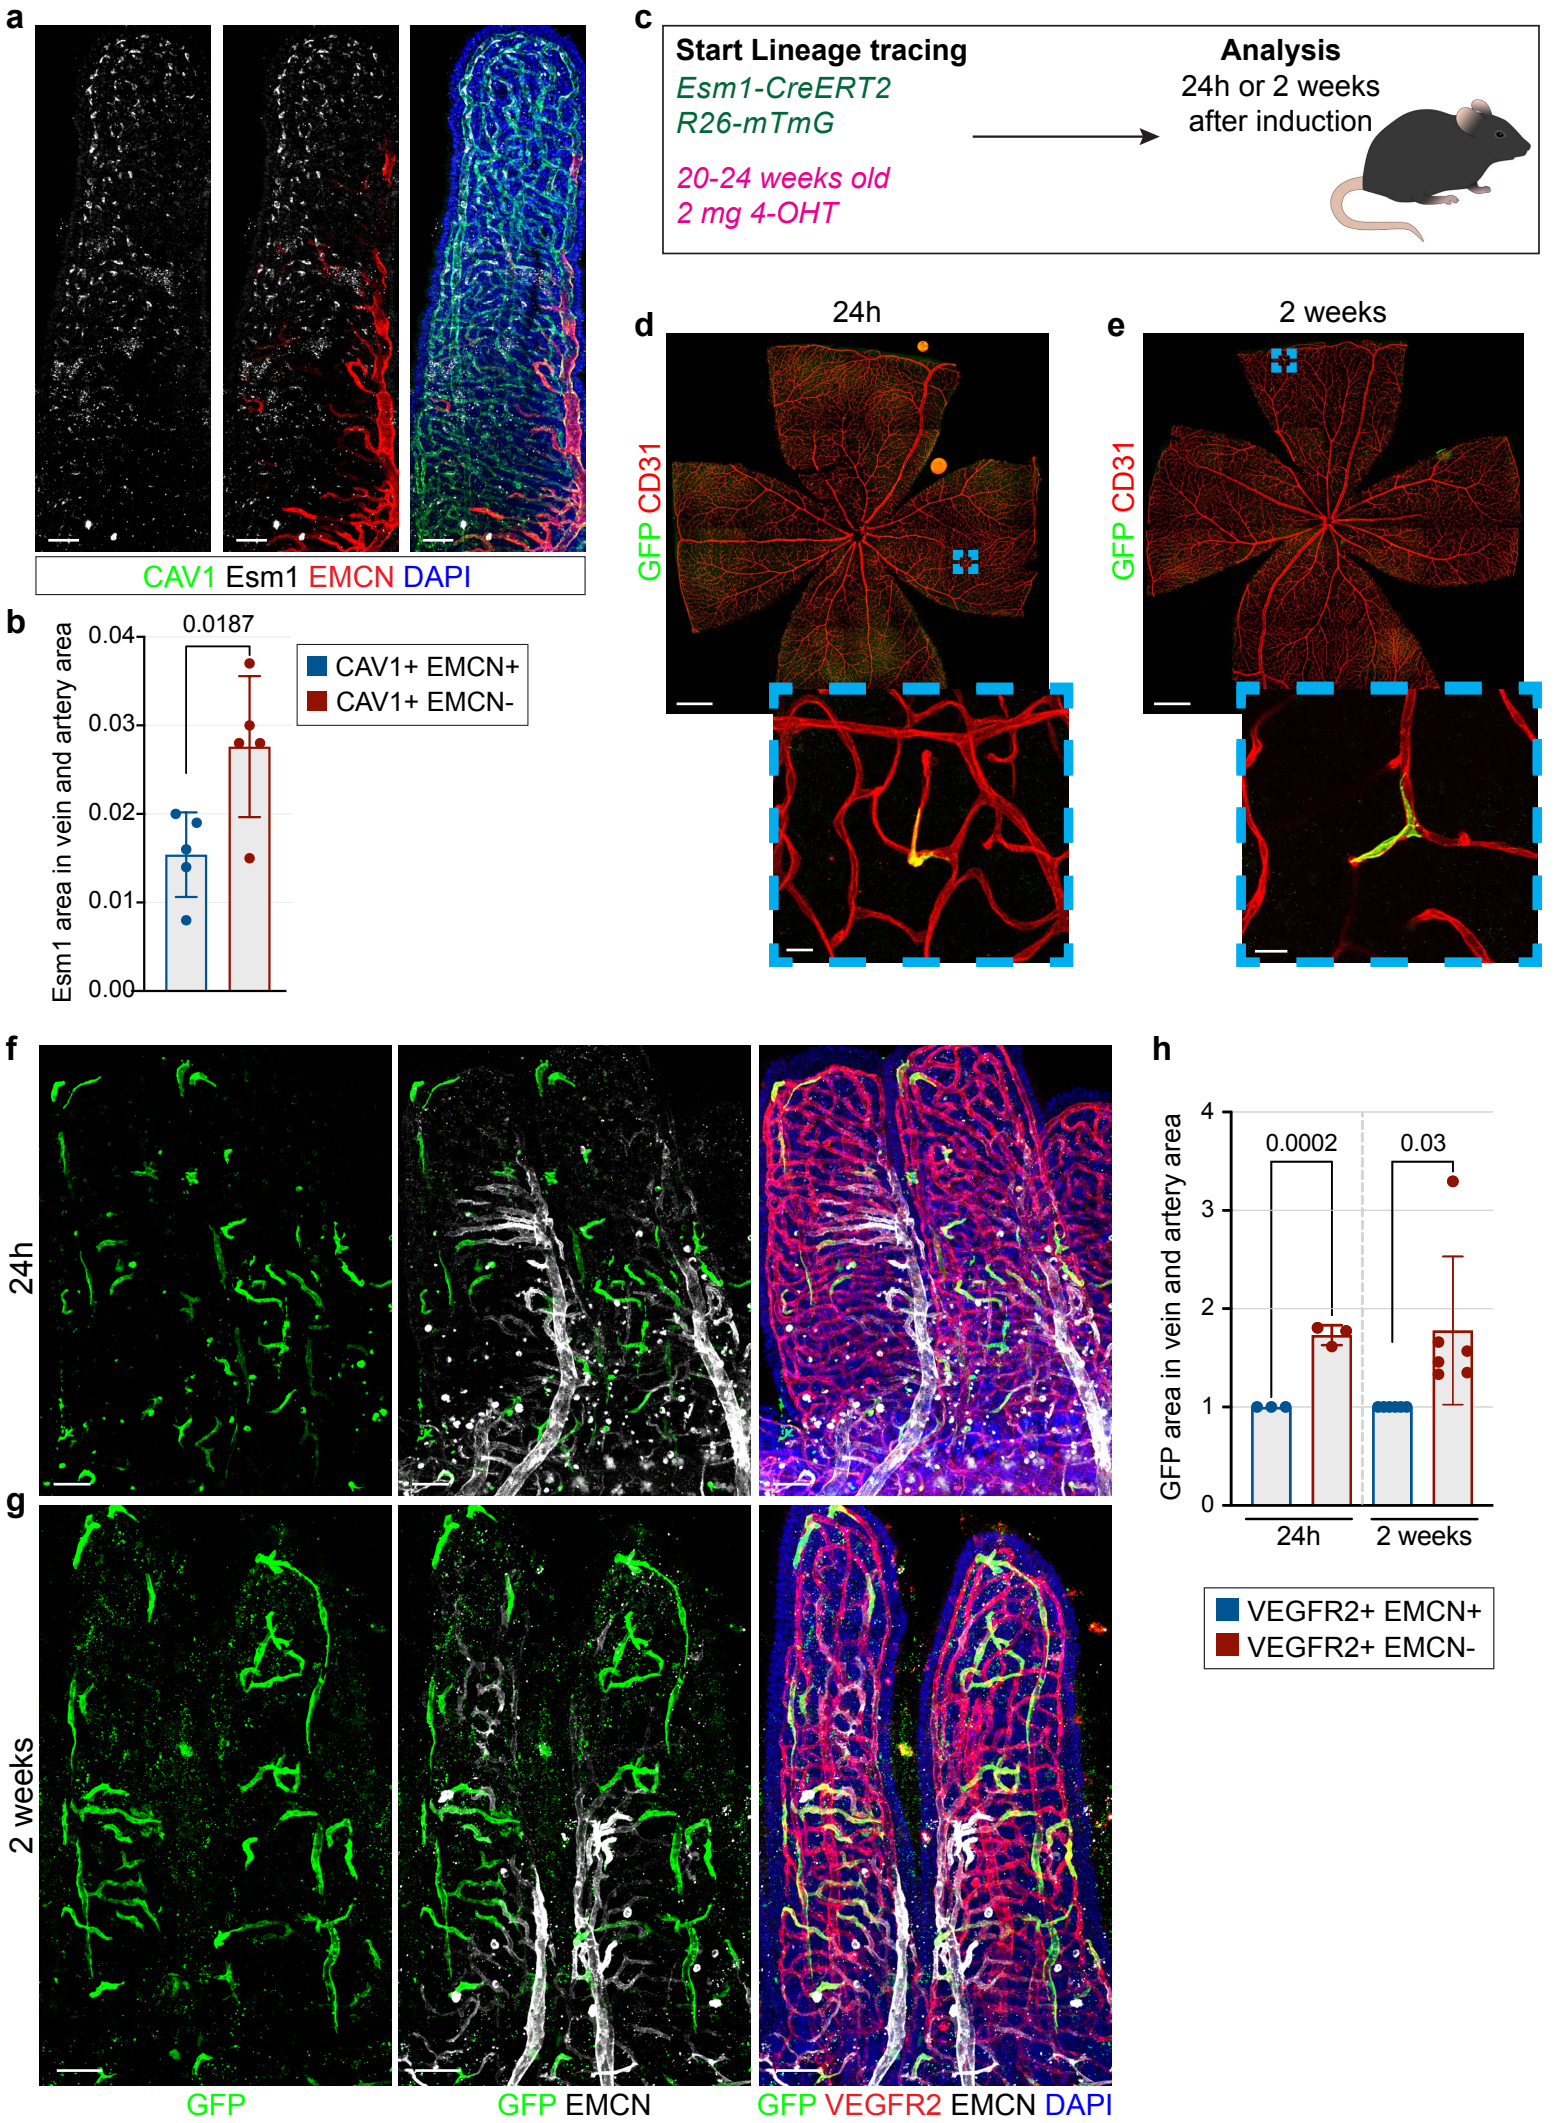

**Supplementary Figure 7. Localization of Esm1<sup>+</sup> cells in the adult villus vasculature.**

(a) Esm1 (white) is enriched at the apex and the arterial side of the villus vascular network in the duodenum of adult (12-week-old) males. CAV1 (green), EMCN (red) and DAPI (blue).  $n = 5$ . Scale bar, 50  $\mu\text{m}$ . (b) Quantification of the Esm1<sup>+</sup> area in the venous (CAV1<sup>+</sup> EMCN<sup>+</sup>) and arterial (CAV1<sup>+</sup> EMCN<sup>-</sup>) villus vasculature ( $\mu\text{m}^2$ , normalized to vessel area). P values, 2-tailed unpaired Student's  $t$  test; Error bars, Mean  $\pm$  SD. (c) Experimental design of *Esm1-CreERT2*-mediated cell tracking in adult mice. (d, e) *Esm1-CreERT2*-labeled (GFP<sup>+</sup>, green) cells are rare in the adult retinal vasculature (CD31, red) at 24 hours (d) and 2 weeks (e) after induction. 24 hours  $n = 3$ , 2 weeks  $n = 5$ . Scale bars, 500 and 20  $\mu\text{m}$ . (f, g) Whole-mount of male jejunum showing the distribution of GFP<sup>+</sup> cells (green) in the mature villus vascular network 24 hours and 2 weeks after 4-OHT administration. VEGFR2 (red), EMCN (white) and DAPI (blue). 24 hours  $n = 3$ , 2 weeks  $n = 6$ . Scale bar, 50  $\mu\text{m}$ . (h) Graph showing GFP<sup>+</sup> area ( $\mu\text{m}^2$ ) in the large VEGFR2<sup>+</sup> EMCN<sup>-</sup> ( $\mu\text{m}^2$ , most capillary and arterial) and the smaller VEGFR2<sup>+</sup> EMCN<sup>+</sup> ( $\mu\text{m}^2$ , venous) part of the villus vasculature. Normalization shows that more GFP<sup>+</sup> cells are found in villus arteries and capillaries compared to veins. P values, 2-tailed unpaired Student's  $t$  test; Error bars, Mean  $\pm$  SD.

# Supplementary Figure 8

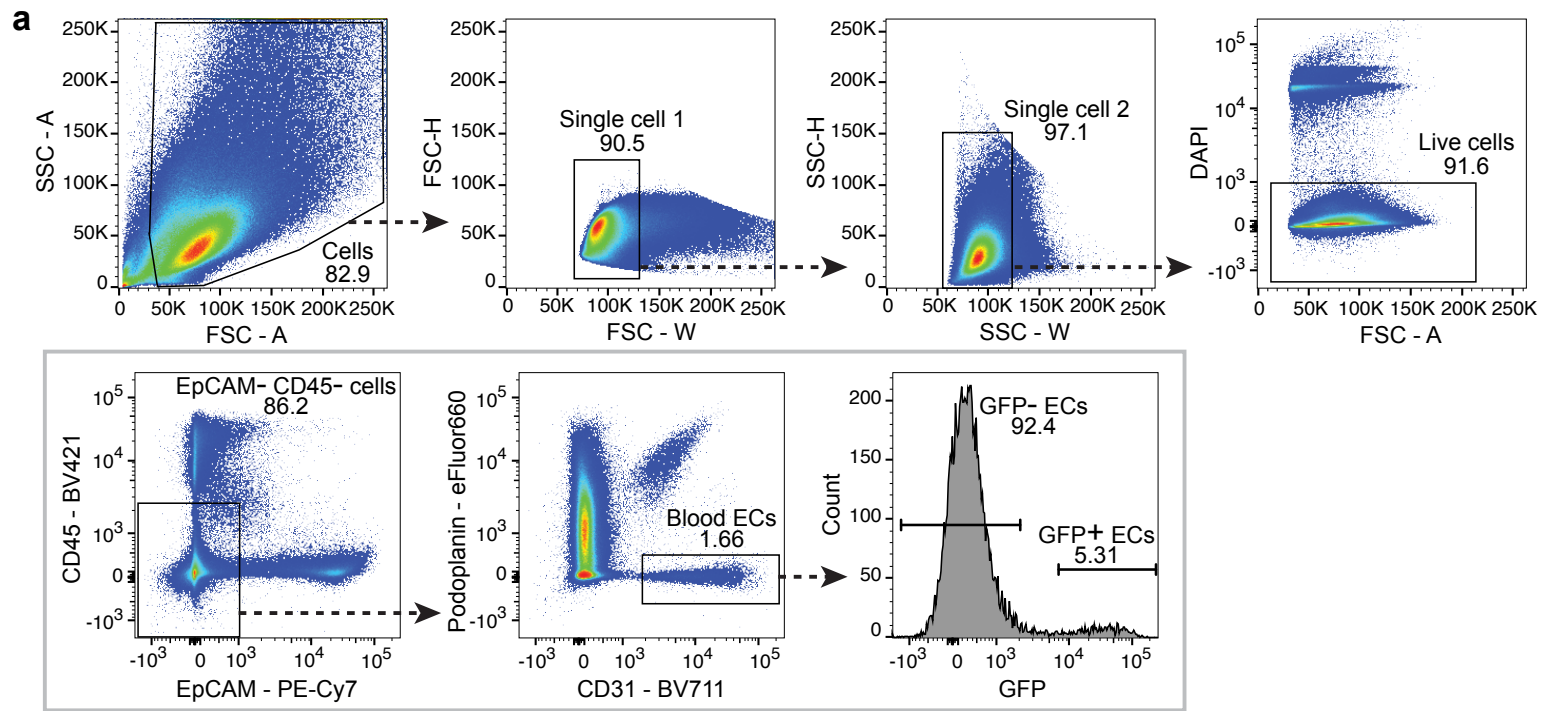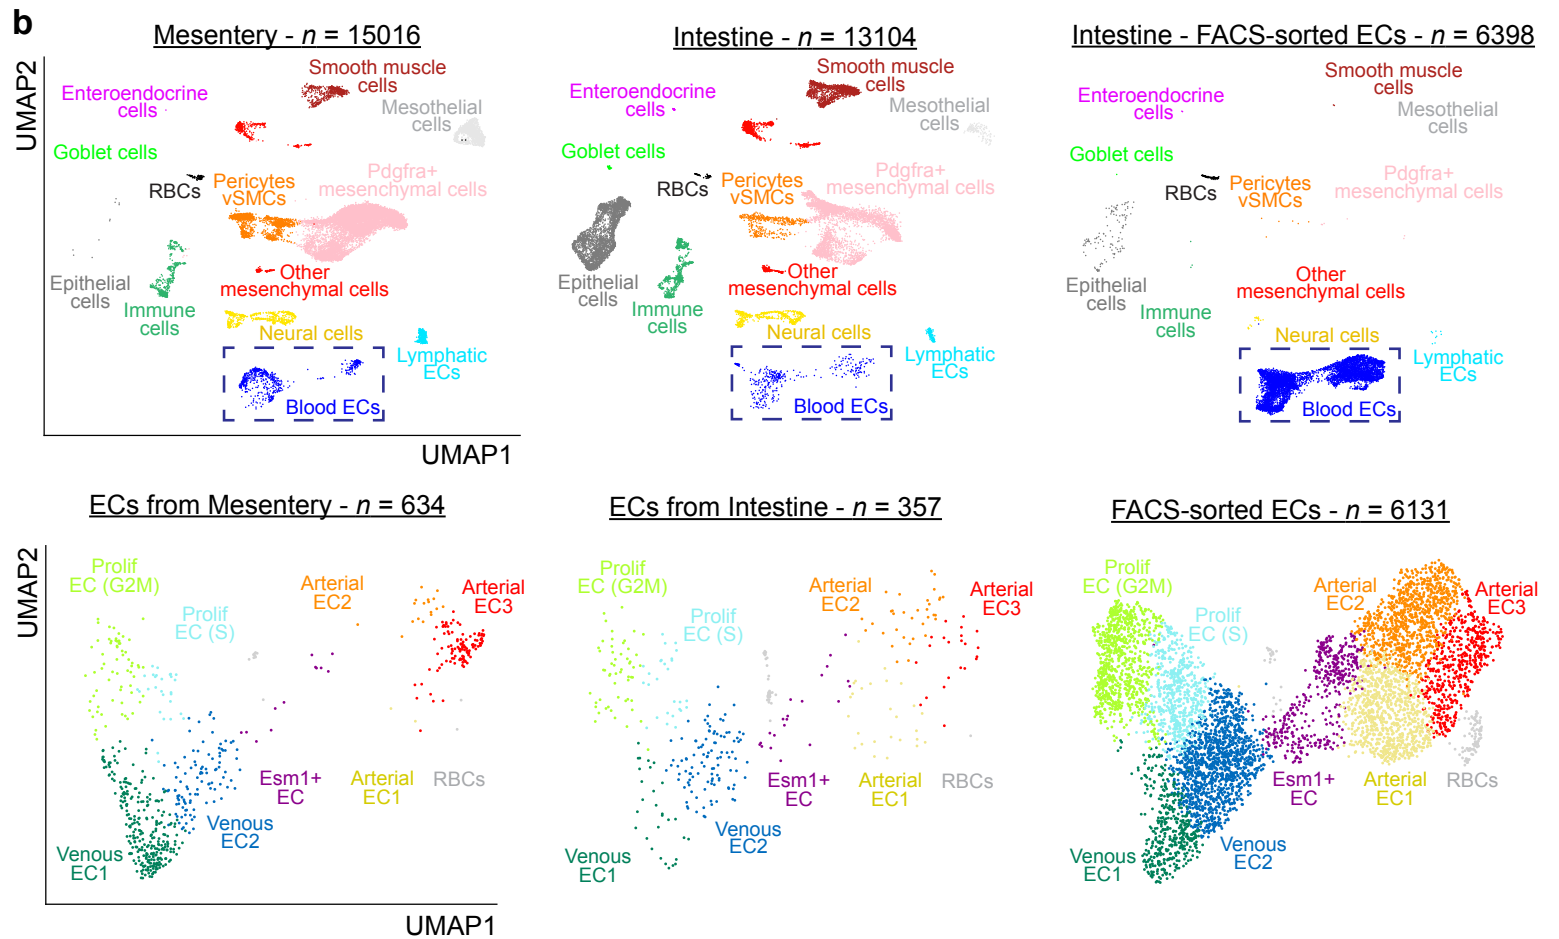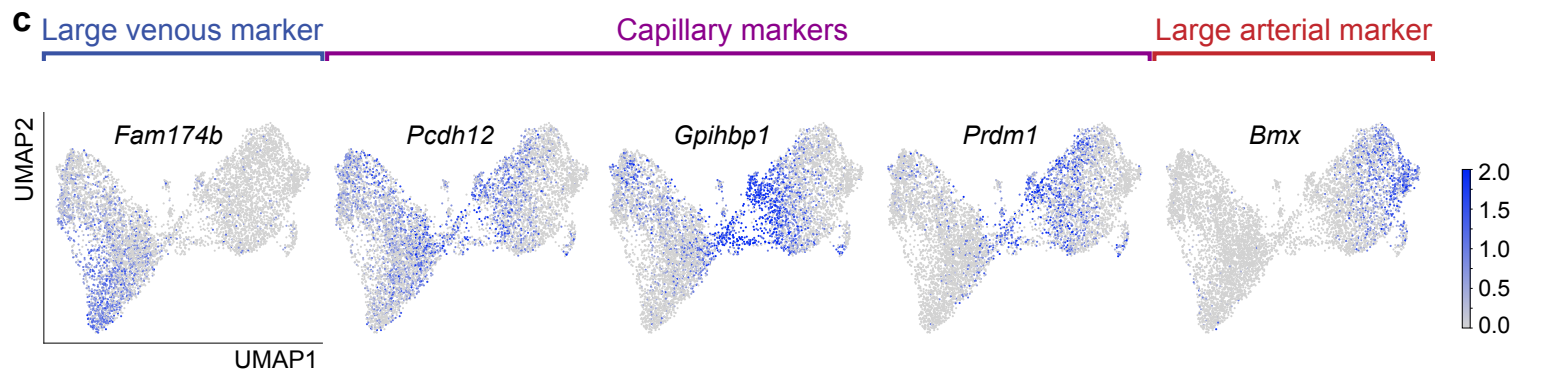

**Supplementary Figure 8. EC isolation and scRNA-seq analysis after lineage tracing of *Esm1*<sup>+</sup> cells.**

(a) Flow cytometry gating strategy (CD45<sup>-</sup> EpCAM<sup>-</sup> Podoplanin<sup>-</sup> CD31<sup>+</sup>) for sorting of GFP<sup>+</sup> and GFP<sup>-</sup> ECs from E18.0 embryonic small intestines. (b) Individual scRNA-seq UMAP plots of total unsorted mesenteric and small intestinal cells and FACS-sorted GFP<sup>+</sup> and GFP<sup>-</sup> blood vessel ECs isolated from E18.0 small intestines. All FACS-sorted GFP<sup>+</sup> cells were used for scRNA-seq and complemented with GFP<sup>-</sup> blood vessel ECs. (c) UMAP plots showing expression levels of venous (*Fam174b*), arterial (*Bmx*) and capillary markers (*Pcdh12*, *Gpihbp1*, *Prdm1*).

Supplementary Figure 9

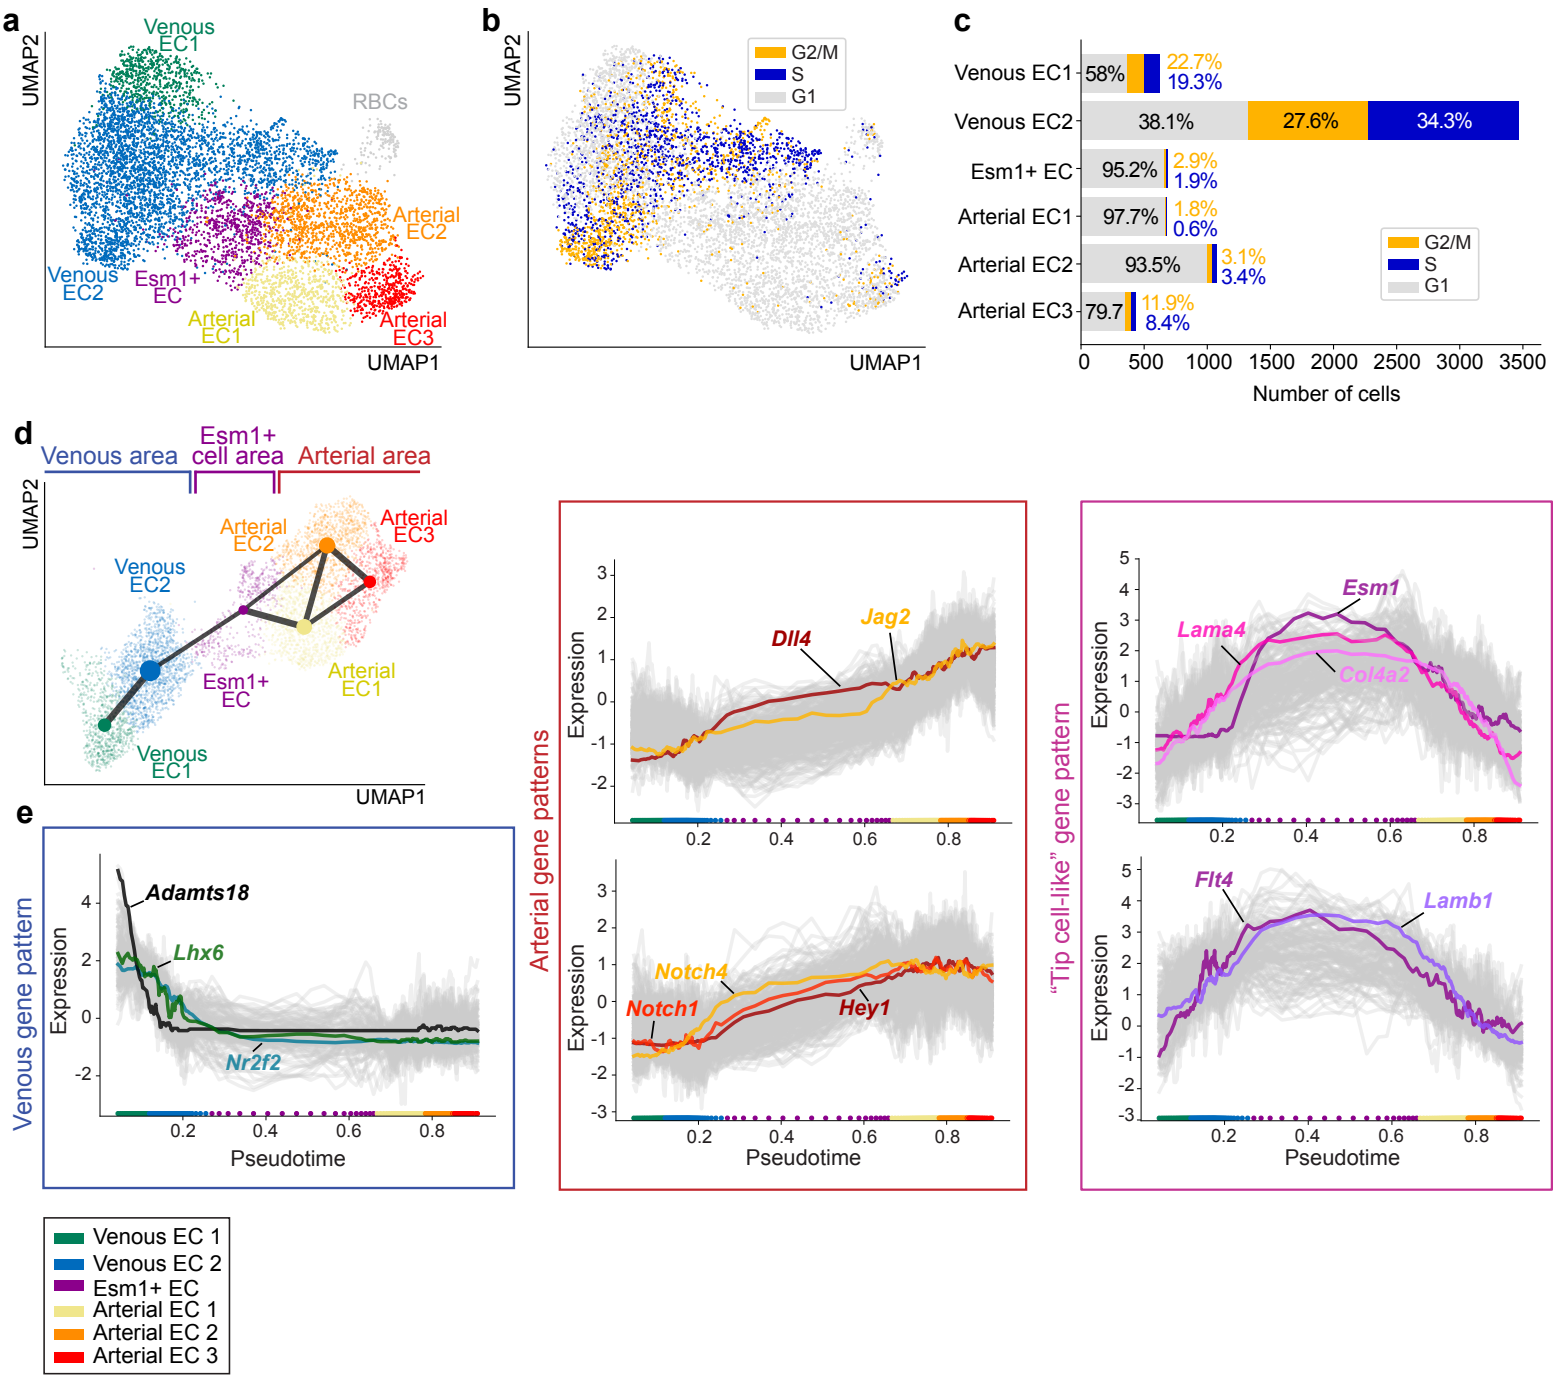

**Supplementary Figure 9. Transcriptional zonation in the intestinal vascular network.**

(a) UMAP plot of all 3 combined scRNA-seq datasets showing blood vessel ECs after cell cycle regression. (b) UMAP plot of blood vessel ECs in G2/M, S and G1 phase after cell cycle regression. (c) Percentage of cells in G2/M, S and G1 phase in each EC subgroup after cell cycle regression. (d) Partition-based graph abstraction (PAGA) analysis of blood vessel ECs (Prolif EC (G2/M) and Prolif EC (S) populations were excluded) showing connectivity between venous and arterial area through *Esm1*<sup>+</sup> cell area. Dot size corresponds to the number of cells in each subgroup. (e) A total of 22 gene expression patterns were identified. Shown are patterns comprising known venous (*Adamts18*, *Lhx6*, *Nr2f2*), arterial (*Dll4*, *Jag2*, *Notch1*, *Notch4*, *Hey1*) and tip cell-like markers (*Esm1*, *Lama4*, *Col4a2*, *Flt4*, *Lamb1*).

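Profiles of genes along pseudotime were grouped here by Ward clustering at a distance of 60, as in the paper's methods. The 3649 genes above the expression limit fell into 10 patterns of 134 to 595 genes, and into 6 with 100 bins in place of 200. Of the venous genes, *Adamts18* (mean 0.0587) and *Lhx6* (0.135) were below the limit, and *Nr2f2* was in a pattern of 215 genes. *Dll4*, *Jag2*, *Notch1*, *Notch4* and *Hey1* shared 1 pattern of 361 genes, with *Vegfc* in it. *Lama4*, *Col4a2* and *Nid2* shared a pattern of 445 genes. *Flt4* (412 genes) and *Lamb1* (134 genes) were in patterns of their own, and *Bmx* in one of 178 genes.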

Supplementary Figure 10

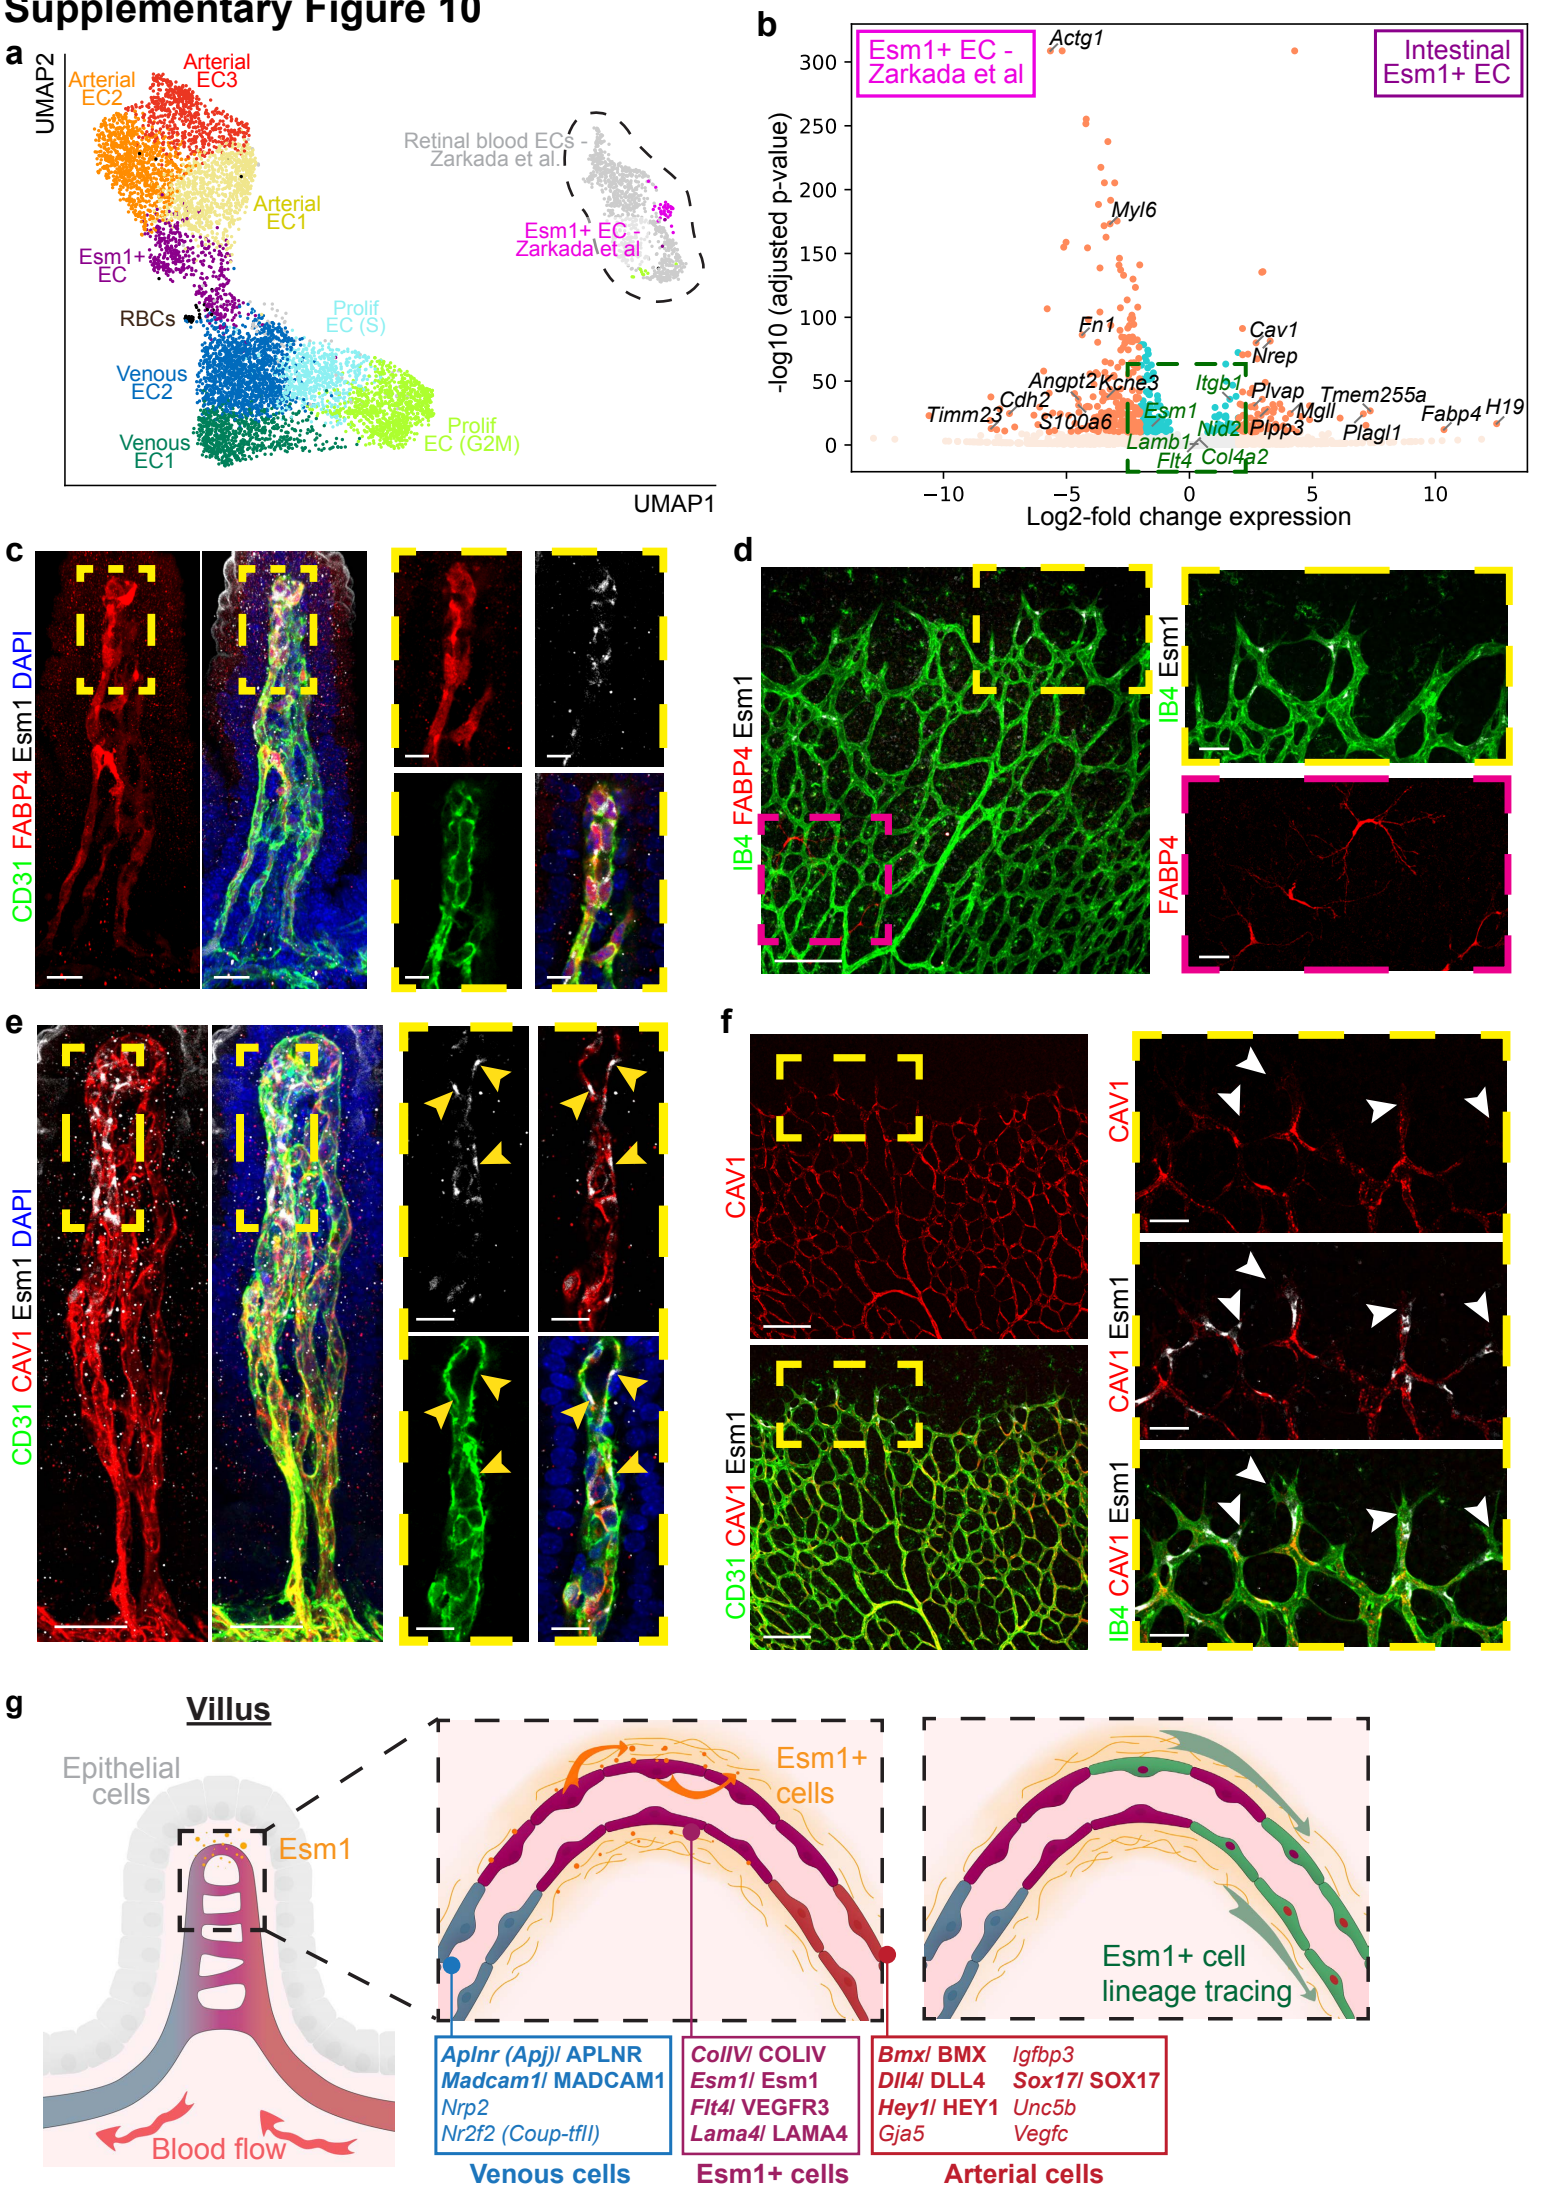

### **Supplementary Figure 10. Organ-specific blood vessels and Esm1 EC population.**

(a) UMAP plot of intestinal blood ECs combined with retinal blood EC scRNA-seq datasets from Zarkada et al.<sup>1</sup> (b) Volcano plot of differentially expressed genes between Esm1<sup>+</sup> ECs from embryonic intestine and P6 wildtype retinal ECs. Genes marked inside green square are not differentially expressed and shared by both retinal and intestinal Esm1<sup>+</sup> ECs. (c) E18.0 villus vasculature (CD31, green) expresses FABP4 (red). Esm1<sup>+</sup> (white) and FABP4<sup>+</sup> ECs could be found at the villus apex. *n* = 3. Scale bars, 20 and 10  $\mu$ m. (d) FABP4 (red) is not expressed in the P5 retinal vasculature (IB4, green). Esm1 (white). *n* = 4. Scale bars, 100 and 30  $\mu$ m. (e) E18.0 villus vasculature (CD31, green) expresses CAV1 (red). Esm1<sup>+</sup> (white) and CAV1<sup>+</sup> ECs contribute to the villus capillaries at the villus apex. Yellow arrowheads, CD31<sup>+</sup> CAV1<sup>+</sup> Esm1<sup>+</sup> villus ECs. *n* = 3. Scale bars, 30 and 15  $\mu$ m. (f) CAV1 (red) is expressed in the P5 retinal vasculature (IB4, green) but downregulated in tip cells (Esm1, white). White arrowheads, IB4<sup>+</sup> CAV1<sup>low</sup> Esm1<sup>+</sup> retinal tip cells. *n* = 4. Scale bars, 100 and 30  $\mu$ m. (g) Diagram depicting vascular zonation in the embryonic intestine and the generation of arterial progenitor cells in the villus apex. Bold text is used for markers validated at the mRNA and protein level.

Supplementary Figure 11

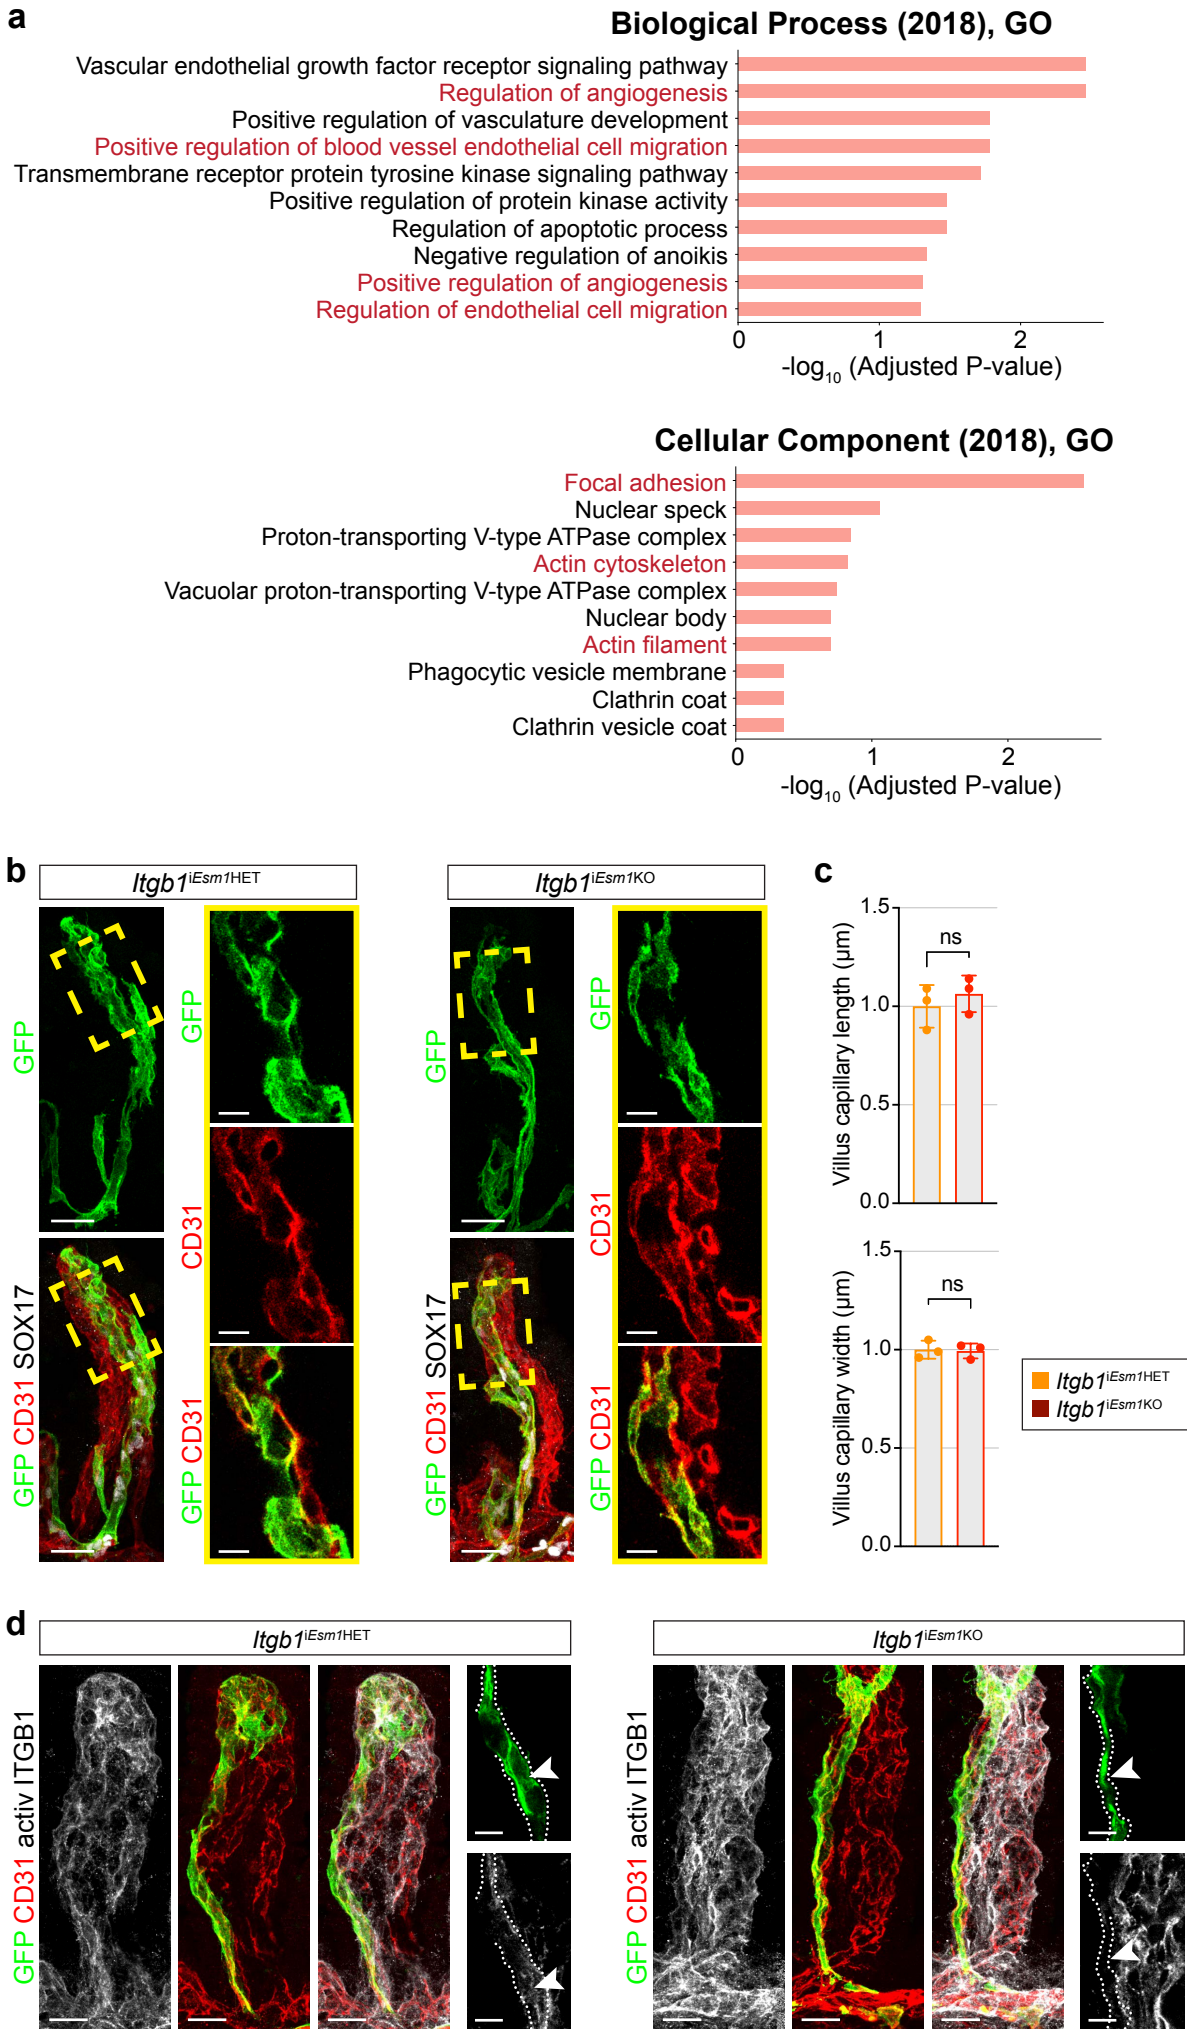

**Supplementary Figure 11. Cell migration and focal adhesion genes are enriched in intestinal *Esm1*<sup>+</sup> cells.**

(a) GO enrichment analysis using genes with expression pattern similar to *Esm1*. (b) *Itgb1* loss in *Esm1*-expressing cells does not impair intestinal villus development. Whole-mount of E18.5 villus with high magnification images stained for GFP (green), CD31 (red) and SOX17 (white). *Itgb1*<sup>iEsm1HET</sup> *n* = 3; *Itgb1*<sup>iEsm1KO</sup> *n* = 3. Scale bars, 30 and 10  $\mu$ m. (c) Quantification of villus capillary length and width ( $\mu$ m). P values, 2-tailed unpaired Student's *t* test; Error bars, Mean  $\pm$  SD. (d) Reduced integrin  $\beta$ 1 (ITGB1, white arrowheads) expression in GFP<sup>+</sup> (green) ECs (CD31, red) in *Itgb1*<sup>iEsm1KO</sup> E18.5 embryonic intestinal cryosections relative to control. *Itgb1*<sup>iEsm1HET</sup> *n* = 3; *Itgb1*<sup>iEsm1KO</sup> *n* = 3. Scale bars, 20 and 10  $\mu$ m

Supplementary Figure 12

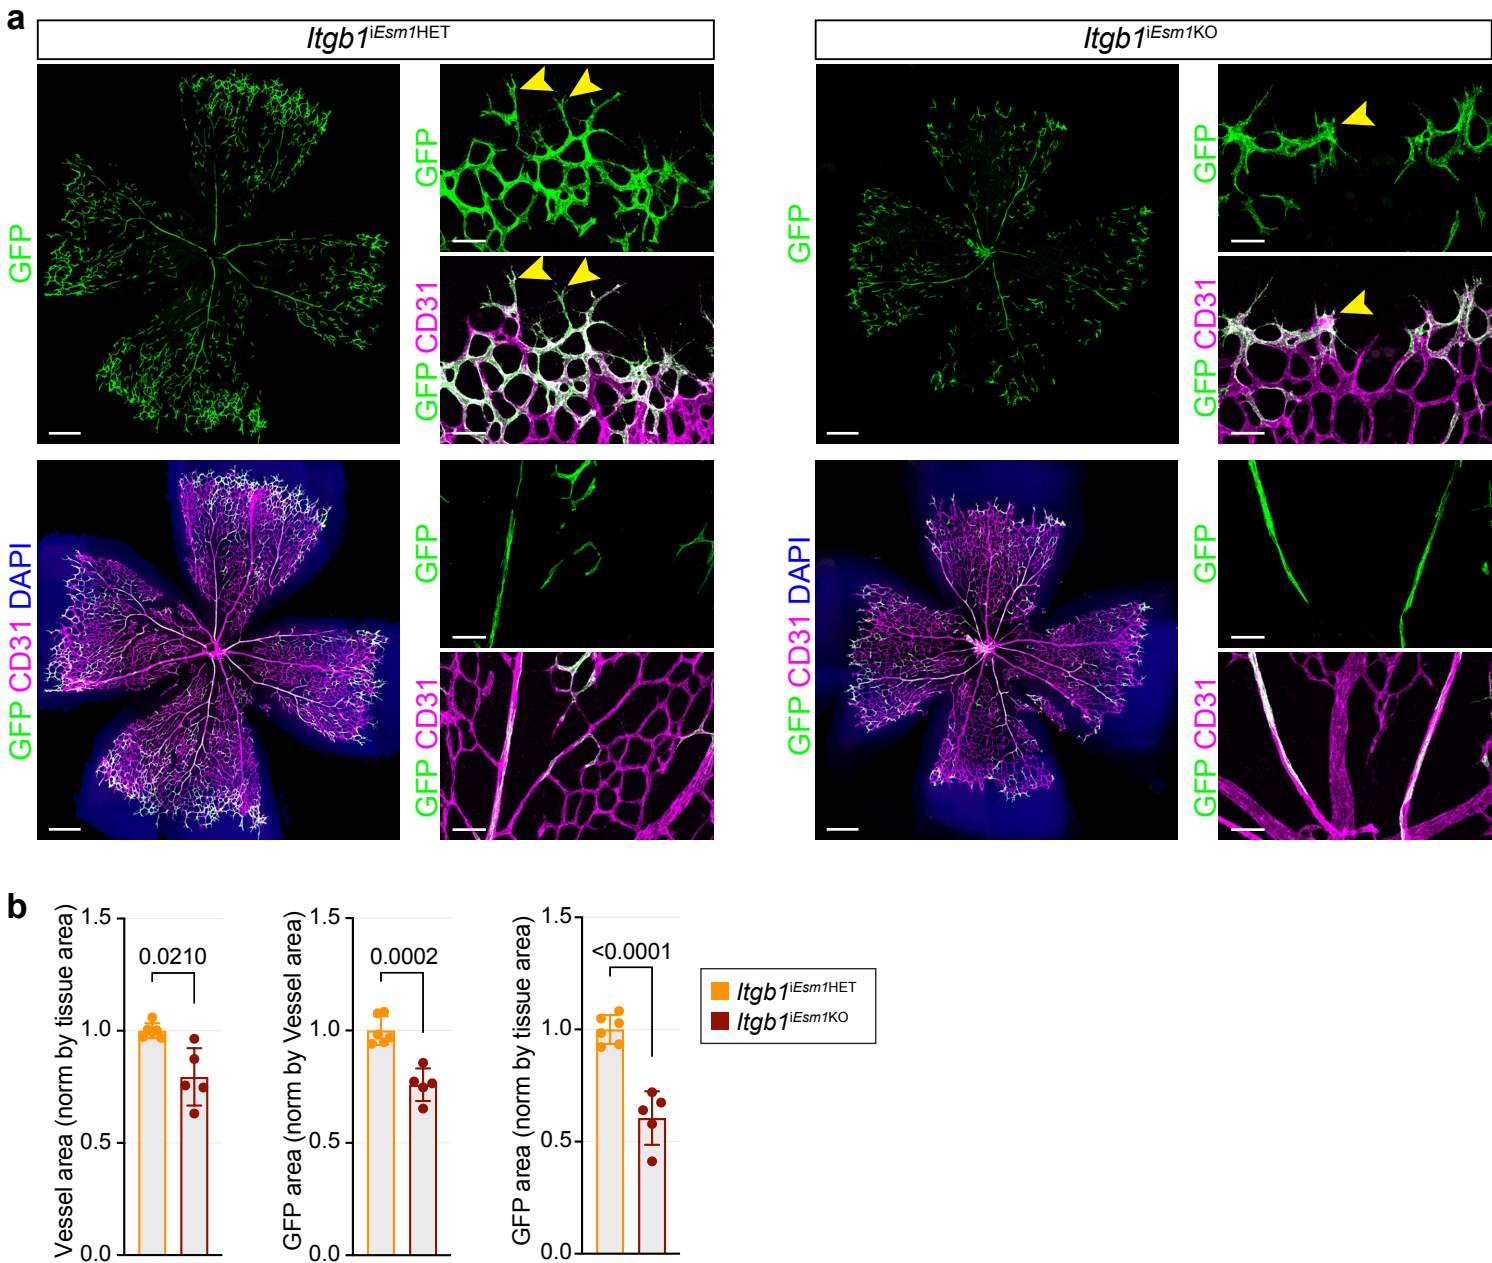

**Supplementary Figure 12. Loss of integrin  $\beta 1$  in retinal Esm1<sup>+</sup> ECs leads to cell pruning and impaired sprouting angiogenesis.**

**(a)** Whole-mount staining for GFP (green), CD31 (purple) and DAPI (blue) in P6 *Itgb1*<sup>iEsm1KO</sup> retinas shows that *Itgb1* deficiency in Esm1<sup>+</sup> cells impairs retinal sprouting angiogenesis (yellow arrowheads) relative to control. *Itgb1*<sup>iEsm1HET</sup>  $n = 6$ , *Itgb1*<sup>iEsm1KO</sup>  $n = 5$ . Scale bars, 300 and 50  $\mu\text{m}$ . **(b)** Quantification of P6 retina vascular area (in  $\mu\text{m}^2$ , CD31 or IB4 area normalized to DAPI area) and GFP<sup>+</sup> area (in  $\mu\text{m}^2$ , GFP<sup>+</sup> area normalized to vascular (CD31 or IB4) or tissue (DAPI) area) in *Itgb1*<sup>iEsm1HET</sup> and *Itgb1*<sup>iEsm1KO</sup> mutant littermates. *Itgb1*<sup>iEsm1HET</sup> group set to 1. P values, Welch's  $t$  test (vessel area) and 2-tailed unpaired Student's  $t$  test (GFP<sup>+</sup> area); Error bars, Mean  $\pm$  SD.

Supplementary Figure 13

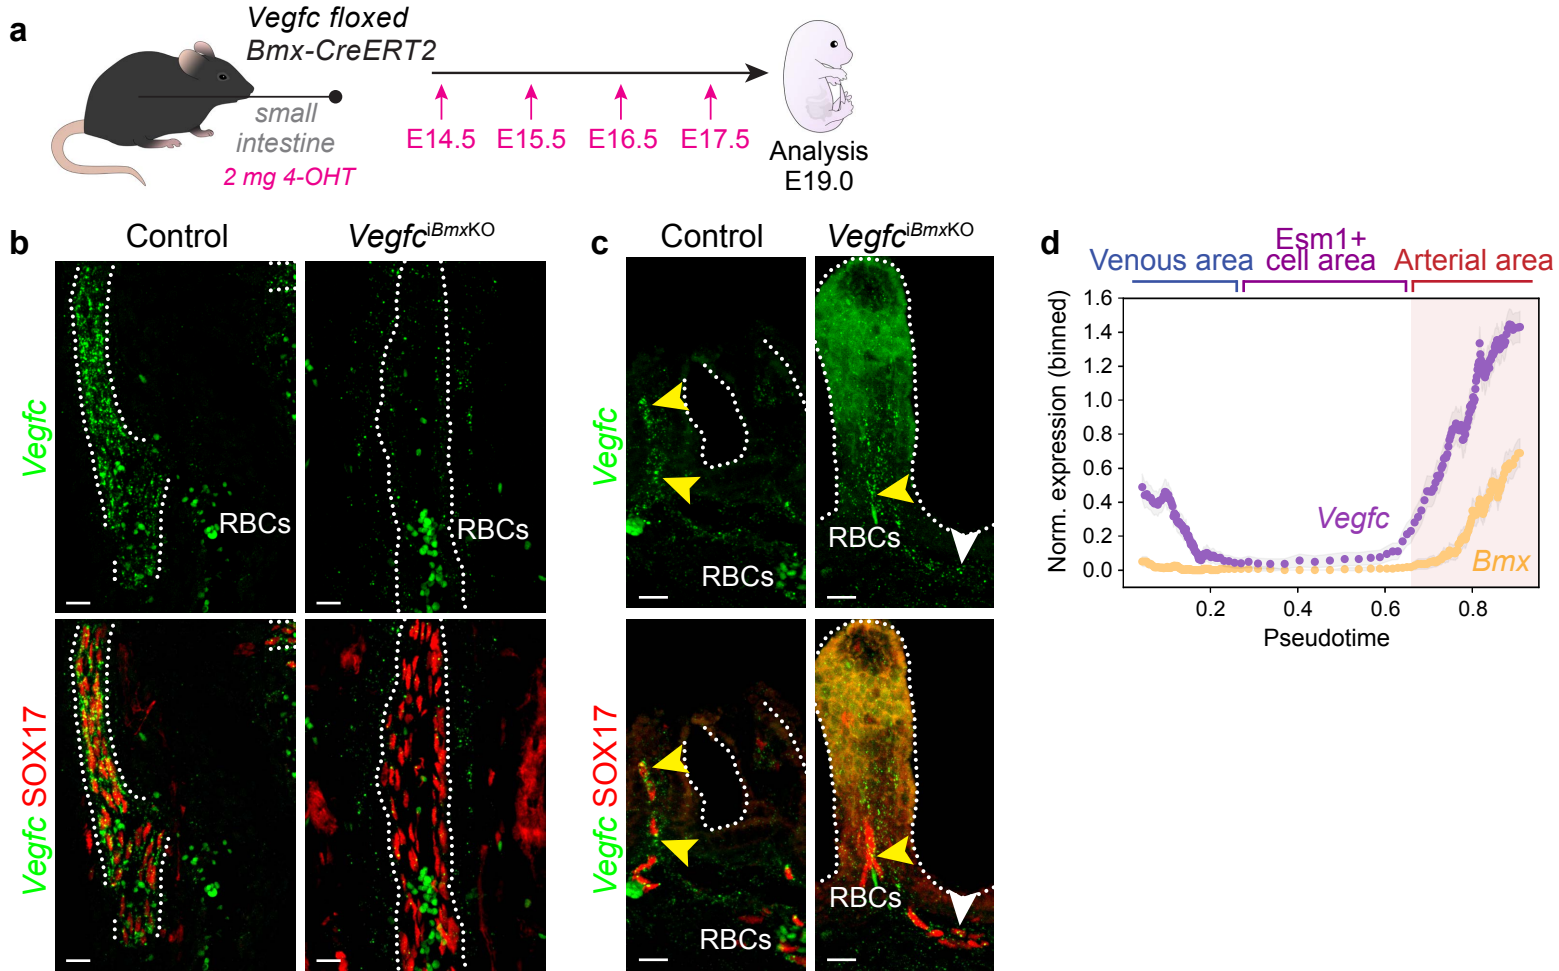

**Supplementary Figure 13. *Bmx*-controlled loss of *Vegfc* in mesenteric and intestinal arteries.**

(a) Experimental scheme for *Vegfc* loss-of-function experiments in *Bmx*<sup>+</sup> arterial ECs. (b) RNAscope analysis of cryosection from E19.0 mesenteries showing that *Vegfc* (green) is strongly expressed in large mesenteric arteries (SOX17, red) and is lost upon *Bmx-CreERT2*-controlled inactivation. Note unspecific staining of red blood cells (RBCs). 5 Control and 3 *Vegfc*<sup>iBmxKO</sup> samples were analyzed. Scale bar, 15 μm. (c) Cryosections of E19.0 intestines showing that *Vegfc* (green) is expressed by the SOX17<sup>+</sup> (red) villus ECs. Yellow arrowheads indicate *Vegfc*<sup>+</sup> SOX17<sup>+</sup> villus capillaries, white arrowhead *Vegfc*<sup>low</sup> SOX17<sup>+</sup> submucosal arteries in *Vegfc*<sup>iBmxKO</sup> samples. 5 Control and 3 *Vegfc*<sup>iBmxKO</sup> samples. Scale bar, 15 μm. (d) Pseudotime plot showing increased *Vegfc* expression at the interphase between the Esm1<sup>+</sup> and arterial region, preceding *Bmx* upregulation.

**Supplementary Figure 14**

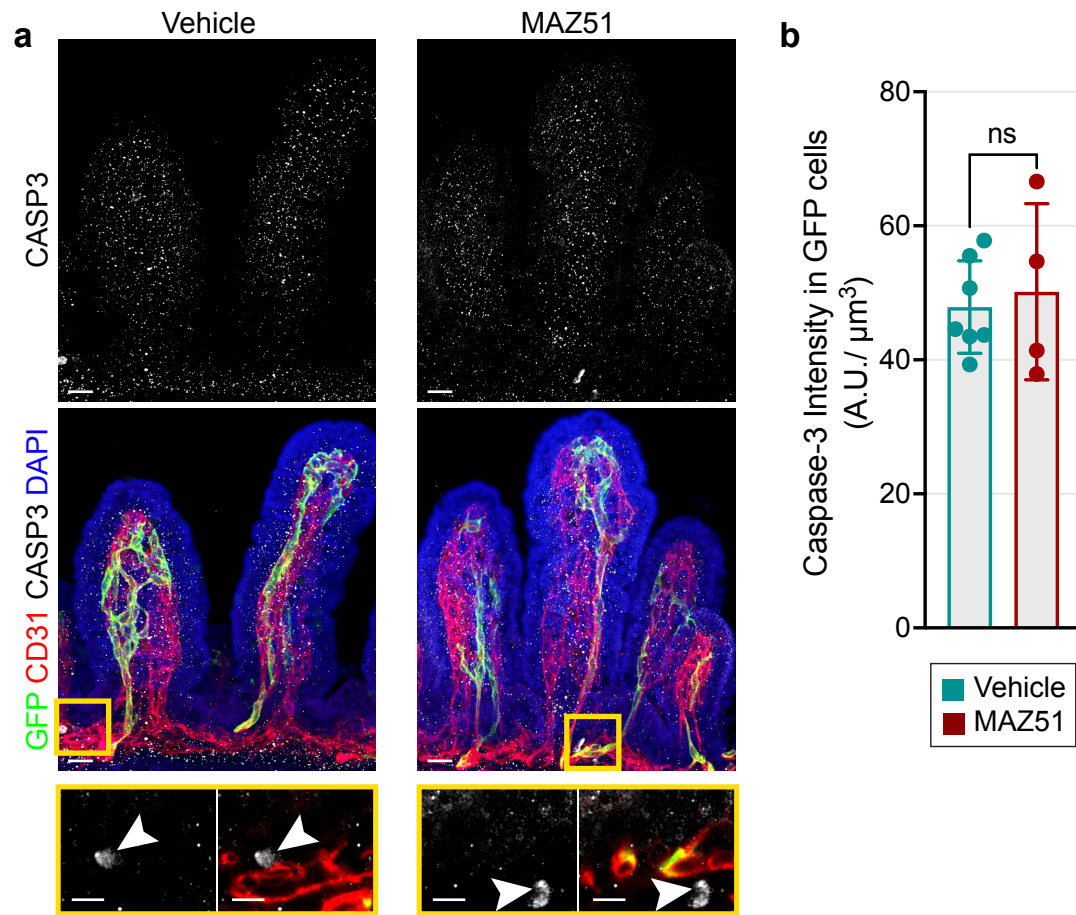

**Supplementary Figure 14. MAZ51 treatment does not induce intestinal EC apoptosis.**

**(a)** Whole-mount of E18.0 intestine 48h after *Esm1-CreERT2*-mediated reporter activation during vehicle or MAZ51 treatment. GFP (green), CD31 (red), CASP3 (white) and DAPI (blue). Arrowheads mark CASP3<sup>+</sup> cells. Vehicle  $n = 7$ ; MAZ51  $n = 4$ . Scale bars, 20 and 10  $\mu\text{m}$ . **(b)** Quantification of CASP3 intensity (A.U.) normalized to GFP<sup>+</sup> volume ( $\mu\text{m}^3$ ). P values, 2-tailed unpaired Student's  $t$  test; Error bars, Mean  $\pm$  SD.

Supplementary Figure 15

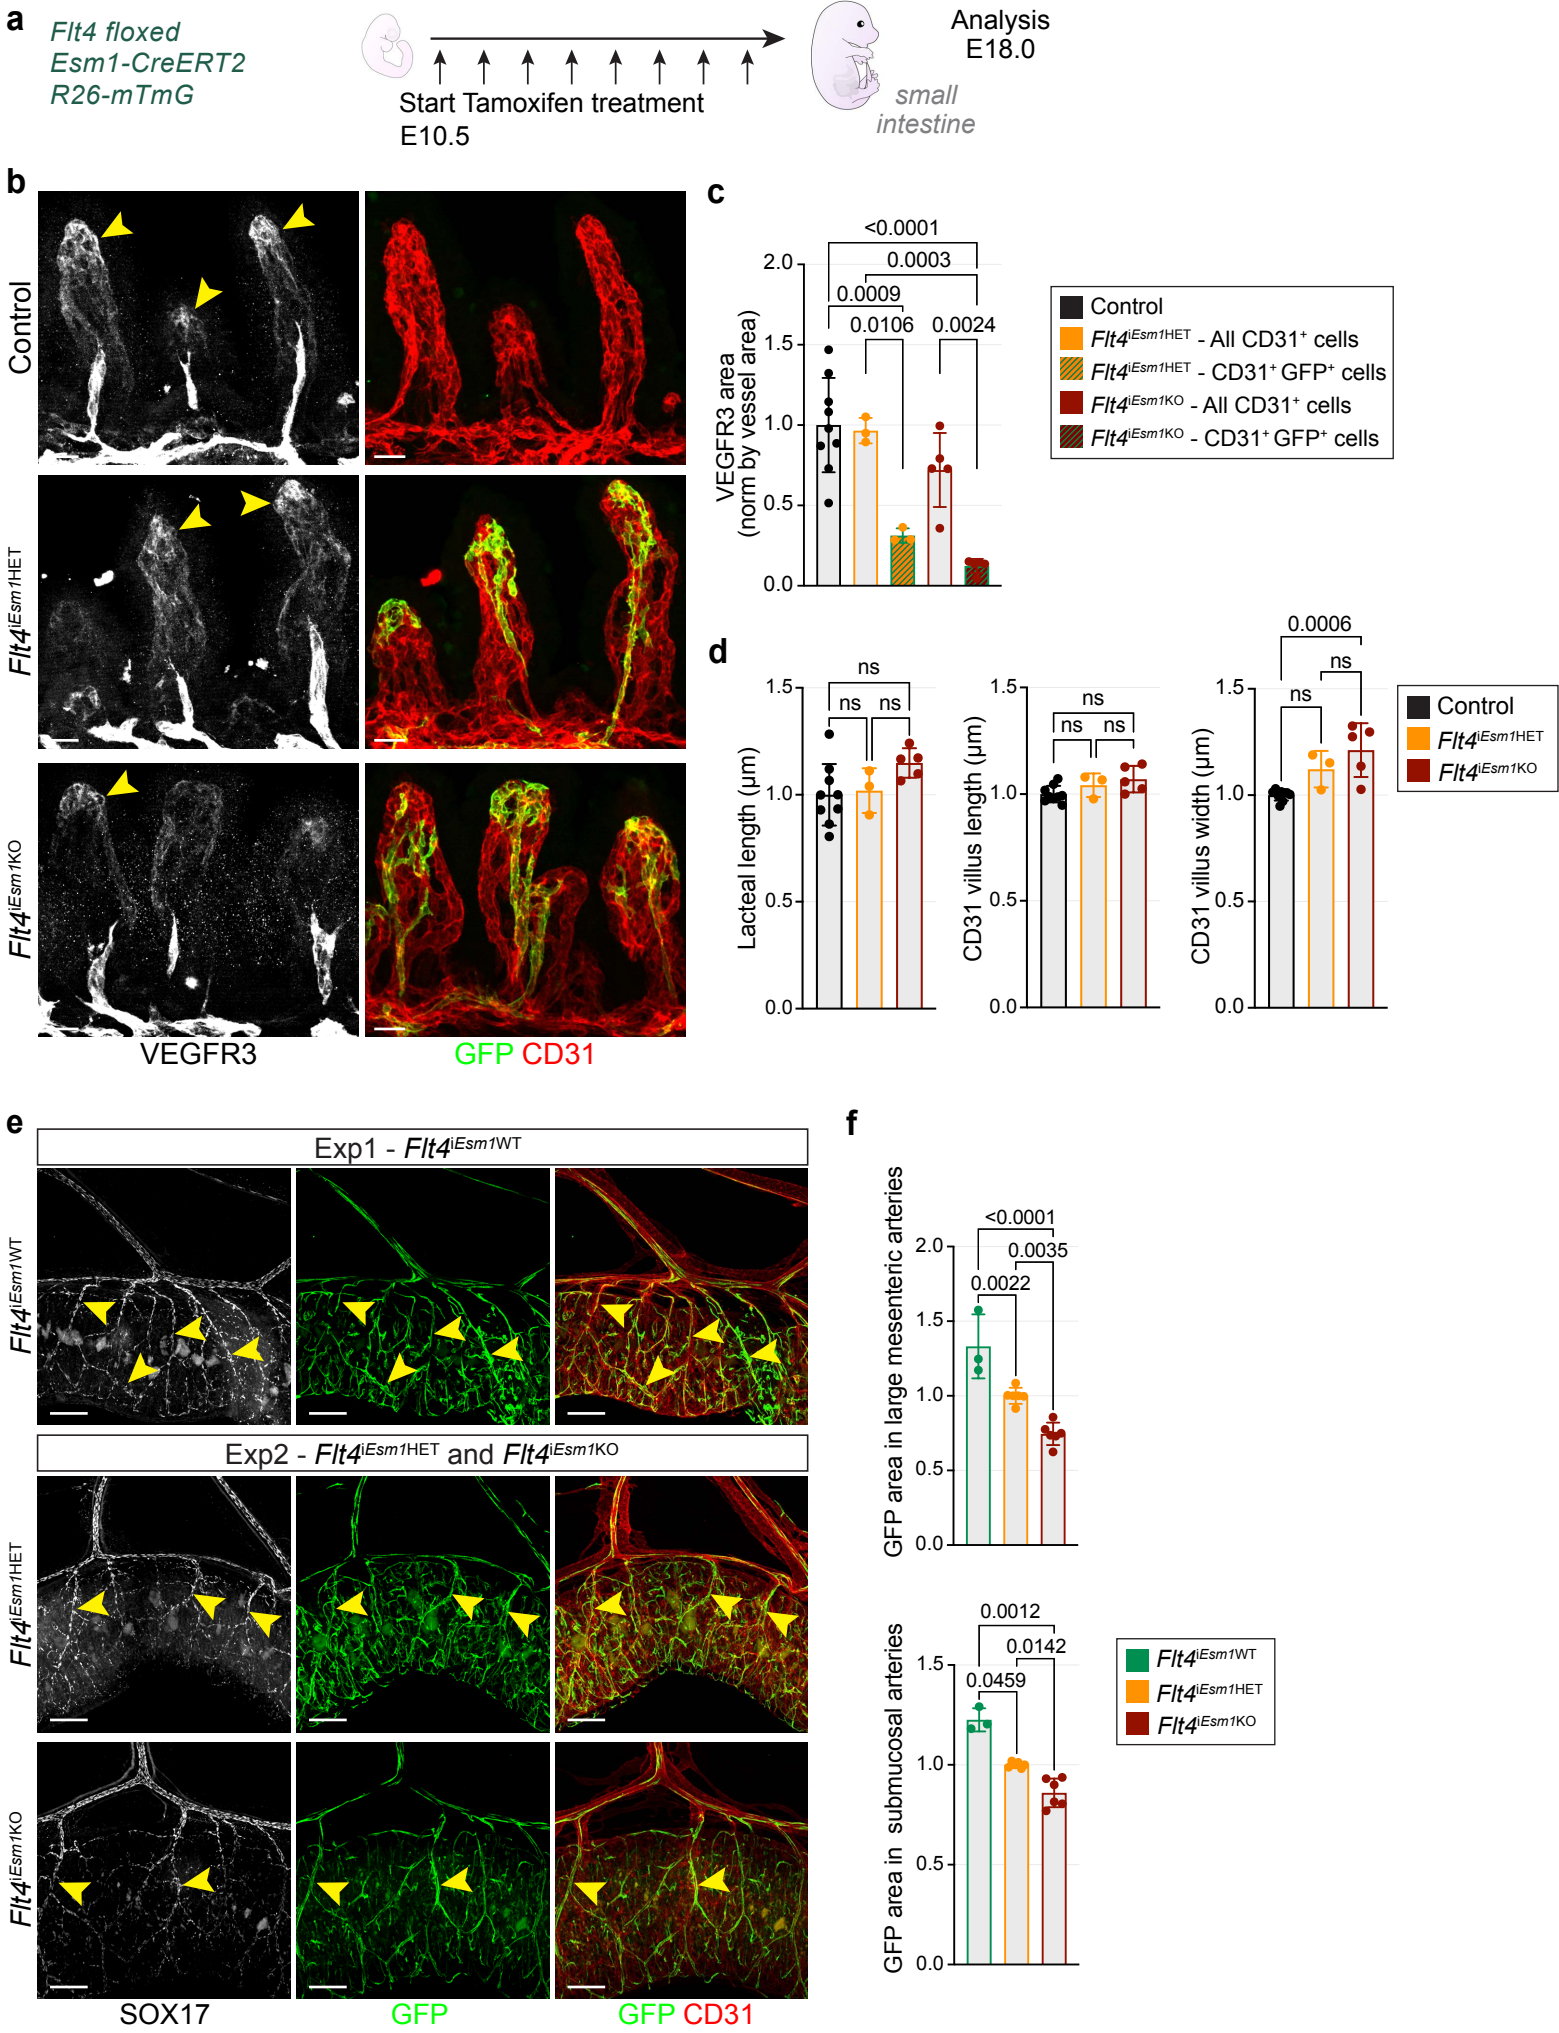

**Supplementary Figure 15. Loss of *Flt4* reduces *Esm1*<sup>+</sup> cell contribution to large mesenteric arteries.**

(a) Experimental design for *Esm1*<sup>+</sup> cell-specific *Flt4* inactivation from E10.5. (b) Gradual loss of VEGFR3 (white) expression and increased villus capillary width in *Flt4*<sup>iEsm1HET</sup> heterozygous and *Flt4*<sup>iEsm1KO</sup> homozygous mutant villi compared to control littermates at E18.0. GFP (green) and CD31 (red). Arrowheads mark VEGFR3<sup>+</sup> capillaries in villus apex. Control *n* = 9; *Flt4*<sup>iEsm1HET</sup> *n* = 3 and *Flt4*<sup>iEsm1KO</sup> *n* = 5. Scale bar, 30  $\mu$ m. (c) Quantification of VEGFR3<sup>+</sup> area in CD31<sup>+</sup> and CD31<sup>+</sup> GFP<sup>+</sup> villus blood vessels (in  $\mu$ m<sup>2</sup>, normalized to CD31 area). P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean  $\pm$  SD. (d) Quantification of VEGFR3 villus lacteal length ( $\mu$ m), villus capillary network length and width ( $\mu$ m). P values, 1-way ANOVA with Tukey post-hoc test; Error bars, Mean  $\pm$  SD. (e) Whole-mount of E18.0 intestine and mesentery showing reduced GFP<sup>+</sup> cell (green, arrowheads) contribution to the intestinal submucosal and mesenteric arteries (CD31, red; SOX17, white) in *Flt4*<sup>iEsm1KO</sup> mutants compared to *Flt4*<sup>iEsm1WT</sup> and *Flt4*<sup>iEsm1HET</sup> animals. *Flt4*<sup>iEsm1WT</sup> *n* = 3 ; *Flt4*<sup>iEsm1HET</sup> *n* = 6 and *Flt4*<sup>iEsm1KO</sup> *n* = 6. Scale bar, 200  $\mu$ m. (f) GFP area in submucosal and mesenteric arteries (in  $\mu$ m<sup>2</sup>, normalized to artery area). 4 experiments were pooled and *Flt4*<sup>iEsm1HET</sup> normalized to 1. P values, 1-way ANOVA with Tukey post-hoc test (mesentery) and Brown-Forsythe and Welch ANOVA with Dunnett post-hoc test (submucosa); Error bars, Mean  $\pm$  SD.

**Supplementary Table 1. Primary and secondary antibodies and dyes used for staining**

| Antigen                   | Reactivity                | Species                    | Source                                        | Dilution  |
|---------------------------|---------------------------|----------------------------|-----------------------------------------------|-----------|
| <b>Primary antibodies</b> |                           |                            |                                               |           |
| Cleaved Caspase-3         | Human/Mouse/Rat           | Rabbit                     | Cell Signaling (#9661)                        | 1:100     |
| Caveolin-1                | Human/Mouse/Rat           | Rabbit                     | Cell Signaling (#3238)                        | 1:100     |
| CD31                      | Human/Mouse/Rat           | Goat                       | R&D Systems (#AF3628)                         | 1:200     |
| CD31                      | Human/Mouse               | Rabbit                     | Abcam (#ab28364)                              | 1:100     |
| CD31                      | Mouse                     | Rat                        | BD Pharmingen (#553370)                       | 1:100     |
| Collagen IV               | Mouse                     | Rabbit                     | Chemicon (#AB756P)                            | 1:500     |
| Dll4                      | Mouse                     | Goat                       | R&D (#AF1389)                                 | 1:50      |
| E-cadherin                | Human/Mouse               | Rabbit                     | Cell Signaling (#3195)                        | 1:200     |
| Endomucin                 | Mouse                     | Rat                        | Santa Cruz (#SC-65495)                        | 1:100     |
| Erg                       | Human/Mouse               | Rabbit                     | Abcam (#ab110639)                             | 1:100     |
| Esm1                      | Mouse                     | Goat                       | R&D (#AF1999)                                 | 1:100-200 |
| Fabp4                     | Human/Mouse               | Rabbit                     | Abcam (#ab13979)                              | 1:200     |
| GFP                       | -                         | Chicken                    | 2BScientific Ltd (#GFP-1010)                  | 1:1000    |
| IB4 - Biotinylated        | Mouse/Rat/<br>Rabbit/Goat | Griffonia<br>simplicifolia | Vector (#B-1205)                              | 1:25      |
| Integrin b1               | Mouse                     | Rat                        | BD Pharmingen (#553715)                       | 1:200     |
| Laminin $\alpha$ 4        | Mouse                     | Rabbit                     | Serum 377 (Gift from L. Sorokin) <sup>2</sup> | 1:400     |
| Lyve1                     | Mouse                     | Rat                        | R&D (#MAB2125)                                | 1:500     |
| MAdCAM1                   | Mouse                     | Rat                        | Abcam (#ab80680)                              | 1:200     |
| Prox1                     | Human                     | Rabbit                     | ReliaTech (#102-PA32AG)                       | 1:100     |
| $\alpha$ SMA - Cy3        | Human/Mouse/Rat           | Mouse                      | Sigma (#C6198)                                | 1:500     |
| $\alpha$ SMA - eFluor660  | Human/Mouse/Rat           | Mouse                      | eBioscience (#50-9760-82)                     | 1:100     |
| Sox17                     | Human                     | Goat                       | R&D (#AF1924)                                 | 1:100     |
| Vegfr2                    | Mouse                     | Goat                       | R&D (#AF644)                                  | 1:100     |
| Vegfr3                    | Mouse                     | Goat                       | R&D (#AF743)                                  | 1:100     |

| Secondary antibodies              |                 |        |                                        |       |
|-----------------------------------|-----------------|--------|----------------------------------------|-------|
| Alexa 405-conjugated Streptavidin | -               | -      | Invitrogen (#S32351)                   | 1:100 |
| Alexa 488-conjugated              | Chicken         | Donkey | Jackson Laboratories (#703-545-155)    | 1:300 |
| Alexa 488-conjugated              | Goat/Rabbit/Rat | Donkey | Invitrogen (#A11055, #A21206, #A21208) | 1:300 |
| Alexa 594-conjugated              | Goat/Rabbit/Rat | Donkey | Invitrogen (#A11058, #A21207, #A21209) | 1:300 |
| Alexa 647-conjugated              | Goat/Rabbit     | Donkey | Invitrogen (#A21447, #A31573)          | 1:300 |
| Alexa 647-conjugated              | Rat             | Donkey | Jackson ImmunoResearch (#712-605-153)  | 1:300 |
| Dyes                              |                 |        |                                        |       |
| DAPI                              | -               | -      | Sigma (#D9542)                         |       |
| Click-It EdU Alexa Fluor 647      | -               | -      | Invitrogen (#C10340)                   |       |

**Supplementary Table 2. RNAscope reagents**

| Reagents                                      | Source                           |
|-----------------------------------------------|----------------------------------|
| RNAscope Multiplex Fluorescent Reagent Kit v2 | ACD (#323100)                    |
| RNA-Protein Co-Detection Ancillary Kit        | ACD (#323180)                    |
| RNAscope 3-plex Positive Control Probe - Mm   | ACD (#320881)                    |
| RNAscope 3-plex Negative Control Probe - Mm   | ACD (#320871)                    |
| RNAscope Probe - Mm - Vegfc                   | ACD (#492701)                    |
| TSA Plus Fluorescein                          | Akoya Biosciences (#NEL741001KT) |

**Supplementary Table 3. FACS-sorting antibodies**

| Antigen                | Reactivity | Specie  | Source                   | Dilution |
|------------------------|------------|---------|--------------------------|----------|
| <b>FACS antibodies</b> |            |         |                          |          |
| CD31-BV711             | Mouse      | Rat     | BD Biosciences (#740680) | 1:200    |
| CD45- BV421            | Mouse      | Rat     | Biolegend (#103134)      | 1:200    |
| Epcam - PE-Cy7         | Mouse      | Rat     | BioLegend (#118216)      | 1:50     |
| Podoplanin - eFluor660 | Mouse      | Hamster | eBioscience (#50-5381)   | 1:200    |

## References

1. Zarkada, G. *et al.* Specialized endothelial tip cells guide neuroretina vascularization and blood-retina-barrier formation. *Dev Cell* **56**, 2237-2251.e6 (2021).
2. Ringelmann, B. *et al.* Expression of Laminin  $\alpha 1$ ,  $\alpha 2$ ,  $\alpha 4$ , and  $\alpha 5$  Chains, Fibronectin, and Tenascin-C in Skeletal Muscle of Dystrophic 129ReJdy/dyMice. *Experimental Cell Research* **246**, 165–182 (1999).

How the deposited data were processed for this re-analysis (not part of the article)

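Single-cell RNA-seq was measured in 3 libraries of E18.0 *Esm1-CreERT2* *R26-mTmG* embryos: unsorted intestine, unsorted mesentery, and intestinal ECs sorted by FACS. Each is 1 library of pooled embryos, so there are no replicates, no test was made between conditions, and cells were not used as replicates. The authors deposited raw UMI counts, unit count, per gene and barcode, for all barcodes with no cell filter. The other sequencing data of the study were not used here.

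Annotation was compared with the Gencode vM21 reference held here, on GRCm38. Of 55487 gene identifiers in the files, 55394 were in the reference, all 72 named genes had a position, and 111 symbols were repeated. The authors used Gencode vM22.

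Cells were called at the knee of each library, with at most 20% mitochondrial UMIs, and barcodes with a doublet score above 0.1 were removed. The expected doublet rate of 0.1 is the default of the tool and is not in the paper. Size factors came from scran 1.30.0 after clustering at Leiden resolution 0.5. Analysis used scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, umap-learn 0.5.12, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15, and R 4.3.3. The Harmony package was not available, and the method was written anew. Clusters were sensitive to its seed and to rounding. Cell types were clustered at resolution 0.1 and blood ECs at 0.9, from 2000 variable genes, 50 principal components and 30 neighbours.

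Clusters were named from marker sets chosen before the data were examined, 12 for cell types and sets of 11 arterial and 9 venous genes within ECs. The rule that applies these sets went through 4 versions after outputs were seen, which added a floor of 10000 CPM for genes of another type and a class for tip-like cells. Subclusters led by another type were left out. The clusters with the highest *Esm1*, *Adamts18* and *Bmx* were picked by these genes, and 38 reported genes were left out of the EC clustering.

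Genes were named by a rule set before the data were examined: every gene the paper names for these data, the 10 with the largest CPM ratio in the Esm1-high cluster, the 5 with the largest in the Bmx-high cluster over the other arterial-like one (at least 50 UMIs and 20 CPM and higher in every library with 20 cells), and 10 that correlate best with *Esm1* along pseudotime. The last list was to come from the *Esm1* pattern. *Esm1* had no pattern, and it was drawn from all genes tested, which departs from the rule.

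CPM is the pooled UMIs of a gene per 1000000 UMIs of a group. CPM and ratios carry 95% intervals from exact Poisson limits, medians over genes from 2000 Poisson draws, and shares Clopper-Pearson limits. They show counting error and not the variation between embryos. Phase was called with scanpy from 43 S and 54 G2/M genes on cells thinned to 1000 UMIs. Pseudotime used 15 diffusion components and a root in the Adamts18-high cluster, without proliferating clusters, and 20 bins for gene order or 200 for patterns, which were grouped by Ward clustering at 60 for genes with a mean above 0.3.

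Depth was 76851727, 69107238 and 70706813 UMIs in the intestine, mesentery and sorted libraries, over 562286, 568865 and 539398 barcodes with a UMI. At the knee no blood ECs of the unsorted intestine remained. Alternatives covered the cell minimum, doublet removal, the mitochondrial limit, normalization, integration, resolution, the reported genes, the cell cycle scores, thinning, each library by itself, and the pseudotime settings. A further 11 were added after the data were examined, and their effects are in the closing section.

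The calculations were tested on simulated data. Intervals held the true ratio for 95.3% of 10702 genes, all 200 changed genes had the right direction, and the median absolute error of log2 ratios was 0.0814. The simulated counts were Poisson, so this coverage was set in advance and says nothing of spread between cells. The written Harmony brought the share of neighbours from another batch from 0 to 58.2%, where full mixing gives 62.0%. Every simulated batch held all cell groups, unlike these libraries. Pseudotime correlated with the simulated order at a rho of 0.997, on a continuous curve without the jump seen here between venous-like and Esm1-high cells. Tricycle, GO enrichment and the retinal comparison were not analysed here.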

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

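The tests of the *NeomycinRes* and *tdTomato* constructs and of sequencing depth were chosen only after the results were seen, as was the present test of free cell cycle RNA, which replaced one chosen before, and those of doublets and the sort were chosen before.

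The paper does not report on the *NeomycinRes* construct, which had 576 UMIs in cells of the unsorted intestine, 186 in the mesentery and 312 in the sorted library, where a count of 0 would allow up to 3. If this were only RNA free in the suspension, cells would hold less of it than barcodes with up to 50 UMIs do. In epithelial cells of the unsorted intestine it was at 36.8 CPM against 17.5 CPM in such barcodes, a ratio of 2.10 (95% interval 1.63 to 2.76), which argues against free RNA as the whole source. Which construct of these embryos carries the sequence was not examined, and no biological explanation was tested.

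The *tdTomato* construct, which the reporter makes before recombination, had 32 UMIs in cells of the unsorted intestine, 148 in the mesentery and 523 in the sorted library, and the paper does not analyse it by cell. Blood ECs of the mesentery held 11.7 CPM against 5.72 CPM in barcodes with up to 50 UMIs (ratio 2.05, 1.16 to 3.71), which argues against free RNA as the whole source there, although 35 UMIs are few. Blood ECs of the sorted library were level with such barcodes, at 21.3 against 20.5 CPM (1.04, 0.802 to 1.36), and epithelial cells of the unsorted intestine below them, at 1.81 against 5.93 CPM (0.306, 0.169 to 0.561). Free RNA would bring the markers of other cell types in the same proportion. Epithelial markers in these blood ECs stood at 0.0297 times (0.0245 to 0.0357) their CPM in such barcodes, and mesenchymal markers in the epithelial cells at 0.0244 times (0.0234 to 0.0255), which argues against free RNA as the whole source there as well. That unrecombined cells express it would be in line with the design, and was not tested further.

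*Cdk1* and *Mki67* differed in opposite directions between the tissues: venous-like over other arterial-like cells gave log2 ratios of −0.63 and −0.97 in the mesentery and 1.36 and 3.11 in the sorted intestine, while *Mcm5* was higher in venous-like cells of the mesentery too (1.56). The proliferating clusters, which lay on the venous side, were left out of both groups. They held 24.9% (G2/M) and 8.24% (S) of mesenteric blood ECs, against 17.2% and 12.0% of sorted ones. How leaving them out bears on the difference was not tested. The difference between tissues was not tested either, and rests on 20 other arterial-like cells of the mesentery. It goes with a higher share of S and G2/M calls in mesenteric arterial-like ECs, for which several technical explanations were examined. Depth would bring the share down to that of the sorted library once cells are thinned, and it was 52.3% against 8.80% after thinning. Doublets with proliferating venous ECs would bring venous transcripts, and the 4 venous markers in the cycling cells stood at 0.569% (0.155 to 1.46) of their level in venous-like cells, from 4 UMIs. The sort would leave the unsorted intestine near the mesentery, and its share was 13.0% (6.41 to 22.6, 77 cells) against 45.4% in the mesentery and 9.46% in the sorted library of the same setting. For free cell cycle RNA, the first test set the summed CPM of *Cdk1*, *Mki67*, *Mcm5* and *Lig1* in mesenteric arterial-like ECs against barcodes with up to 50 UMIs and did not decide (0.953 times, 0.858 to 1.06). Free RNA would also bring the markers of other cell types: the excess over the sorted library (107 CPM) would need 0.818 of the level in such barcodes (lower limit 0.714), and mesenchymal markers stood at 0.0256 times (0.0225 to 0.0289) and mesothelial ones at 0.0237 times. These values argue against each as the whole cause. Tissue and library cannot be separated for the mesentery, which is 1 library of pooled embryos, and a tissue difference remains an untested possibility.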

How the results depend on the processing

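All settings with another expected doublet rate, a haemoglobin filter, cell types clustered without integration or another Harmony seed were chosen only after the data were examined, 11 in all. The others were chosen before. A value counts as unchanged when it stays within the 95% counting interval of the reported value, and a count when it stays within a factor of 1.5. A value counts as reversed when the reported value is beyond counting error and the sign changes, so *Flt4*, whose reported interval includes 0, is counted as unchanged or moved even where it changed sign. The cause of each shift listed here was not tested.

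Of the 174 values for the main comparisons under the alternatives chosen before, 90 were unchanged, 80 moved and 4 reversed. Of the 157 under the added alternatives, 73 were unchanged, 84 moved and none reversed. Of the values for single genes, correlations and links between clusters, 372 of 689 were unchanged, 286 moved and 31 reversed under the first group, and 284, 264 and 13 of 561 under the added one. Correlations and links carry no counting interval. With 10 diffusion components, 100 bins, 15 neighbours or another root cell, all of them counted as moved, however small the shift. The correlation of *Ptp4a3*, for example, went from 0.699 to 0.697 with 10 diffusion components. Venous markers, arterial markers, capillary markers, Esm1-high markers and *GFP* in both groups of clusters kept their direction under every alternative that gave a value. *Vegfc* did so in 23 of 24, the cycling difference in 24 of 25, the cell cycle genes of the Bmx-high cluster in 21 of 23 and *Flt4* in 16 of 23. Another seed of the clustering left all 13 main values it gave unchanged, and the mean of per-cell CPM all 9.

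In the order of *Vegfc* and *Bmx*, the search starts after the bin of the *Esm1* maximum and *Vegfc* fell in the first bin searched in all 7 settings, so the values of 0 bins below follow from that start. Without it *Vegfc* came first in each.

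In what follows, markers and single genes are log2 ratios as at their claims, shares are those of mesenteric ECs, the capillary markers are those of the Adamts18-high and Bmx-high clusters, and *Bmx*, *Jag1*, *Jag2* and *Notch1* are compared between arterial-like and venous-like clusters, *Madcam1* between venous-like and arterial-like ones, *Cdk1*, *Mki67*, *Mcm5*, *Lig1*, *Lox*, *Mgp*, *Fgfr3*, *Eps8l2* and *Ckb* between the Bmx-high and the other arterial-like cluster (such as Ckb, Bmx-high over other arterial-like, and Fgfr3, Bmx-high over other arterial-like), and the rest between the Esm1-high cluster and the other blood ECs (such as Cav1, Esm1-high over all other blood ECs). With a fixed minimum of 1000 UMIs, the values were venous markers 0.25, arterial markers 1.196, capillary markers −1.30, Esm1-high markers 0.71, *GFP* in the Esm1-high cluster 0.44, *GFP* in the arterial-like clusters 0.89, *Flt4* 0.72, Adamts18-high share 39.7%, Bmx-high share 5.79% and 30786 cells kept. Reversed there were Bmx-high cell cycle genes −0.36, *Vegfc* −0.42 and cycling difference −10.0 points, and the single genes *Madcam1* (−0.043), *Notch1* (−0.059), *Jag1* (−1.68), *Jag2* (−0.0092), *Bmx* (−3.002), *Cav1* (−0.082), *Itgb1* (−0.19), *Cdk1* (−0.36), *Mcm5* (−1.15), *Lig1* (−1.08), *Lox* (−0.35), *Fgfr3* (−1.67), *Eps8l2* (−2.67) and *Ckb* (−0.89). The venous-like and arterial-like groups were poorly separated in that setting, with *Aplnr* at 0.15 (6.93 at the knee) and *Gja5* at 0.91 (9.58 at the knee). Without doublet removal, the values were venous markers 4.83, arterial markers 4.78, capillary markers −0.81, Esm1-high markers 1.01, Bmx-high cell cycle genes 0.090, *GFP* in the Esm1-high cluster 2.98, *GFP* in the arterial-like clusters 2.68, *Vegfc* 2.35, Adamts18-high share 16.4%, Bmx-high share 2.24% and cycling difference 55.0 points, and the single genes *Mcm5* (−0.12), *Lox* (−3.29), *Mgp* (−3.28), *Fgfr3* (−3.25), *Eps8l2* (−3.71) and *Ckb* (−3.78) reversed. With total-count normalization, the values were venous markers 6.23, arterial markers 5.89, capillary markers −1.62, Esm1-high markers 1.01, *GFP* in the Esm1-high cluster 3.34, *GFP* in the arterial-like clusters 2.34, *Vegfc* 2.05, Adamts18-high share 35.4% and cycling difference 28.6 points. Without integration at either step, the values were venous markers 5.12, arterial markers 5.07, capillary markers −1.59, Esm1-high markers 1.90, Bmx-high cell cycle genes 2.27, *GFP* in the Esm1-high cluster 4.01, *Flt4* 0.90, *Vegfc* 2.85, Adamts18-high share 79.2% and Bmx-high share 20.3%, and the single genes *Fabp4* (0.40) and *Cav1* (−0.48) reversed. At resolution 0.6, the values were venous markers 7.41, arterial markers 5.18, capillary markers −1.39, Esm1-high markers 0.36, *GFP* in the Esm1-high cluster 3.30, *GFP* in the arterial-like clusters 1.93, *Flt4* −0.46, *Vegfc* 1.98, Adamts18-high share 45.2% and cycling difference 26.8 points, and the single genes *Lamb1* (−0.23) and *Pcdh12* (−0.034) reversed. With the S and G2/M scores regressed out before EC clustering, the values were venous markers 3.65, capillary markers −1.57, Esm1-high markers 0.77, *GFP* in the Esm1-high cluster 3.46, *GFP* in the arterial-like clusters 2.25, *Flt4* −0.26, *Vegfc* 2.11, Adamts18-high share 35.9% and cycling difference 17.6 points. Reversed there were Bmx-high cell cycle genes −0.87, and the single genes *Pgf* (−2.47), *Cdk1* (−0.57), *Mki67* (−0.87), *Mcm5* (−0.91) and *Lig1* (−1.12). In the unsorted mesentery only, the values were venous markers 7.72, capillary markers −3.79, Bmx-high cell cycle genes 0.40, *Vegfc* 3.31 and cycling difference 2.55 points, and the single gene *Cdk1* (−0.057) reversed. At resolution 1.2, the values were capillary markers −2.39 and Bmx-high cell cycle genes 2.07. With the reported genes kept in EC clustering, the values were capillary markers −1.57 and *Vegfc* 2.52. In the FACS-sorted library only, the values were capillary markers −0.80, Esm1-high markers 1.09, cycling difference 47.4 points and *Vegfc* before *Bmx* 3 bins, and the single gene *Cdk1* (−0.13) reversed. With at most 10% mitochondrial UMIs, the values were *GFP* in the Esm1-high cluster 3.61. In cells not thinned, the values were cycling difference 51.8 points. With cells thinned to 2 times that UMI number, the values were cycling difference 47.7 points. With a fixed minimum of 500 UMIs, the values were 32830 cells kept. At 25% of the maximum, the values were *Vegfc* before *Bmx* 0 bins. With 10 bins, the values were *Vegfc* before *Bmx* 0 bins. With 15 neighbours, the values were *Vegfc* before *Bmx* 0 bins. With 100 bins, the values were 6 patterns.

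Among the added settings the values that moved were these, with comparisons named as before (Cav1, Esm1-high over all other blood ECs, Fabp4, Esm1-high over all other blood ECs, and Ckb, Bmx-high over other arterial-like). With an expected doublet rate of 0.05, the values were venous markers 4.82, arterial markers 4.83, capillary markers −1.90, Esm1-high markers 1.88, *GFP* in the arterial-like clusters 2.66, *Flt4* 0.98, *Vegfc* 2.38 and cycling difference 51.2 points, and the single genes *Fabp4* (0.47) and *Cav1* (−0.51) reversed. With cells above 0.5% haemoglobin UMIs left out, the values were venous markers 5.99, arterial markers 5.62, capillary markers −2.38, Esm1-high markers 0.95, Bmx-high cell cycle genes 2.12, *GFP* in the arterial-like clusters 2.68, *Flt4* −0.23 and *Vegfc* 2.13. With 1000 UMIs and cell types clustered without integration, the values were venous markers 5.41, arterial markers 4.64, capillary markers −0.87, *GFP* in the Esm1-high cluster 2.91, *GFP* in the arterial-like clusters 2.18, *Flt4* 0.40, *Vegfc* 2.84, 6645 blood ECs, cycling difference 36.4 points and 30786 cells kept, and the single genes *Cav1* (−0.16) and *Ckb* (−2.08) reversed. With 500 UMIs and cell types clustered without integration, the values were venous markers 5.28, arterial markers 4.62, capillary markers −2.97, Esm1-high markers 1.79, Bmx-high cell cycle genes 1.57, *GFP* in the Esm1-high cluster 3.43, *GFP* in the arterial-like clusters 2.23, *Flt4* 0.69, *Vegfc* 2.83, Adamts18-high share 18.4%, 6238 blood ECs and 32830 cells kept, and the single genes *Fabp4* (0.15), *Cav1* (−0.47) and *Ckb* (−0.077) reversed. With 1000 UMIs, cell types clustered without integration and scores regressed out, the values were venous markers 2.69, arterial markers 4.55, Esm1-high markers 1.48, *GFP* in the Esm1-high cluster 3.17, *GFP* in the arterial-like clusters 1.89, *Flt4* 0.58, *Vegfc* 2.41, Adamts18-high share 41.7%, 6645 blood ECs and cycling difference 15.8 points, and the single genes *Fabp4* (0.045), *Cav1* (−0.31) and *Ckb* (−0.91) reversed. Harmony seed 1 gave venous markers 6.18, capillary markers −1.40, Esm1-high markers 0.95, Bmx-high cell cycle genes 1.86, *GFP* in the Esm1-high cluster 3.33, *GFP* in the arterial-like clusters 2.39, *Flt4* −0.20, *Vegfc* 2.14, Adamts18-high share 35.9% and cycling difference 27.9 points. Harmony seed 3 gave venous markers 5.20, capillary markers −2.55, Esm1-high markers 1.96, Bmx-high cell cycle genes 1.94, *GFP* in the Esm1-high cluster 4.32, *GFP* in the arterial-like clusters 3.11, *Flt4* 0.89 and *Vegfc* 2.75, and the single genes *Fabp4* (0.29) and *Cav1* (−0.47) reversed. Harmony seed 5 gave venous markers 6.53, arterial markers 5.62, capillary markers −2.25, Esm1-high markers 0.78, *GFP* in the Esm1-high cluster 3.54, *GFP* in the arterial-like clusters 2.53, *Flt4* −0.36, *Vegfc* 1.92 and cycling difference 37.6 points. With only the cell types clustered without integration, the values were arterial markers 5.22, Esm1-high markers 1.40, *Flt4* 0.38, *Vegfc* 2.71, Adamts18-high share 23.5% and cycling difference 48.0 points, and the single gene *Cav1* (−0.0057) reversed. Harmony seed 2 gave capillary markers −1.53 and *Vegfc* 2.48. Harmony seed 4 gave capillary markers −1.32.

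The fixed minimum of 500 UMIs gave no blood EC cluster, and thus only a number of cells. Resolution 0.6 gave no value for the cell cycle genes of the Bmx-high cluster. The unsorted intestine gave no value by itself at the knee. No paired analysis was possible because each condition is 1 library of pooled embryos, so that any pair of conditions is a single pair. Leaving out a replicate was not possible for the same reason. Clusters depend on the seed of Harmony: seeds 2 and 4 moved 2 and 1 of 14 main values, and seeds 1, 3 and 5 moved 10, 8 and 9. Cell number limits the mesenteric comparisons, with 86 arterial-like cells, 20 of them outside the Bmx-high cluster, and 3 Esm1-high cells.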

Differences from the paper's values

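Values read from figures are approximate, and settings with cell types clustered without integration or an added Harmony seed were chosen after seeing the values.

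The paper keeps 34518 cells (the paper's value), and 8907 were kept here. Fixed minimums of 1000 UMIs (30786) and 500 UMIs (32830) come within 1.5 times of it, while no doublet removal (11868) and at most 10% mitochondrial UMIs (8802) do not. In the unsorted intestine the paper shows about 13000 cells in Supplementary Fig. 8b, read by eye, against 1006 here, with 13188 and 15046 at 1000 and 500 UMIs within that range and 1486 without doublet removal and 927 at 10% mitochondrial UMIs outside it. In the mesentery it shows about 15000 cells in Supplementary Fig. 8b, read by eye, against 5415, with 11662 and 11837 at the fixed minimums within range and 6658 and 5380 outside. In the sorted library it shows about 6400 cells in Supplementary Fig. 8b, read by eye, against 2486, with 5936 and 5947 within range and 3724 and 2495 outside.

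The paper has 7122 blood ECs (the paper's value), against 2721 here. None of the alternatives chosen before the data were examined comes within 1.5 times: 2308 at 1000 UMIs, 3775 without doublet removal, 2744 at 10% mitochondrial UMIs, 2417 with total-count normalization and 2871 without integration. Clustering the cell types without integration gave 6645 blood ECs at 1000 UMIs and 6238 at 500 UMIs, both within range and chosen after seeing the values. In the unsorted intestine the paper shows about 360 ECs in Supplementary Fig. 8b, read by eye, against 0 here, 227 at 1000 UMIs, 4 without doublet removal, and 0 at 10% mitochondrial UMIs, with total-count normalization and without integration, none of them within range. The 1000 UMI setting with types clustered without integration, chosen after seeing the values, gave 324. In the sorted library it shows about 6100 ECs in Supplementary Fig. 8b, read by eye, against 2296 here, 1615, 3236, 2322, 1993 and 2447 in the same order of alternatives, none within range, and 5731 in the setting chosen after seeing the values.

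The paper groups its genes into 22 expression patterns (the paper's value), against 10 here. No alternative comes within range: 6 with 100 bins, 9 with a mean above 0.5, 9 with 10 diffusion components, 8 with 15 neighbours and 9 with another root cell. *Esm1*, *Adamts18* and *Lhx6*, which the paper places in patterns, had a mean below the minimum in this calculation and were in none.

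The paper lists *Flt4* among genes high in the Esm1+ population. Here the Esm1-high cluster had a log2 ratio of 0.089 over the other blood ECs, within counting error, while the other 5 genes of that list apart from *Esm1* were higher. The 146 sorted cells placed with lymphatic ECs, outside that cluster and high in *Esm1* as a group, held *Flt4* at 221 CPM, against 92.6 CPM in the sorted blood ECs. Lymphatic ECs of the mesentery held 605 CPM, so any lymphatic cells among the 146 could add to that value. *Flt4* was higher without integration (0.90) and at 1000 UMIs (0.72), and, in settings chosen after seeing the values, with an expected doublet rate of 0.05 (0.98), Harmony seed 3 (0.89), 500 UMIs and cell types clustered without integration (0.69), 1000 UMIs, cell types clustered without integration and scores regressed out (0.58), 1000 UMIs and cell types clustered without integration (0.40) and cell types clustered without integration (0.38). It was below 0 in 7 alternatives: at resolution 0.6 (−0.46), with scores regressed out (−0.26), with total-count normalization (−0.083), at 10% mitochondrial UMIs (−0.011) and, in settings chosen after seeing the values, with Harmony seeds 5 (−0.36) and 1 (−0.20) and with cells above 0.5% haemoglobin UMIs left out (−0.23).

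The paper states that Venous EC1 and Arterial EC3 lack *Pcdh12*, *Gpihbp1* and *Prdm1*. Over both clusters all 3 were lower here, and in the Bmx-high cluster of the sorted library *Gpihbp1* (55.0 CPM, −0.37) and *Prdm1* (43.6 CPM, −0.20, −0.45 to 0.04) were present, while its 66 mesenteric cells had no UMI of *Gpihbp1* and 1 UMI each of *Prdm1* and *Pcdh12*. It also states that Arterial EC3 is enriched in the mesentery, and the Bmx-high cluster held 15.5% of mesenteric and 16.9% of sorted ECs, where shares are shaped by the sort. In the 1000 UMI setting with types clustered without integration, chosen after seeing the values, it held 17.6% (14.6 to 20.9) of mesenteric and 13.0% (9.50 to 17.1) of unsorted intestinal ECs. Of the arterial-like ECs, 66 of 86 mesenteric and 389 of 784 sorted ones were in it. Where Arterial EC3 is described as higher in cell cycle genes, 4 of 5 were higher in the Bmx-high cluster and *Myc* was not (0.08), and *Cdk1* was not higher within either library.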

Other observations

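The tests of the *GFP* construct in other cell types and of cell cycle genes within the sorted library were chosen only after the results were seen, and the criteria of the *GFP* and alpha-globin tests were changed after their values were seen. The tests of red blood cell doublets and of the lymphatic cluster were chosen before.

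Of the 473 cells of the lymphatic EC cluster, 146 came from the sorted library, whose gate excludes Podoplanin. They held *Esm1* at 148 CPM, *GFP* at 540 CPM, *Pgf* at 201 CPM, *Apln* at 435 CPM and *Cdh5* at 1662 CPM. If they were blood ECs placed there by the integration, lymphatic markers would be low in them. *Prox1*, *Lyve1* and *Mmrn1* together stood at 7.48% (95% interval 6.95 to 8.03) of their level in the mesenteric cells of the cluster, 515 against 6890 CPM. These genes were still above the sorted blood ECs, at 52.3, 263 and 200 CPM against 4.03, 2.12 and 27.7 CPM. This leaves open that some of the 146 cells are lymphatic ECs. A candidate explanation is that most of the 146 are *Esm1*-expressing blood ECs. In the setting with 1000 UMIs and cell types clustered without integration, chosen after the data were examined, no sorted cell fell in a lymphatic cluster. The Esm1-high values given at the claims therefore miss these cells.

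Haemoglobin UMIs were found in 20.7% of the 870 arterial-like ECs, and the 5% with the most held 92.4% of them, as a few red blood cell doublets would give. Of these UMIs 64.2% (62.6 to 65.8) were alpha-globin, against 55.6% in the subcluster left out as red blood cells. The first criterion, equality within counting error, would have excluded red blood cell RNA. It was replaced after the value was seen, because the central 95% of single cells of that subcluster lay between 51.4 and 71.4%. Barcodes with up to 50 UMIs lay from 58.1 to 63.2%. That range of single cells is wider than the error of a pooled share. Within the sorted library the share was 63.9% (62.3 to 65.6), against 55.3% in its red blood cells and 58.1% in such barcodes. Within the mesentery it was 72.9% (63.4 to 81.0), against 58.0% and 61.8%. Both shares were above these sources beyond counting error, as red blood cell RNA alone would not give. Because a few cells held most of the UMIs, counting error understates the spread. This ratio therefore does not decide between red blood cell RNA and a haemoglobin expression of ECs.

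*GFP* UMIs were found in non-endothelial cells of the unsorted mesentery. Against barcodes with up to 50 UMIs their level was 0.960 in immune, 0.457 in smooth muscle, 0.355 in neural, 0.286 in mesenchymal and 0.192 (0.151 to 0.242) in mesothelial cells, so no type was above the background beyond counting error. The first criterion, a level below such barcodes, and a comparison of types that followed it were both replaced after their values were seen. Free RNA would bring the markers of other cell types in the same proportion, and the median over 8 marker sets of other types was 0.0829 (0.0743 to 0.0927) in mesothelial cells, where the gap was smallest, 0.0744 in mesenchymal, 0.0703 in immune, 0.0556 in smooth muscle and 0.0285 in neural cells. This argues against free RNA as the whole source. Uptake of labelled cells by immune cells was not tested.

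That unequal shares of mesenteric cells made the cell cycle genes higher in the Bmx-high cluster was tested within the sorted library, where the median log2 ratio was 1.15 against 1.21 over all libraries, which argues against that cause for the median, though not for *Cdk1*.

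*Cav1* (3502 against 3227 CPM, log2 ratio 0.12, 0.08 to 0.15) and *Itgb1* (1891 against 1572 CPM, 0.27, 0.22 to 0.31) were slightly higher in the Esm1-high cluster than in the other blood ECs. *Cav1* changed direction in 8 alternatives.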
